# Molecular characterization of the sea lamprey retina illuminates the evolutionary origin of retinal cell types

**DOI:** 10.1038/s41467-024-55019-x

**Published:** 2024-12-30

**Authors:** Junqiang Wang, Lin Zhang, Martina Cavallini, Ali Pahlevan, Junwei Sun, Ala Morshedian, Gordon L. Fain, Alapakkam P. Sampath, Yi-Rong Peng

**Keywords:** Evolutionary genetics, Molecular evolution, Molecular neuroscience

## Abstract

The lamprey, a primitive jawless vertebrate whose ancestors diverged from all other vertebrates over 500 million years ago, offers a unique window into the ancient formation of the retina. Using single-cell RNA-sequencing, we characterize retinal cell types in the lamprey and compare them to those in mouse, chicken, and zebrafish. We find six cell classes and 74 distinct cell types, many shared with other vertebrate species. The conservation of cell types indicates their emergence early in vertebrate evolution, highlighting primordial designs of retinal circuits for the rod pathway, ON-OFF discrimination, and direction selectivity. The diversification of amacrine and some ganglion cell types appears, however, to be distinct in the lamprey. We further infer genetic regulators in specifying retinal cell classes and identify ancestral regulatory elements across species, noting decreased conservation in specifying amacrine cells. Altogether, our characterization of the lamprey retina illuminates the evolutionary origin of visual processing in the retina.

## Abstract (web summary)

Lampreys, an ancient vertebrate lineage, can provide unique insights into early retinal evolution. Using scRNA-seq and computational analysis, this study compared retinal cell types between lamprey and jawed species, illuminating retinal cell origins and diversification.

## Introduction

The complex structure of the vertebrate nervous system arises from a distinct array of cell types present within each processing center. Much effort has recently been given to classifying cell types and describing their molecular differences^1,2^. Our understanding of neuronal cell-type specification is nowhere more advanced than in the vertebrate retina, where the description of its layered structure containing photoreceptors, interneurons, and ganglion cells dates back to the pioneering work of Ramón y Cajal^3^. More recent experimentation has identified over 100 cell types in mammals distributed into six cell classes, and much is known about the anatomy, development, and physiology of these different cell types^4,5^. It is striking that the fundamental structure of the retina is conserved across all vertebrate lineages^6,7^, which seems to indicate an ancient origin; but the cellular and molecular blueprint for the evolutionary formation of the retina remains largely unknown.

We hoped to shed some light on the evolution of the retina by studying the lamprey, a jawless vertebrate (agnathan) whose progenitors diverged from all other vertebrates in the Cambrian over 500 million years ago (Fig. 1a)^8,9^. The eye of the adult lamprey shows remarkable similarities in structure to the conserved camera eye of jawed vertebrates (gnathostomes), with a cornea, lens, pigmented epithelium, and retina with laminar structure^10,11^. Moreover, the lamprey retina shares key anatomical features with other vertebrates, containing three cellular layers interconnected within two synaptic plexiform layers (Fig. 1b)^11,12^; and it is duplex, with functionally distinct rods and cones^13,14^. There are, however, some remarkable differences, which may suggest a primitive state for the lamprey retina. First, the rods in the lamprey are morphologically similar to cones, with an outer segment consisting of invaginating lamellae continuous with the plasma membrane^10,15^. Second, retinal ganglion cells are located on both sides of the inner plexiform layer, with their axons forming the optic fiber layer between the inner plexiform layer and the inner nuclear layer, instead of at the vitread margin of the retina as in other vertebrates (Fig. 1b). Finally, the three-layered retina is acquired only after the lamprey undergoes metamorphosis^12,16,17^.

**Fig. 1:**
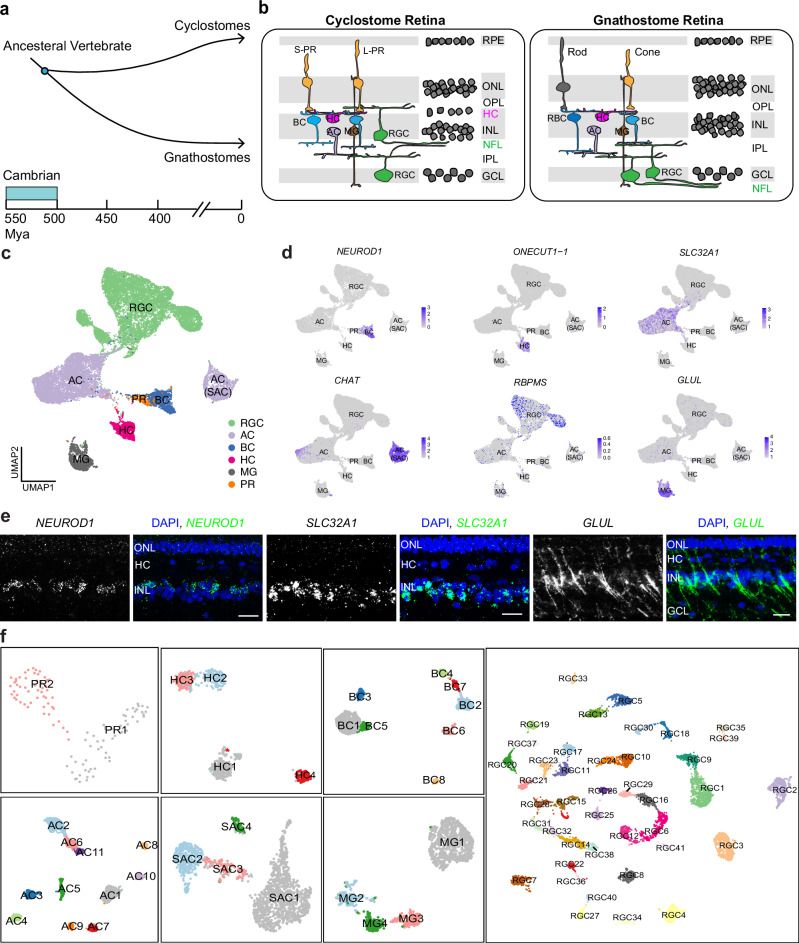
Cell atlas of the adult lamprey retina. **a** Evolutionary history of vertebrates illustrating the split between cyclostomes (jawless) and all other vertebrates (gnathostomes) during the Cambrian period over 500 million years ago (MYA). **b** Sketches of cellular arrangement and retinal circuitry in gnathostome (right) and cyclostome, particularly lamprey (left). Major differences include the position of NFL (highlighted in green), the distinct somatic layer of HCs, and the displaced RGCs between the two groups. **c** Uniform Manifold Approximation and Projection (UMAP) visualization of six lamprey cell classes, derived from a dataset of 21,474 cells. **d** Feature plots displaying the expression of canonical markers within individual cell classes. **e** Fluorescence in situ hybridization (FISH) validation of *NEUROD1* (green) in bipolar cells, *SLC32A1* (green) in amacrine cells, and *GLUL* (green) in Müller glia. Nuclei stained with DAPI are in blue. Scale bar, 20 μm. Each experiment was performed independently three times with similar results. **f** UMAP visualizations of various cell types within each cell class, with SACs separated from the other ACs. Abbreviations: AC, amacrine cell; SAC, starburst amacrine cell; BC, bipolar cell; HC, horizontal cell; MG, Müller glia; PR, photoreceptor; S-PR, short photoreceptor; L-PR, long photoreceptor; RGC, retinal ganglion cell; GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; NFL, nerve fiber layer; ONL, outer nuclear layer; OPL, outer plexiform layer.

High throughput single-cell RNA-sequencing (scRNA-seq) has become a pivotal tool for characterizing cell types in the nervous system from various vertebrate and invertebrate species^18–21^. This approach offers a comprehensive assessment of genomic activity within individual cell types. By comparing gene-expression patterns of cell types across species, we can construct homologous relationships and trace the evolutionary trajectory of cell-type differentiation^22,23^. Notably, a recent study focusing on 13 mammalian species revealed a striking homologous relationship among cell types within bipolar cell and ganglion cell classes, suggesting an ancestral origin for cell-type diversification among mammals^21^. Extending this approach to the lamprey could provide a much deeper understanding of the evolutionary origin of cell types in the vertebrate retina. The comparison of cell types across a large phylogenetic distance nevertheless presents many challenges, resulting from incomplete genome and gene annotation of non-model organisms, distinct adaptations of model species to their environments, and the loss of homologous genes during species divergence^21,24,25^. Moreover, cell types are specified by transcriptional regulatory programs, which control genomic accessibility in each cell type^26^. Evaluating the conservation of these regulatory mechanisms between lamprey and jawed vertebrates can shed light on the genetic underpinnings of cell-type evolution in the vertebrate retina.

In this study, we used scRNA-seq to characterize the cell types in the adult retina of the sea lamprey (*Petromyzon marinus*). To facilitate cross-species comparison, we constructed a retina-specific transcriptome, which enhances the annotation of coding genes specific to lamprey retina tissue. Our scRNA-seq data revealed a total of 74 distinct cell types from all six retinal cell classes. Comparative analyses of lamprey cell types against those from other vertebrate species revealed multiple conserved cell types, including, among others, rod and cone photoreceptors, rod bipolar cells, AII-like amacrine cells, Type I and Type II horizontal cells, ON and OFF starburst amacrine cells, and direction-selective ganglion cells. These results indicate that the foundational circuitry for specific features of light detection and signal integration in the retina emerged among the very earliest vertebrates, likely before the split of progenitors of lamprey and other cyclostomes from the vertebrate lineage. To investigate shared genetic regulatory elements across phylogenetic distance, we developed a network-based methodology to infer the activities of specific proteins, including transcription factors (TFs), transcription cofactors (coTFs), and surface and signaling proteins, in individual cell classes. By comparing these genetic regulators across species, we not only identified genetic programs likely inherent to the whole vertebrate lineage but also illustrated the distinct conservation of their utilization patterns among cell classes. Our work has provided insights into the evolution of retinal cell types and the mechanisms by which type specifications were first established, forming the basis of light detection in the vertebrate eye.

## Results

### Cell atlas of the adult sea lamprey retina

To facilitate cell and gene discovery, we used TruSeq to generate a retina-specific transcriptome of the lamprey (see “Methods”). We first compared the lamprey genome references from Ensembl (Pmarinus_7.0) and NCBI (kPetMar1.pri)^27^. Of the two, kPetMar1 yielded higher mapping percentages of reads to genome, exons, and transcriptome when used for alignment (Supplementary Fig. 1a). We thus built a retina-specific transcriptome based on the kPetMar1.pri version, named as “NCBI+TruSeq.” Using NCBI+TruSeq transcriptome files, we further improved mapping metrics (Supplementary Fig. 1a). The NCBI+TruSeq reference transcriptome has 15,070 genes updated by StringTie with MSTRG numbers, suggesting changes in their gene body definitions (Supplementary Fig. 1c). 

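The gene list deposited with the single-cell counts holds 24979 genes, of which 15071 carry an MSTRG identifier. These genes took 90.4% of the UMIs (unique molecular identifiers, which mark each captured transcript so that its amplified copies are counted once) of both replicates together, and 747 of them had 0 UMIs in both. The list gives the names from before the renaming of Supplementary Data 1. A LOC number was the name of 11972 genes (47.9%), which took 36.0% of the UMIs, and an MSTRG number was the only name of 6258 genes (25.1%), which took 37.4%. A gene symbol was the name of 6725 genes (26.9%).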

Notably, many of these updated genes are crucial for the physiological function of retinal cells. For example, the cone *red-opsin* gene was updated with an additional 3’ exon, where abundant reads from both TruSeq and single-cell RNA-seq were aligned (Supplementary Fig. 1b). Moreover, a detailed comparison between the NCBI and NCBI+TruSeq references using gffcompare revealed 15,871 novel exons, 11,391 novel introns, and 3430 novel loci in the NCBI+TruSeq reference transcriptome. Although the NCBI assembly kPetMar1.pri is a chromosome-level genome assembly, over 60% of annotated genes were named with a “LOC” number without a gene symbol. We further annotated these LOC genes to correlated gene symbols based on the information of their gene products (see “Methods”, Supplementary Data 1). The final reference transcriptome has nearly 70% of its genes with specific gene symbols, thus greatly improving our ability to classify cell types and characterize molecular profiles of lamprey retinal cells (Supplementary Data 1).

After mapping scRNA-seq reads to retina-specific transcriptomes, we obtained 21,474 high-quality transcriptomes from individual cells, with 12,021 and 9,453 cells in each respective replicate. 

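Single-cell RNA-seq was run on dissociated retinas of adult sea lampreys in 2 biological replicates, with 1 droplet library each. The authors aligned the reads to the NCBI+TruSeq reference with Cell Ranger and deposited the count of UMIs per gene and cell barcode, without normalization, for the barcodes called as cells. The sample labels name an earlier version of the library kit than the methods do and add a cell sorting step after the papain digestion. Replicate 1 held 12933 barcodes with 87882951 UMIs, and its median barcode had 4918 UMIs and 2426 genes. Replicate 2 held 15958 barcodes with 117426390 UMIs, and its median barcode had 5557 UMIs and 2586.5 genes. The libraries shared 83 barcode sequences, 0.642% of those in replicate 1. The filters of the methods (at least 500 UMIs and 330 to 8950 genes) removed 30 barcodes of replicate 1 and 22 of replicate 2, each for too few genes, and left 12903 and 15936 cells. The authors' assignment of cells to types was not used here, and their repeated removal of clusters of low quality was not repeated.

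Genes were named from the first 1998 of the 24978 entries of Supplementary Data 1, then from the deposited list, then from a RefSeq table of another assembly (UKy_Petmar_22M1.pri1.0, used for names only). This named 7989 genes (32.0%), and the 16990 genes left without a name took 66.5% of the UMIs. Of the 101 lamprey genes that the paper names for the claims examined, 26 could be found, and the others were not analysed here.

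Cells were clustered along the lines of the methods. Counts became Pearson residuals, the 3000 most variable genes gave 50 principal components, replicates were aligned with Harmony, and a graph of the 20 nearest neighbours was partitioned with the Louvain algorithm. The resolution was 0.8, a value that the paper's text does not state. Class markers and the genes the paper names were kept out of the variable genes. This gave 50 clusters of all cells. Because most canonical markers had no named gene, a cluster was placed in 1 of 8 groups by a single gene: RCVRN, CHTF18, HES1 or POU4F2 in at least 10% of its cells, or BEGAIN, SLC5A7, SLC32A1 or GAD1 in at least 70%. These genes and thresholds were chosen after the values were seen. The limits on genes and UMIs in Supplementary Table 3 were applied with photoreceptors matched to the RCVRN group, bipolar cells to CHTF18, Müller glia to HES1, horizontal cells to BEGAIN, amacrine cells to SLC5A7 and SLC32A1, and ganglion cells to POU4F2 and GAD1. BEGAIN and GAD1 are on the list of amacrine markers used here, so the match of their groups to horizontal and ganglion cells is uncertain. The limits removed 1538 cells and left 21119, of which 9051 were from replicate 1 and 12068 from replicate 2. Without these limits 22657 cells were kept, the largest change among the alternatives tried. The 8 clusters in no group held 6182 cells (21.4% of the filtered cells), and their median UMIs ranged from 789 to 9257. Each group was then clustered again in the same way.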

Using an unsupervised clustering method, we identified six main cell classes: photoreceptors (PR), horizontal cells (HC), bipolar cells (BC), amacrine cells (AC), retinal ganglion cells (RGC), and Müller glia (MG) (Fig. 1c)^28^. 

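The GAD1 group was the largest, with 9965 cells or 47.2% of the cells kept (95% exact Clopper-Pearson interval 46.5 to 47.9; 45.8% of replicate 1 and 48.2% of replicate 2). The SLC32A1 group held 5985 cells (28.3%, interval 27.7 to 29.0) and the SLC5A7 group 1487 cells (7.04%, interval 6.70 to 7.39). The CHTF18 group held 1243 cells (5.89%, interval 5.57 to 6.21), the HES1 group 1182 cells (5.60%, interval 5.29 to 5.92) and the BEGAIN group 907 cells (4.29%, interval 4.03 to 4.58). The POU4F2 group held 190 cells (0.900%, interval 0.777 to 1.04) and the RCVRN group 160 cells (0.758%, interval 0.645 to 0.884). These intervals cover counting error only. Median UMIs per cell ranged from 1100 in the RCVRN group to 14998 in the POU4F2 group. Over the alternatives to filtering and clustering, the share of the CHTF18 group ranged from 3.35% to 8.25%, and without the limits of Supplementary Table 3 the POU4F2 group made up 1.39% and the SLC5A7 group 8.59%.

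Cell type names were given by at least 3 markers, from fixed lists, that were raised at least 2-fold in a cluster of all cells. Among the clusters that met this rule was cluster 47 of the RCVRN group, with 3 raised photoreceptor markers (RCVRN, CDHR1 and RBP3). The groups are called by their gene throughout. The paper assigned its clusters by their match to reference classes and by their markers, and states that the retina holds the classes shown in Fig. 1c.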

We did not detect other, non-neuronal cell types from our isolated-retina preparations (see “Methods”), such as retinal pigment epithelium, pericytes, and microglia (Supplementary Fig. 1d). 

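Markers of 3 other cell kinds had named genes. Of the 28839 filtered cells, 24 (0.0832%, exact Clopper-Pearson interval 0.0533 to 0.124) had UMIs of at least 2 of the 5 pigment epithelium markers TYR, PMEL, RPE65, TYRP1 and DCT, 19 of them in replicate 1 and 5 in replicate 2. With at least 3 markers required, 0 cells were found, which allows a share of up to 0.0104%. For endothelium (VWF and TAL1), 0 cells had both markers. Of 3 markers of dividing cells (CCNB2, UBE2C and PLK1), 2 cells had at least 2. Single markers were more widespread. DCT was found in 1.97% of all cells and reached 22.4% in 1 of the clusters of all cells in the GAD1 group, cluster 42 (165 cells, median 7818 UMIs), where TYRP1 reached 7.27% against 0.420% of all cells. The listed markers of microglia, pericytes, astrocytes, oligodendrocytes and erythrocytes had no named gene, and these cell kinds were not analysed here. Cluster 44 of all cells (115 cells), in no group, was not assigned to a cell kind.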

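Replicate 1 gave 42.9% of all cells kept, and the groups took different shares of their cells from it. It gave 83.1% of the RCVRN group and 59.6% of the CHTF18 group, and 19.7% of the HES1 group. For the other 5 groups the share ranged from 32.9% in the BEGAIN group to 45.9% in the SLC32A1 group. Expressed per library, the RCVRN group made up 1.47% of the cells of replicate 1 and 0.224% of those of replicate 2 (SD 0.881, n = 2), the CHTF18 group 8.19% and 4.16% (SD 2.85), and the HES1 group 2.57% and 7.86% (SD 3.74). With 1 library per replicate, no test between replicates was possible. Cell depth entered these shares: among cells with at least 2000 UMIs, the CHTF18 group made up 2.34% of replicate 1 (189 of 8067 cells, exact Clopper-Pearson interval 2.02 to 2.70) and 3.74% of replicate 2 (434 of 11613 cells, interval 3.40 to 4.1). The HES1 group still differed among these cells, with 2.17% (interval 1.86 to 2.51) and 8.03% (interval 7.55 to 8.54).

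**Figure D1:**
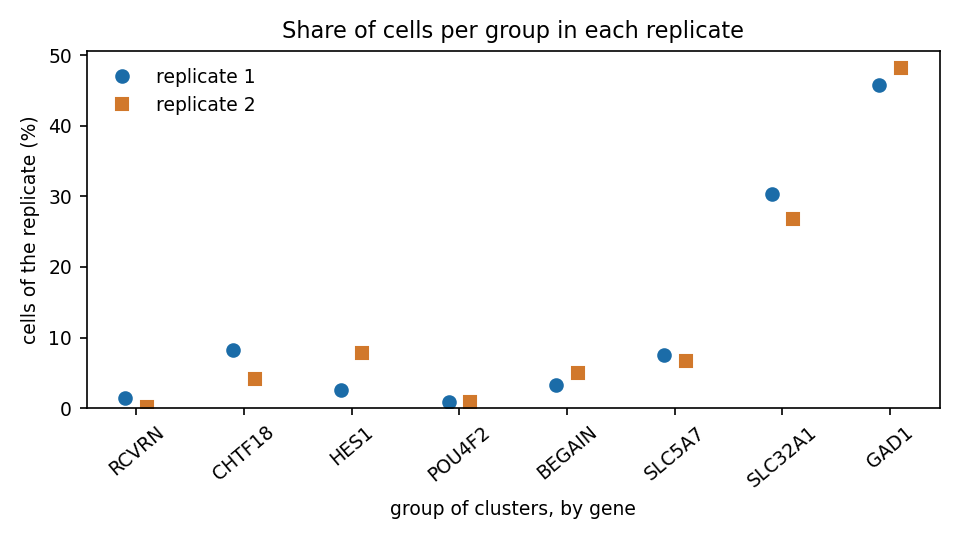
Percent of the cells kept from each replicate (y axis) that fell in each of the 8 groups (x axis), with circles for replicate 1 and squares for replicate 2. The RCVRN and CHTF18 groups sit higher in replicate 1 and the HES1 group higher in replicate 2.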

No bias associated with biological replicates was observed (Supplementary Fig. 2a, b). 

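UMIs were summed per library and group, and each group was compared with the mean of the other 7 on 14785 genes, with the library as a block. Here and below, such a mean is of fitted log2 levels, so groups or clusters with few UMIs of a gene draw it down. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7647 genes passed an adjusted p of 0.05 and a 2-fold difference as higher in at least 1 group, and 5046 passed as lower in at least 1. Per group, between 978 genes (RCVRN) and 2684 genes (HES1) were higher, and between 600 (GAD1) and 1889 (HES1) were lower. With every cell thinned to 1000 UMIs before summing, 5240 genes were higher in at least 1 group and 2518 lower in at least 1. No other alternative moved either count as much. The genes that formed the clusters are among those tested, so these counts are not independent of the clustering.

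GLUL (MSTRG.9787 in the files), the gene of glutamine synthetase, had 2395 and 2015 CPM (UMIs scaled to a common total) in the HES1 group of replicates 1 and 2, a log2 fold change of 4.62 (standard error 0.13, adjusted p = 1.64e-13 in that test). A UMI of GLUL was found in 93.1% of HES1 cells (exact Clopper-Pearson interval 91.6 to 94.5; 76.4% in replicate 1 and 97.3% in replicate 2), and in the other groups in 21.3% (RCVRN) to 68.5% of cells (SLC5A7, median 7932 UMIs against 13032 in the HES1 group). After thinning to 1000 UMIs per cell, the share was 78.6% in the HES1 group and at most 16.8% in the others. RBPMS (MSTRG.3411) had 27.4 and 19.7 CPM in the GAD1 group, a log2 fold change of 1.97 (standard error 0.17, adjusted p = 3.04e-07). It was found in 15.5% of GAD1 cells (interval 14.8 to 16.2; 18.9% and 13.1% in the replicates; median 8272 UMIs) and in 1.35% of SLC5A7 cells (interval 0.823 to 2.07), or 2.06% and 0.269% after thinning. Over the 33 clusters later found within the GAD1 group, RBPMS ranged from 0% in cluster 24 to 42.8% in cluster 3. The median was 5.74%, and 20 clusters were under 10%. In the POU4F2 group it was found in 6.84% of cells (interval 3.69 to 11.4).

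CNGB1-1 (MSTRG.4782) had 556 and 839 CPM in the RCVRN group, a log2 fold change of 11.78 (standard error 0.24, adjusted p = 1.26e-13), the largest among named genes outside the marker lists. ANO8 (MSTRG.8364), PARP2 (MSTRG.5643) and UPP1 (MSTRG.635), of largest fold in the other direction, had 0 UMIs in the RCVRN group and were at least 5.29-fold, 3.65-fold and 2.83-fold lower there (adjusted p = 0.000340, 0.00584 and 0.00470). The next 2 genes of largest fold in the first direction were among the variable genes of the clustering.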

Each lamprey cell class showed the expression of a similar set of marker genes, which are also expressed in the mouse or macaque retina (Fig. 1d)^29,30^. The expression of these canonical cell-class markers was confirmed by fluorescence in situ hybridization in the lamprey retina (Fig. 1e). We further clustered cell types from individual cell classes, with ACs separating into starburst amacrine cells (SACs) and other AC subclasses (Fig. 1f). We identified a total of 2 PR, 4 HC, 8 BC, 4 SAC AC, 11 non-SAC AC, 41 RGC, and 4 MG clusters (Fig. 1f). 

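Clustering each group again gave 4 clusters in the RCVRN group, 8 in the BEGAIN group, 11 in the CHTF18 group, 10 in the SLC5A7 group, 16 in the SLC32A1 group, 33 in the GAD1 group, 3 in the POU4F2 group and 9 in the HES1 group. The 94 clusters ranged from 13 to 896 cells. The number followed the resolution, with 73 clusters at 0.4 and 191 at 2. In simulated cells of 6 types in 2 libraries, the same steps gave 14 clusters, each cell in a cluster of its own type (adjusted Rand index 0.711), so a type could fall into more than 1 cluster.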

All cell types were present in each replicate (Supplementary Fig. 2c). 

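Of the 94 clusters found within the groups, 93 held cells of both replicates. The exception, HES1 cluster 8, held 42 cells, all from replicate 2. The share of a cluster's cells that came from replicate 1 ranged from 0% to 95.5%, with a median of 43.0%. It was below the overall share by its exact Clopper-Pearson interval in 24 clusters and above it in 17. Of the 17, 7 were CHTF18, 5 SLC32A1, 3 RCVRN, 1 SLC5A7 and 1 GAD1 clusters, and of the 24, 8 were HES1, 8 GAD1, 4 BEGAIN, 2 CHTF18, 1 SLC5A7 and 1 SLC32A1 clusters. At resolution 2, where 191 clusters were found, 154 held cells of both replicates.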

Using hierarchical clustering, we found that each cell type from the same cell class was more closely correlated to cell types within their class than to types outside of their class (Supplementary Fig. 2d, see “Methods”). Thus, the lamprey retina is composed of at least 74 cell types with clear molecular distinction.

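Pearson correlations between the 94 clusters' mean profiles were computed over the 3000 most variable genes. Each cluster's highest correlation was with a cluster of its own group in 92 of 94 cases (97.9%; 95.7% from the cells of replicate 1 alone and 98.9% from those of replicate 2). The exceptions were SLC32A1 cluster 16 and GAD1 cluster 3. The mean correlation was 0.868 within groups and 0.698 between groups, and in each of the 8 groups the mean within was above the mean with other groups. The smallest gap was in the GAD1 group (0.855 within, 0.723 with others) and the largest in the HES1 group (0.925 and 0.569). These are correlations across genes, which are not independent replicates. The groups and their clusters were made from the expression of the same cells. A higher correlation within groups may therefore follow from the clustering itself. Over the 19147 genes found in at least 10 cells, the means were 0.904 and 0.774, and at resolution 2 they were 0.772 and 0.611. From the paper's tree of cluster profiles (Supplementary Fig. 2d), it concludes that its types differ clearly from each other.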

### Conserved photoreceptor cell types between the lamprey and jawed species

The number of diverse cell types identified in the lamprey is comparable to that seen in jawed vertebrate species^4,5^, suggesting that cell-type diversification might have originated with the very earliest of vertebrates. To explore this hypothesis in greater detail, we compared lamprey cell types to those in three jawed vertebrate species–mouse, chicken, and zebrafish, whose retinal cell types have in most cases been well characterized from scRNA-seq (Supplementary Table 1)^19,31–35^. We employed two approaches to achieve this comparison. 1) We integrated lamprey cell types in individual classes with cell types in selected species. 2) We used transcriptomic mapping via XGBoost^36^ to identify the closest related cell types in selected jawed species. We found strikingly conserved cell types, including photoreceptors, bipolar cells, horizontal cells, and starburst amacrine cells, shared between lamprey and other species, as well as interesting divergences. We present these findings in the following.

We identified two lamprey photoreceptors (PR): PR1 and PR2 (Fig. 2a). The expression of *rhodopsin* in PR1 and cone *red-opsin* in PR2 identify these morphologically defined “short” and “long” PRs as a rod and a single type of cone (Fig. 2b, c and Supplementary Fig. 3), in agreement with results from microspectrophotometry, physiological recordings and molecular validations^13,14,37–41^. The functional differences between rods and cones are achieved through the use of distinct molecules in their phototransduction cascades^42,43^. Interestingly, we found strikingly similar differences in the phototransduction cascades between lamprey PR1 and PR2 (Fig. 2b)^11^. 

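The RCVRN group came from 2 clusters of all cells. The larger held 82 cells (median 1001 UMIs) after the limits of Supplementary Table 3, and the smaller, with 3 raised photoreceptor markers, held 78 cells (median 1606.5 UMIs). Of these markers, RCVRN and CDHR1 were also raised in the larger cluster. Neither cluster was assigned to PR1 or PR2. Sums per library gave 2535 genes to test between them, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment passed 23 genes as higher and 35 as lower in the larger cluster, while 380 had an unadjusted p under 0.05. The count moved between 19 genes with DESeq2 and 185 with the cell filter of the Reporting Summary.

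Of 25 photoreceptor genes that the paper names, 4 were found. CNGB1-1 had 0 UMIs in 82 cells of the larger cluster, which allows a share of up to 3.66%, and was found in 46 of 78 cells of the smaller (59.0%, exact Clopper-Pearson interval 47.3 to 70.0). It was at least 55.9-fold lower in the larger cluster (adjusted p = 0.00648). Another entry, CNGB1 (MSTRG.11625), which was a variable gene of the clustering, ran the other way. It had 36 UMIs in the larger cluster and 0 in the smaller. CNGA3 (MSTRG.996) was found in 19 cells of the larger (23.2%, interval 14.6 to 33.8) and in 1 cell of the smaller (1.28%, interval 0.0325 to 6.94), with 33 UMIs against 1, a ratio of 51.4 per UMI of the cluster (exact conditional interval 8.60 to 2089; adjusted p = 0.0280). ARRB1.3 (MSTRG.12092) was found in 64.6% of the larger (interval 53.3 to 74.9) and 7.69% of the smaller (interval 2.88 to 16.0), a log2 fold change of 7.40 (standard error 0.64, adjusted p = 0.00374). Its paralog ARRB1 (MSTRG.9439), whose reads the counting could have split with it, was found in 20.7% (interval 12.6 to 31.1) and 59.0%, and its log2 fold change of -1.99 (standard error 0.52) did not pass (adjusted p = 0.133). Thinned to 1000 UMIs, 41 cells of the larger and 47 of the smaller remained, and ARRB1.3 was found in 85.4% and 2.13% of them and CNGB1-1 in 0% and 57.4%. CNGA3 and ARRB1.3 were higher in the larger cluster, and CNGB1-1 and ARRB1 lower, in both replicates. Of the 8 cells of the larger and the 19 of the smaller from replicate 2, CNGA3 was found in 50.0% of the former and CNGB1-1 in 89.5% of the latter. From the cascade genes of Fig. 2b, the paper reasons that its photoreceptors differ in the way rods and cones do.

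**Figure D2:**
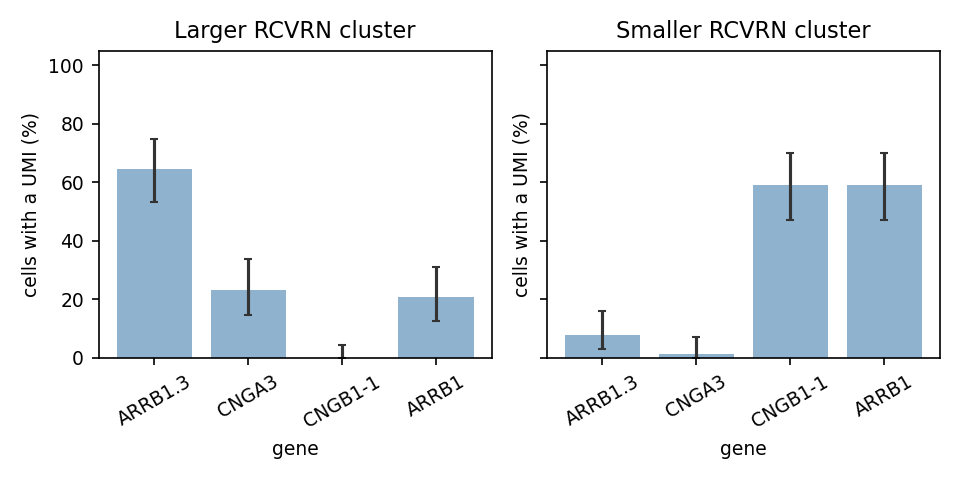
Percent of cells with a UMI (y axis) of ARRB1.3, CNGA3, CNGB1-1 and ARRB1 (x axis) in the larger (left, 82 cells) and the smaller cluster (right, 78 cells) of the RCVRN group, as bars with 95% Clopper-Pearson intervals. ARRB1.3 and CNGA3 stand higher on the left, CNGB1-1 and ARRB1 on the right.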

We further confirmed that the G-protein subunit alpha transducin 1 (*GNAT1*) is expressed in PR1, while *GNAT2* is expressed in PR2 (Fig. 2c, Supplementary Table 2)^44^.

**Fig. 2:**
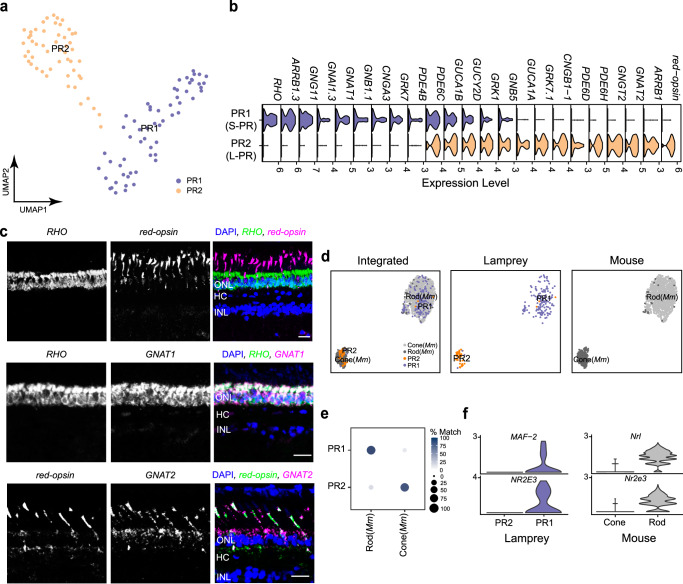
Classification of lamprey PR types and their comparison with mouse PR types. **a** UMAP visualization of two lamprey PR types. **b** Stacked violin plot showing distinct gene-expression patterns in the phototransduction cascade between PR1 (S-PR) and PR2 (L-PR). S-PR, short-photoreceptor (rod); L-PR, long-photoreceptor (cone). **c** FISH validations showing exclusive expression of *rhodopsin* (*RHO*, green in the merged image) and *red-opsin* (magenta in the merged image) between PR1 and PR2 (upper panel), co-expression of *RHO* (green in the merged image) and *GNAT1* (magenta in the merged image) in PR1 (middle panel), and co-expression of *red-opsin* (green in the merged image) and *GNAT2* (magenta in the merged image) in PR2 (bottom panel). Nuclei stained with DAPI are in blue. Scale bar, 20 μm. Each experiment was performed independently three times with similar results. **d** Integration of lamprey and mouse PRs visualized with UMAP, with both integrated and species-specific clusters presented in separated UMAP plots. **e** Confusion matrix demonstrating the transcriptomic correspondence of PR types between lamprey and mouse (*Mus musculus, Mm*). Mouse PRs were used as the training dataset, while lamprey PRs were used as the testing dataset. Circles and color gradients present the percentage of cells from a lamprey PR cluster assigned to a corresponding mouse PR type. See Source Data. **f** Violin plots showing the expression of conserved transcription factors enriched in both lamprey PR1 and mouse rods.

To assess the molecular similarities between lamprey and mouse photoreceptors, we compared their transcriptomes. We integrated mouse PRs^31^ with lamprey PRs and identified two clusters through an unsupervised method (Fig. 2d, Supplementary Table 1). As expected, lamprey PR1 aligned well with mouse rods, while PR2 aligned with mouse cones (Fig. 2d). These findings are supported by transcriptomic mapping via XGBoost, which shows that PR1 corresponds to mouse rods and PR2 to mouse cones (Fig. 2e).

Different transcription factors distinguish rod from cone fate in the mouse retina, such as *Nrl* and *Nr2e3* (Fig. 2f)^45–48^. Notably, we found that either the same gene (*NR2E3*) or a gene from the same NRL-MAF-family (*MAF-2*) is differentially expressed in PR1 and PR2^49^. These findings, taken together, show that PR1 and PR2 are molecularly similar to rods and cones, and that their differentiation is likely regulated by at least partially conserved transcriptional mechanisms.

### Conserved bipolar cell types between the lamprey and jawed species

We identified eight BC types (Fig. 3a). 

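The 11 clusters of the CHTF18 group held 34 to 346 cells, with median UMIs from 728.5 to 9804.5 per cell. For the 9 clusters with at least 5 cells in each library, each was compared with the mean of the others on 6778 genes. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1775 genes were higher in at least 1 cluster and 1200 lower in at least 1. With cells thinned to 1000 UMIs before summing, 453 genes were higher and 292 lower. LGI1 (MSTRG.3078) had 0 UMIs in cluster 4 and was at least 8.44-fold lower there (adjusted p = 1.83e-05), but without batch correction the matching cluster's log2 fold change was 0.061. The other 5 genes of largest fold were variable genes of the clustering. Cluster 10, of which 42 of 44 cells were from replicate 1, carried at least 3 raised markers of BC4 and is BC4-like. No other cluster reached that number for a type.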

BCs are typically categorized into ON and OFF subclasses based on expression of metabotropic and ionotropic glutamate receptors^50^. 

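Of the genes the paper uses to split bipolar cells, GRIK2 was found and GRM8.2, GRIK2-2 and TRPM3.1 were not analysed here. A UMI of GRIK2 (MSTRG.9718) was found in 53.5% of CHTF18 cells (exact Clopper-Pearson interval 50.7 to 56.3; median 2058 UMIs), from 17.6% in CHTF18 cluster 11 to 93.2% in cluster 2. It was found in 16.2% of HES1 cells (interval 14.1 to 18.4) at a larger median depth, and in 84.4% of GAD1 cells (interval 83.7 to 85.1). After thinning to 1000 UMIs per cell, the shares were 36.4%, 3.34% and 35.8%. Over the CHTF18 clusters the thinned shares of GRIK2 ran from 11.6% to 74.1%. Between CHTF18 clusters, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called GRIK2 higher than the mean of the others in clusters 4 (log2 fold change 1.90, standard error 0.21, adjusted p = 2.02e-08) and 6, and lower in clusters 5 (-2.47, standard error 0.31, adjusted p = 6.92e-07) and 9. In cluster 2 it did not differ (log2 fold change 0.044, adjusted p = 0.960), and the sign there changed under 7 alternatives. The counting could have split reads between GRIK2 and its paralog GRIK2-2.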

By studying the genes encoding these channels, we found that lamprey BCs can be similarly classified into ON types expressing the group III metabotropic glutamate receptor *GRM8.2,* and OFF types expressing the kainate receptor *GRIK2-2* or *GRIK2* (Fig. 3b, Supplementary Fig. 4a). Using OrthoFinder to compare protein sequences between lamprey and five jawed species (zebrafish, chicken, mouse, macaque, and human), we found that the lamprey *GRIK2* gene is an ortholog of *GRIK1* in jawed species, which is typically expressed in OFF BCs in these jawed species (Supplementary Fig. 4c, d)^33,51^. Moreover, lamprey ON BC types expressed *TRPM3.1*—a type of transient receptor potential cation channel, which could couple with *GRM8.2* in the lamprey (Fig. 3b, Supplementary Fig. 4a). Although *TRPM1* and *GRM6*, a classically coupled channel pair in mouse ON BCs, are not found in the lamprey genome, lamprey *TRPM3.1* and *GRM8.2* appear to be orthologous to mouse *TRPM1* and *GRM6* (Supplementary Fig. 4e, f). Thus, lamprey BC types can be molecularly classified into ON and OFF subclasses, distinguished by expressions of similar glutamate receptors. However, unlike mammalian BCs, lamprey ON BCs expressed *SLC17A6*, a glutamate transporter in mammals specific to retinal ganglion cells (Fig. 3b, c)^29,30,34,52,53^.

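SLC17A6 (MSTRG.5469) was found in 56.6% of CHTF18 cells (exact Clopper-Pearson interval 53.7 to 59.3), against 3.38% of HES1 cells (interval 2.43 to 4.58), or 44.5% and 0.440% after thinning to 1000 UMIs per cell. Its log2 fold change in the CHTF18 group against the mean of the other groups was 5.14 (standard error 0.11, adjusted p = 1.79e-14 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 549 and 660 CPM in replicates 1 and 2. That mean is of log2 levels, which groups with little SLC17A6 draw down. In CPM of both libraries pooled, the group had 622 against a mean of 178 over the other groups. The share of CHTF18 cells was 36.4% in replicate 1 and 86.3% in replicate 2, where median depths were 849 and 7689.5 UMIs. Over the CHTF18 clusters it ranged from 14.7% in cluster 11 to 100% in cluster 9, or from 16.2% to 58.7% after thinning. Cluster 11 and the HES1 group's cluster of all cells shared PYGL and ATP1B3.1 among their 10 genes of largest fold. The test called SLC17A6 lower than the mean in cluster 1 (log2 fold change -1.04, standard error 0.22, adjusted p = 0.00175) and higher in none. The highest log2 fold change, 0.61 in cluster 5 (adjusted p = 0.0083), was under the 2-fold limit. So were 0.54 and 0.59 in clusters 2 and 9 (adjusted p = 0.013 and 0.027), which had a raised marker of BC1 and of BC3. Outside the CHTF18 group, SLC17A6 was found in 91.6% of POU4F2 cells (interval 86.7 to 95.1; log2 fold change 5.53, standard error 0.11, adjusted p = 1.12e-13) and in 40.0% of RCVRN cells (interval 32.3 to 48.0). Its pooled level in the POU4F2 group was 785 CPM, against a mean of 155 CPM over the other groups. SLC17A6 was found in 2.51% of GAD1 cells (interval 2.21 to 2.84), and in at most 6.41% of the cells of any GAD1 cluster.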

**Fig. 3:**
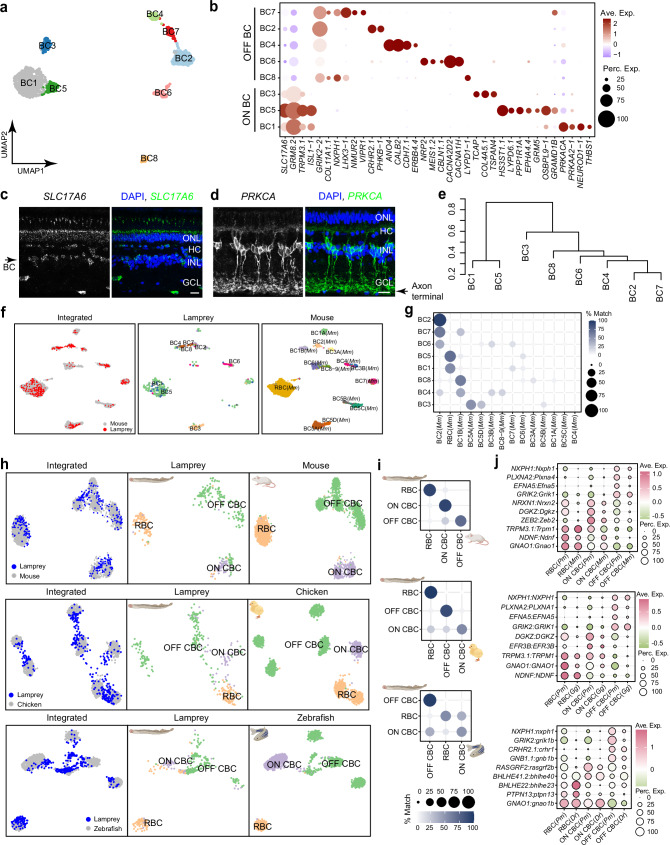
Classification of lamprey BC types and their comparison with jawed BC types. **a** UMAP visualization of eight BC clusters in the lamprey retina. **b** Dot plot showing expression patterns of markers specific to ON and OFF BC subgroups, as well as markers unique to individual BC types. Perc. Exp., percentage of expression; Ave. Exp., average expression. See source data. **c** FISH validation of *SLC17A6* (green) expression in multiple cell types in the lamprey, including BC (arrow). Nuclei stained with DAPI are in blue. Scale bar, 20 μm. Experiments were performed independently three times with similar results. **d** Immunostaining with anti-PRKCA antibody in the lamprey retina showing the morphology of protein kinase C expressing rod bipolar cells (RBCs), with axon terminals of RBCs indicated by an arrow. Scale bar, 20 μm. Experiments were performed independently three times with similar results. **e** Complete linkage agglomerative hierarchical clustering of BC types from correlation distance. The scale on the left indicates correlation distance. **f** Integration of lamprey and mouse BCs visualized with UMAP, with both integrated and species-specific clusters presented in separated UMAP plots. **g** Confusion matrix demonstrating the transcriptomic correspondence of BC types between lamprey and mouse. Mouse (*Mus musculus, Mm*) BCs were used as the training dataset, while lamprey BCs were used as the testing dataset. See Source Data. **h** UMAP visualizations of the integrated BC subclasses (RBC, ON CBC, and OFF CBC) between lamprey and each jawed species (mouse, chicken, and zebrafish), with integrated and species-specific clusters in separated plots. *Dr*, *Danio rerio*. *Pm*, *Petromyzon marinus*. **i** Confusion matrix demonstrating the transcriptomic correspondence of BC subclasses between lamprey and each jawed species. See Source Data. **j** Dot plots showing expression patterns of pairs of orthologous genes across conserved BC subclasses. See Source Data. Ave. Exp., average expression; Perc. Exp., percentage of expression.

Given that rods and cones are molecularly distinct in the lamprey retina, we explored the possibility of classifying BC types into rod BCs (RBCs) and cone BC types (CBCs)^33,54^. In mammals, protein kinase C alpha (*PrkCa*) and *Gramd1b* are markers for RBCs^30,33^. We found that *PRKACA* (an alias of *PRKCA*)^55^ is highly expressed in BC1, and *GRAMD1B* is highly expressed in BC5 and BC7. From the glutamate receptors expressed by these cells (Fig. 3b), we classified BC1 and BC5 as ON and BC7 as OFF. From hierarchical clustering and correlation-expression analysis, we observed that BC1 and BC5 are closely related and stand apart from the other types (Fig. 3e, Supplementary Fig. 4b). We suspect that both of these cells are ON RBCs. Unlike mammals, lamprey have a rod bipolar cell that is hyperpolarizing, which could be BC7^56^. Using anti-PRKCA antibody to stain the lamprey retina, we found that PRKCA-positive BCs resemble mouse RBCs morphologically. The cell bodies of these BCs press against the outer plexiform layer, while their axons innervate the innermost part of the inner plexiform layer (Fig. 3d). It is likely that these are the BC1 cells.

We next compared the transcriptomic profiles of lamprey BC types with those in mice, as their RBCs have been extensively studied^57–60^. We integrated mouse BCs with lamprey BCs with either canonical correlation analysis (CCA) or reciprocal PCA (RPCA)^61^. Interestingly, lamprey BC1 and BC5 integrate well with mouse RBCs in both methods (Fig. 3f, Supplementary Fig. 4g, h). The other ON BC, BC3, aligns with mouse ON cone bipolar cells (ON CBCs) BC5A and BC5D; while all lamprey OFF BC types integrate with mouse OFF cone bipolar cells (OFF CBCs) BC1B or BC2 (Fig. 3f). We further used transcriptomic mapping via XGBoost to correlate lamprey BC types to the 15 mouse BC types. BC1 and BC5 were consistently analogous to mouse RBCs, with the remainder of lamprey bipolar cells corresponding either to ON CBCs (BC5A or BC5D) or to OFF CBCs (BC1B or BC2) (Fig. 3g, Supplementary Fig. 4h).

Our discovery of RBCs in the lamprey indicates a Cambrian origin for this cell type. To confirm this finding, we expanded the comparison from mice to zebrafish and chicken^19,35^. We first integrated zebrafish and chicken BC types with mouse ones to verify the robustness of our cross-species comparison methods, considering the different levels of gene duplications in individual species (Supplementary Fig. 4c)^62^. Consistent with a reported study^35^, zebrafish RBC1 (c14) and RBC2 (c19) are transcriptomically related to mouse RBCs, with RBC1 showing the highest correspondence (Supplementary Fig. 5a–c). We also identified RBCs, ON CBCs, and OFF CBCs in chicken (Supplementary Fig. 5d–f). With the establishment of the three subclasses (RBCs, ON CBCs, and OFF CBCs) in each jawed species, we then integrated them with lamprey BCs. We found that RBCs, ON CBCs, and OFF CBCs from each jawed species consistently align with the corresponding lamprey subclasses, which is further supported by transcriptomic mapping results (Fig. 3h, i). Furthermore, we identified orthologs that serve as shared markers in each subclass between lamprey and each jawed species, with some of these marker genes being common across vertebrates. For example, *NXPH1* is a common OFF CBC gene across the four species (Fig. 3j). Despite the conservation, each species also acquired specific genes in these shared subclasses (Supplementary Fig. 5g–i). Thus, our results underscore that, akin to mammals and other jawed vertebrates, lamprey BC types are primarily divided into RBCs (which in lamprey can be either ON or OFF), ON CBCs, and OFF CBCs. It is particularly noteworthy that lamprey RBCs might comprise as many as three types^56^.

### Conserved horizontal cell types between the lamprey and jawed species

We identified four horizontal cell (HC) types in the lamprey retina (Fig. 4a). Nearly all sea lamprey HCs express the melanopsin-like gene *OPN4l.1* (Fig. 4b, c). The expression pattern is similar to that previously reported in the river lamprey (*Lethenteron camtschaticum*)^63^. Like chicken and macaque Type I and Type II HCs, lamprey HCs can be divided into two subclasses, each exclusively expressing either *ISL1* or *LHX1* (Fig. 4c)^19,30^. 

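LHX1, which the files list by that symbol, was found in 32.6% of BEGAIN cells (exact Clopper-Pearson interval 29.6 to 35.8; 25.5% and 36.1% in the replicates; median 7166 UMIs) and in 0.893% of GAD1 cells (interval 0.718 to 1.1), or 5.29% and 0.0903% after thinning to 1000 UMIs per cell. ISL1-1 and OPN4l.1 were not analysed here. The 8 BEGAIN clusters fell apart for LHX1. It was found in 79.6% of the 108 cells of cluster 4, 68.6% of the 194 of cluster 2, 50.0% of the 114 of cluster 3 and 33.3% of the 57 of cluster 7. In cluster 6 it was found in 1 of 91 cells. Clusters 1, 5 and 8 had 0 UMIs in 195, 101 and 47 cells, which allows up to 1.54%, 2.97% and 6.38% of their cells. Against the mean of the other clusters, LHX1 was higher in clusters 3 (log2 fold change 5.30, standard error 0.39, adjusted p = 2.03e-10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2 (4.88), 4 (4.47) and 7. These folds are against a mean of log2 levels, which the clusters with 0 UMIs draw down. In CPM, cluster 2 had 99.9 against a mean of 33.9 over the other clusters, and cluster 4 had 59.9 against 39.6. These comparisons of single clusters were added after the values were seen.

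A tree of the clusters' mean profiles split first into clusters 4 and 8, the deepest cells (median 29802 and 34218 UMIs), and the other 6. The same test passed 1624 genes as higher and 1709 as lower in the branch of 6, of 8872 tested. For LHX1 this test could decide nothing, since clusters with 0 UMIs of it lie in both branches. Its mean level over the clusters was 46.2 CPM in the branch of 6 and 29.9 CPM in the other. A tree made from CPM instead put clusters 6 and 8 together, and 1191 genes passed between its branches. Of the genes of largest fold between the first tree's branches, SLC6A5 (log2 fold change 3.52, standard error 1.09, adjusted p = 0.00647), EDEM1 (3.19, standard error 0.78, adjusted p = 0.000874) and STK36 (3.19, standard error 0.73, adjusted p = 0.000440) were higher in the branch of 6, and ENDOU (-3.73, standard error 0.46, adjusted p = 8.43e-08) and CALML4 (-3.69, standard error 0.31, adjusted p = 4.09e-11) were lower. Without the limits of Supplementary Table 3 the sign for ENDOU turned (log2 fold change 1.45).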

We further integrated data from lamprey HCs with chicken HCs^19^. In the chicken retina, there are five HC types: HC1/3 are classified as Type I HCs, while HC2/4/5 belong to Type II HCs. Our integrated data separate into two clusters: lamprey H1 and H4 align with chicken HC2/4/5, and lamprey H2 and H3 align with chicken H1/3 (Fig. 4d). Using transcriptomic mapping via XGBoost, we obtained a corresponding result mirroring the integrated pattern (Fig. 4e). Moreover, we identified conserved marker genes between lamprey HC1/4 and chicken HC2/4/5, as well as between lamprey HC2/3 and chicken HC1/3 (Fig. 4f). We conclude that the four HC types in the lamprey correspond to the Type I and Type II HCs found in chicken.

**Fig. 4:**
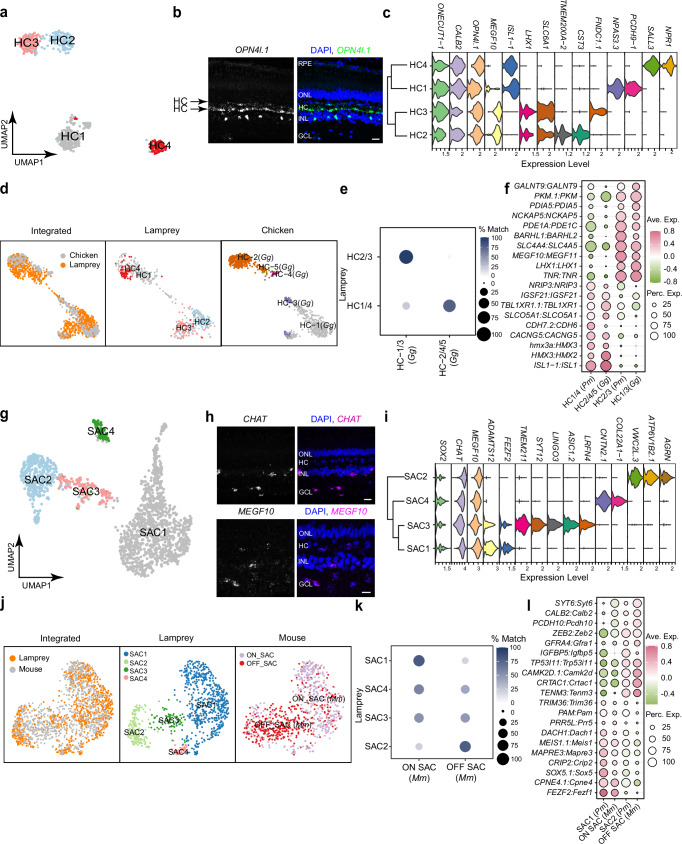
Classification of lamprey HC and SAC types and their comparison with chicken or mouse types. **a** UMAP visualization of four lamprey HC types. **b** FISH validation of the expression of the melanopsin-like gene, *OPN4l.1* (green in the merged image), in the lamprey retina. Arrows point to HC layers. Nuclei stained with DAPI are in blue. Scale bar, 20 μm. Experiments were performed independently three times with similar results. **c** Stacked violin plot showing expression patterns of common markers for all HC types and markers specific to individual HC types. The dendrogram on the left shows agglomerative hierarchical clustering of HC types. **d** Integration of lamprey and chicken HCs visualized with UMAP, with both integrated and species-specific clusters presented in separated UMAP plots. **e** Confusion matrix demonstrating transcriptomic correspondence of HC types between lamprey and chicken (*Gallus gallus, Gg*). Chicken HCs were used as the training dataset, while lamprey HCs were used as the testing dataset. See Source Data. **f** Dot plot showing expression patterns of conserved orthologous genes across corresponding HC types in lamprey and chicken (*Gg*). See Source Data. **g** UMAP visualization of four lamprey SAC types. **h** FISH validation of the expression of *CHAT* (upper panel, magenta in the merged image) and *MEGF10* (bottom panel, magenta in the merged image) in the lamprey retina. Nuclei stained with DAPI are in blue. Scale bar, 20 μm. Each experiment was performed independently three times with similar results. **i** Stacked violin plot showing markers common to all SAC types and markers specific to individual SAC types. The dendrogram on the left shows agglomerative hierarchical clustering of SAC types. **j** Integration of lamprey and mouse SACs visualized with UMAP, with both integrated and species-specific clusters presented in separated UMAP plots. **k** Confusion matrix demonstrating transcriptomic correspondence of SAC types between lamprey and mouse. Mouse (*Mm*) SACs were used as the training dataset, while lamprey SACs were used as the testing dataset. See Source Data. **l** Dot plot showing the expression patterns of conserved orthologous genes across corresponding SAC types in lamprey and mouse (*Mm*). See Source Data.

### Conserved starburst amacrine cell types between the lamprey and jawed species

Starburst amacrine cells (SACs) are cholinergic cells in the retina, which are essential components of retinal circuits detecting the direction of motion^64–66^. 

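The SLC5A7 group held 1487 of the 7472 cells of the SLC5A7 and SLC32A1 groups, or 19.9% (exact Clopper-Pearson interval 19.0 to 20.8). The share was 19.8% in replicate 1 and 20.0% in replicate 2 (SD 0.122, n = 2). Without the limits of Supplementary Table 3 it was 23.9%, and under the other ways of clustering it lay between 18.9% and 20.4%.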

SACs constitute ~22% of all the amacrine cells in the lamprey retina, a proportion much greater than the 5% in the mouse retina^67^. We identified four SAC clusters (Fig. 4g), all of which express canonical SAC markers, such as *SOX2*, *CHAT*, and *MEGF10* (Fig. 4h, i)^68,69^. 

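CHAT (MSTRG.5239) was found in 98.9% of SLC5A7 cells (exact Clopper-Pearson interval 98.3 to 99.4; median 7932 UMIs), in 91.8% to 100% of the cells of its 10 clusters, and in 14.6% of HES1 cells (interval 12.6 to 16.7; median 13032 UMIs). After thinning to 1000 UMIs per cell the shares were 94.6% and 2.73%. CHAT was also found in 29.9% of SLC32A1 cells (interval 28.8 to 31.1; 15.7% after thinning) and reached 97.7% in SLC32A1 cluster 10. Against the mean of the other groups, the SLC5A7 group's log2 fold change was 6.07 (standard error 0.21, adjusted p = 1.02e-11 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 3933 and 3751 CPM. A joint test over the 10 clusters called 3551 of 9447 genes different among them, and 1346 with cells thinned before summing. CHAT was among them (adjusted p = 4.92e-10), with a range of 1.16 in log2 over the clusters, and no cluster departed 2-fold from the mean of the others. ADAMTS12 ranged over 7.56 in log2 (adjusted p = 2.84e-26), higher in 6 clusters and lower in 3, and its share ran from 2.90% of the cells of cluster 8 to 82.4% of those of cluster 1. It was found in 1.57% of SLC32A1 cells (interval 1.27 to 1.92; median 4883 UMIs). SOX2, MEGF10 and FEZF2 were not analysed here. Of the genes of largest fold, VASN had 14 UMIs in cluster 10 against 3 in the other clusters, a ratio of 254 in CPM of the pooled cells (exact conditional interval 71.0 to 1381; adjusted p = 2.25e-07). The replicates differed in its level there, with 10 UMIs (205 CPM) in replicate 1 and 4 UMIs (24.4 CPM) in replicate 2. SLC6A9 and PPP4R2 had 0 UMIs in cluster 10 and were at least 5.93-fold and 2.64-fold lower there (adjusted p = 0.00212 and 0.00807).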

Interestingly, SAC1 and SAC3 were found to express *FEZF2* (Fig. 4i), a gene from the same family as *Fezf1*, which in the mouse retina determines the fate of ON SACs^32^. These findings suggest that SAC types in lamprey might also be classified into ON and OFF subgroups. In fact, when integrating data from lamprey SACs with mouse ones, we observed that lamprey SAC1 and SAC4 aligned more closely with mouse ON SACs, while SAC2 and SAC3 were more closely aligned with mouse OFF SACs (Fig. 4j). Through transcriptomic mapping via XGBoost, we determined that among all the SAC types, SAC1 and SAC2 most closely correspond to mouse ON SACs and OFF SACs, respectively (Fig. 4k). Moreover, they shared multiple conserved markers with mouse ON or OFF SACs (Fig. 4l). Therefore, our results indicate that lamprey SACs include both ON and OFF types, and that their fates may be determined at least in part by members of the *FEZ* gene family.

### The evolutionary diversification of AC types

The remarkable conservation across PR, BC, HC, and SAC types in the lamprey hints at a foundational program that is at the core of the structure of all vertebrate retinas. Our exploration now broadens to include the other two cell classes–ACs and RGCs, which across jawed vertebrates display the most heterogeneity among cell classes^19,21,30,34^. We found that the lamprey AC and RGC classes also contain the most heterogeneous cell types compared to other classes. 

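The GAD1 and SLC32A1 groups gave the most clusters at resolution 0.8 (33 and 16) and at 0.4 (28 and 13). At resolution 2 the GAD1 group gave 48, but the POU4F2 and RCVRN groups, with 31 and 27, gave more than the SLC32A1 group with 25, and with the highest Scrublet scores removed the CHTF18 group gave 15 and the SLC32A1 group 14. The GAD1 and SLC32A1 groups also hold the most cells, and a larger group can be divided further. By the correlations between cluster profiles, the least alike clusters were those of the RCVRN group (mean 0.824) and the BEGAIN group (0.833), ahead of the GAD1 group. The SLC32A1 group had a mean of 0.896 and the POU4F2 group of 0.930. Cell depth may enter these means. They were not corrected for it, and its part in them was not tested.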

We related AC and RGC types from the lamprey to those in mouse, chicken, and zebrafish to understand the diversification paths of these two classes between jawless and jawed lineages. As zebrafish AC types have not yet been well characterized, we excluded them from the comparison.

In addition to four SAC types, we identified 11 non-SAC AC types in the lamprey retina (Fig. 1f, Supplementary Fig. 6a). 

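The 16 clusters of the SLC32A1 group were each compared with the mean of the others on 11402 genes. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3078 genes were higher in at least 1 cluster and 2254 lower in at least 1. No alternative moved the first count beyond 2054 (thinning before summing) and 4139 (no filter on low counts). The second count was 952 with thinning and 2398 without the filter. Cluster 8, with at least 3 raised markers of AC7, is AC7-like, and the others reached that number for no type. FHIT had 0 UMIs in cluster 16 and was at least 2.71-fold lower there (adjusted p = 0.0127), but without the limits of Supplementary Table 3 the matching cluster's log2 fold change was 0.19. Of the 6 genes of largest fold, 4 were variable genes of the clustering.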

Unlike jawed species (e.g. chicken, mouse) where most ACs can be classified as exclusively GABAergic or glycinergic based on transporter expression, lamprey ACs show a more complex pattern, with most lamprey ACs expressing both GABA (*SLC6A11)* and glycine (*SLC6A9*) transporters, suggesting a dual role (Supplementary Fig. 6b)^70^. AC8 is uniquely glycinergic with the expression of only the glycine transporter *SLC6A5* (*GLYT2*). 

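SLC32A1 cluster 11 (249 cells, median 4269 UMIs) had the highest shares of ESRRB and CDH23, markers of AC8, but 3 markers were needed for the name. It had SLC6A5 (MSTRG.11883) in 87.6% of its cells (exact Clopper-Pearson interval 82.8 to 91.4; 84.2% and 89.0% in the replicates) and SLC6A9 (MSTRG.7418) in 4.82% (interval 2.51 to 8.27; 5.26% and 4.62%). In GAD1 cells (median 8272 UMIs), SLC6A9 was found in 9.70% (interval 9.13 to 10.3). After thinning to 1000 UMIs per cell, SLC6A5 was found in 47.4% of cluster 11, and SLC6A9 in 0.402% of cluster 11 and 1.61% of GAD1 cells. Against the mean of the other SLC32A1 clusters, the log2 fold change of SLC6A5 was 2.49 (standard error 0.14, adjusted p = 5.69e-17 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and that of SLC6A9 was -4.75 (standard error 0.23, adjusted p = 2.23e-18). In CPM, SLC6A5 had 663 in cluster 11 against a mean of 271 over the other clusters, and SLC6A9 had 13.6 against 398.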

AC1, AC6, AC7, AC9, AC10, and AC11 also express *SLC6A5* (*GLYT2*) (Supplementary Fig. 6b). These findings indicate that lamprey AC types can be distinguished by their variable glycine-transporter expressions and cannot be strictly categorized into GABAergic or glycinergic subclasses, with many cell types apparently utilizing both neurotransmitters.

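In the whole SLC32A1 group, SLC6A9 was found in 64.9% of cells (exact Clopper-Pearson interval 63.7 to 66.1) and SLC6A5 in 42.3% (interval 41.1 to 43.6), or 26.1% and 17.9% after thinning to 1000 UMIs per cell. GAD1 cells had SLC6A5 in 8.98% (interval 8.43 to 9.56), and after thinning in 1.73%, with SLC6A9 in 1.61%. The log2 fold changes of the SLC32A1 group against the mean of the other groups were 4.31 for SLC6A9 (standard error 0.15, adjusted p = 4.37e-11 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.18 for SLC6A5 (standard error 0.15, adjusted p = 5.91e-11). Over the 16 clusters, SLC6A9 was found in at least 50% of cells in 14 and under 10% in 1, cluster 11. SLC6A5 was found in at least 30% of cells in 11 clusters, up to 93.7% in cluster 13, and in under 10% in 5, down to 1.91% in cluster 10. The test called SLC6A5 higher than the mean of the other clusters in 8 clusters and lower in 5, and SLC6A9 higher in 2 and lower in cluster 11. Among the groups, the SLC5A7 group was the only other one with SLC6A9 and SLC6A5 called higher. SLC6A11 was not analysed here. From the transporters' pattern over types (Supplementary Fig. 6b), the paper concludes that lamprey amacrine cells do not divide strictly by transmitter.

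**Figure D3:**
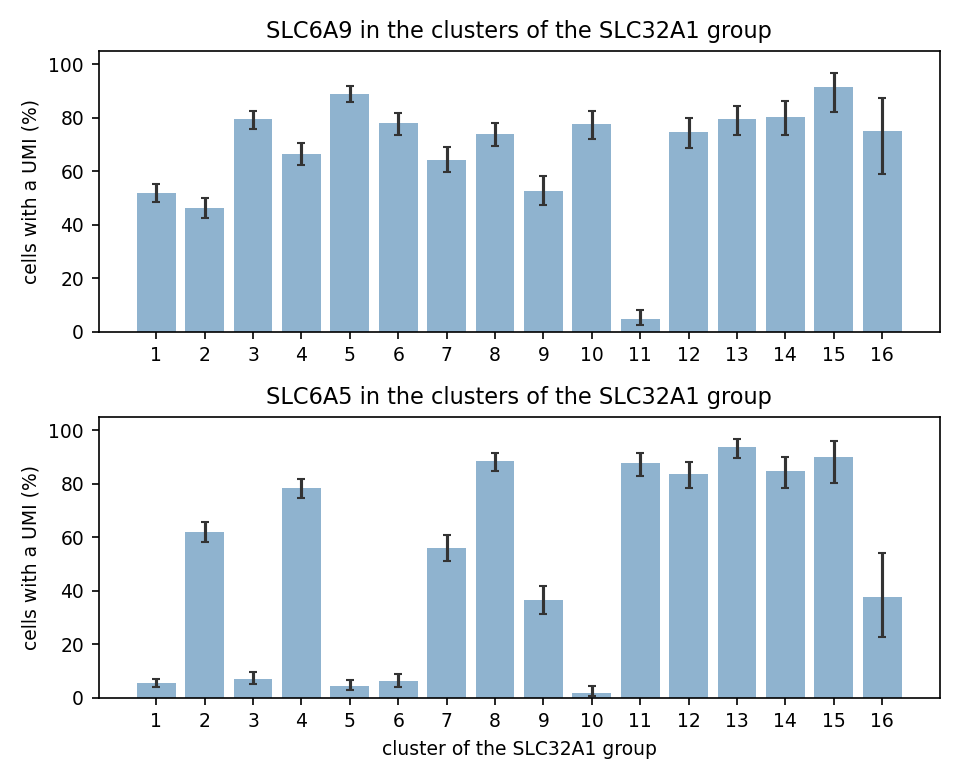
Percent of cells with a UMI (y axis) of SLC6A9 (top) and SLC6A5 (bottom) in the 16 clusters of the SLC32A1 group (x axis), as bars with 95% Clopper-Pearson intervals. Cluster 11 has the lowest share of SLC6A9, and the share of SLC6A5 is under 10% in 5 clusters.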

We were surprised to discover that the number of AC types in the lamprey retina was less than one-quarter of AC types in chicken or mouse retina^19,34^, indicating that lamprey ACs are less diversified compared to existing jawed species. When we compared lamprey ACs to mouse or chicken AC types, either through integration or transcriptomic mapping via XGBoost, we observed a consistent pattern: multiple mouse or chicken AC types corresponded to a single lamprey type with over 50% matching percentage (Fig. 5a-d). This correspondence suggests that AC types share similar origins between jawless and jawed lineages, but that these types may have further diversified into multiple sister types in jawed species. We also found shared orthologs in top matched types between the lamprey and mouse or chicken (Fig. 5e, f). Notably, the AII amacrine cell in the mouse retina (AC3) corresponds to lamprey AC8 with the highest confidence, sharing common markers including *CAR2* (also known as *CA2*) and *TNR* (Fig. 5c, e). However, the gap junction gene *GJD2* generally has low expression in lamprey ACs, and it is not expressed by AC8 but rather by AC5 (Supplementary Fig. 6a, c). We detected very little expression of any other lamprey gap junctional protein in AC8 (Supplementary Fig. 6c). These findings suggest that an AII-like AC might have already been present in jawless progenitors, but that these cells might not have had the same function or connectivity as in mammals. 

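GJA3 was the one gap junction gene with a name. It was found in 37 of 5985 SLC32A1 cells (0.618%, exact Clopper-Pearson interval 0.436 to 0.851), of which 31 lay in SLC32A1 cluster 13 (13.9% of its 223 cells, interval 9.64 to 19.1; median 7325 UMIs). In cluster 11, 1 of 249 cells had it (0.402%, interval 0.0102 to 2.22), and in GAD1 cells 11 of 9965 (0.110%, interval 0.0551 to 0.197). After thinning to 1000 UMIs per cell, 1.79% of cluster 13 had it. Cluster 13 had 15 UMIs in replicate 1 and 32 in replicate 2, against 7 in the other SLC32A1 clusters together, a log2 fold change of 6.99 (standard error 0.56, adjusted p = 3.26e-10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CA2, TNR and GJD2 were not analysed here.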

AC10 and AC11 in lamprey do not correspond to any types in mice, and AC11 also lacks corresponding types in chicken (Fig. 5c, d). AC11 may have evolved separately in lamprey or disappeared during the evolution of jawed vertebrates.

**Fig. 5:**
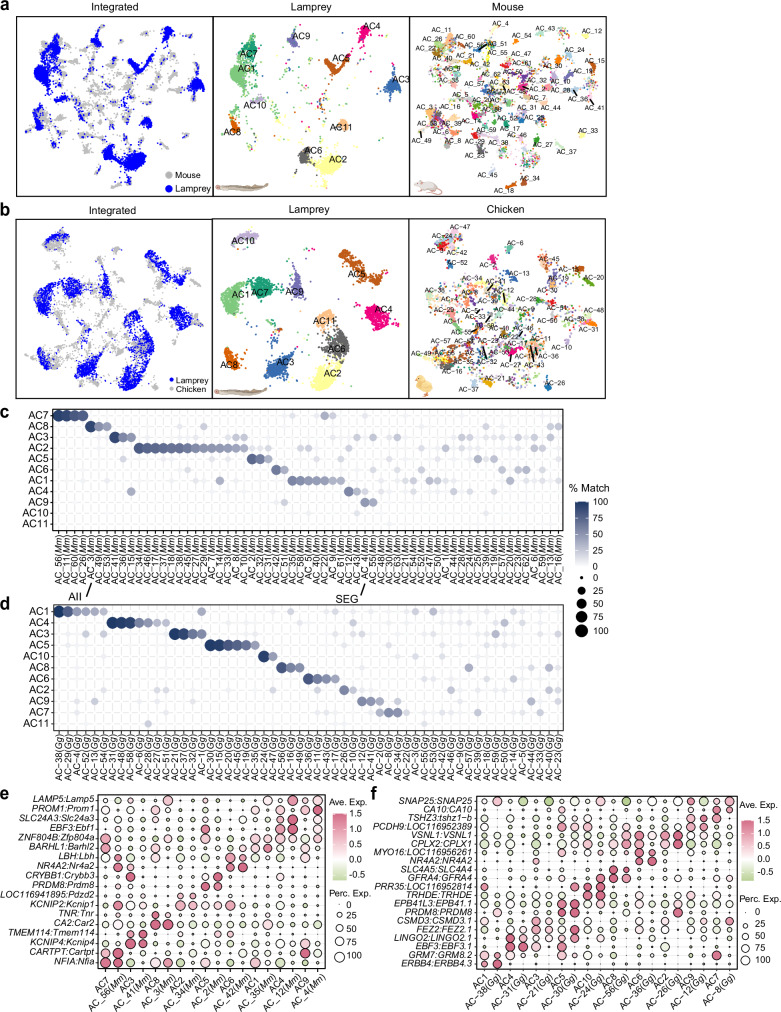
Classification of lamprey AC types and their comparison with jawed AC types. **a** Integration of lamprey and mouse ACs visualized with UMAP, with both integrated and species-specific clusters presented in separated UMAP plots. **b** Integration of lamprey and chicken ACs visualized with UMAP, with both integrated and species-specific clusters presented in separated UMAP plots. **c** Confusion matrix demonstrating transcriptomic correspondence of AC types between lamprey and mouse. Lamprey ACs were used as the training dataset, while mouse ACs were used as the testing dataset. Mouse AII AC and SEG AC are indicated based on Ref ^34^. SEG ACs are glycinergic ACs, which are positive for Satb2, Ebf3, and GlyT1 (Ref. ^68^). See Source Data. **d** Confusion matrix demonstrating transcriptomic correspondence of AC types between lamprey and chicken. Lamprey ACs were used as the training dataset, while chicken ACs were used as the testing dataset. See Source Data. **e** Dot plot showing expression patterns of conserved orthologous genes across corresponding AC types between lamprey and mouse. *CA2*, also known as *CAR2*. See Source Data. **f** Dot plot showing expression patterns of conserved orthologs across corresponding AC types between lamprey and chicken. See Source Data.

### The evolutionary diversification of RGC types

We identified 41 RGC types in the lamprey, a number similar to what has been reported in the chicken or mouse retina (Supplementary Fig. 7)^19,52,71^. 

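Each of the 36 clusters of the GAD1 and POU4F2 groups was compared with the mean of the others on 12179 genes. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5542 genes were higher in at least 1 cluster and 3949 lower in at least 1. The first count was 2954 with cells thinned before summing and 8740 without a filter on low counts. The second was 1293 with thinning and 3981 without the filter. All 6 genes of largest fold were variable genes of the clustering. The number of clusters was 29 at resolution 0.4 and 79 at resolution 2.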

Based on hierarchical clustering and the expression of shared marker genes, these 41 RGC types could be divided into seven subgroups: 1) *SEMA3A.1* and *LRFN4* positive RGCs, 2) *FOXP1* and *PRDM13* positive RGCs, 3) *TMEM121* positive RGCs, 4) *PIEZO2.1* and *PENK* positive RGCs, 5) *VAT1* and *TAFA2.1* positive RGCs, 6) *OSBPL5* and *PDE11A* positive RGCs, and 7) *NOS1* and *NR4A2* positive RGCs (Supplementary Fig. 7). 

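Of the genes of the 7 subgroups, TMEM121, PRDM13 (MSTRG.11350), PDE11A and NR4A2 (MSTRG.1426) were found, and the others were not analysed here. TMEM121 was found in 90.4% of the cells of GAD1 cluster 1 (exact Clopper-Pearson interval 88.1 to 92.4; 33.8% after thinning to 1000 UMIs per cell; median 9291 UMIs), with a median over the 33 GAD1 clusters of 10.2%. PRDM13 was highest in cluster 4 (80.6%, interval 77.0 to 83.8; 31.6% after thinning; median 5274 UMIs), PDE11A in cluster 18 (65.5%, interval 58.8 to 71.7; 25.0% after thinning; median 4297.5 UMIs) and NR4A2 in cluster 29 (85.0%, interval 78.3 to 90.2; 21.6% after thinning; median 8167 UMIs), although after thinning NR4A2 was highest in cluster 24 (27.5%; 77.2% before, interval 70.2 to 83.3; median 7163 UMIs). Their medians over the clusters were 5.78%, 1.57% and 3.81%. SLC5A7 cells, at a median depth of 7932 UMIs, had TMEM121 in 3.16% (interval 2.33 to 4.18), PRDM13 in 3.77% (interval 2.86 to 4.86), PDE11A in 5.72% (interval 4.59 to 7.02) and NR4A2 in 1.82% (interval 1.2 to 2.63), or 0.740%, 0.874%, 1.08% and 0.135% after thinning. PRDM13 was also found in 51.9% of SLC32A1 cells (interval 50.7 to 53.2). NR4A2 was found in 15.1% of SLC32A1 cells and 12.7% of all GAD1 cells, or 3.66% and 2.71% after thinning.

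Against the mean of the other clusters, the log2 fold changes were 4.33 for TMEM121 in cluster 1 (standard error 0.11, adjusted p = 3.73e-35 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 4.54 for PRDM13 in cluster 4 (standard error 0.13, adjusted p = 1.92e-33), 6.53 for PDE11A in cluster 18 (standard error 0.30, adjusted p = 2.59e-22) and, for NR4A2, 4.94 in cluster 24 (standard error 0.18, adjusted p = 6.12e-27) and 4.87 in cluster 29 (standard error 0.19, adjusted p = 7.60e-26). In CPM, these clusters had 453 against a mean of 46.8 over the others (TMEM121), 416 against 51.5 (PRDM13), 327 against 17.4 (PDE11A) and, in cluster 29, 287 against 39.4 (NR4A2). Over the 36 clusters, the test called TMEM121 higher in 11 and lower in 12, PRDM13 higher in 8 and lower in 11, PDE11A higher in 6 and NR4A2 higher in 10. The mean tested is of log2 levels, so a call can fall on a cluster under the mean in CPM. POU4F2 cluster 2 was among the 10 for NR4A2, with at most 24.8 CPM. The joint calls below share this limit. NR4A2 was called higher together with PDE11A in GAD1 clusters 19 and 28, with TMEM121 in clusters 20, 23 and 29 and with PRDM13 in clusters 6, 24 and 29, and TMEM121 together with PRDM13 in clusters 8, 12 and 29. PDE11A shared no such cluster with TMEM121 or PRDM13. The paper divides its types by such shared markers and by its tree into 7 subgroups.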

We also identified two intrinsically photosensitive retinal ganglion cells (ipRGCs), RGC5 and RGC13, with the highest expression of the melanopsin-like gene *OPN4l.1* (Supplementary Fig. 7)^63^.

Morphological studies of lamprey RGCs have previously revealed two distinct subclasses, with 40% of RGCs located at the ganglion cell layer, and the remaining 60% located at the inner nuclear layer^72,73^. The distinct somatic position and axonal efferent routes of RGCs in lamprey suggest significant divergence between jawless and jawed RGCs (Fig. 1b). To understand the homologous relationship between lamprey RGCs and those in mouse, chicken, and zebrafish^19,52,74^, we used transcriptomic integration and mapping methods. By comparing two integration methods–CCA and RPCA, we found that RPCA consistently yielded a higher number of corresponding cell types between lamprey and each jawed species with a lower entropy value in the confusion matrix derived by transcriptomic mapping via XGBoost (Fig. 6a, b, Supplementary Fig. 8). Thus, using RPCA integration, we identified 24 lamprey types that correspond to mouse, zebrafish, or chicken types (Fig. 6b, c). Among these, 11 types uniquely corresponded to mouse, three types to zebrafish, two types to chicken, and eight types shared among two or all three jawed species (Fig. 6c). These corresponding cell types shared multiple conserved markers (Supplementary Fig. 9). Of note, we found lamprey RGC5 and RGC13 both matched with mouse M1 ipRGCs (33_M1 and 40_M1dup)^75,76^, confirming the conserved origin of ipRGCs between jawless and jawed lineages. Moreover, among the best matching types, we found that there are lamprey ganglion-cell types that correspond to W3 types (W3B and W3D), ON-OFF direction-selective ganglion cells (ooDSGCs), Tbr1-RGC, and F-RGC types (F-midiOFF and F-miniOFF) in mouse (Fig. 6b, c)^53,77–80^. From the known functions of their counterparts in the mouse retina, many of these conserved RGC types may encode retinal motion to direct eye movements^80^.

**Fig. 6:**
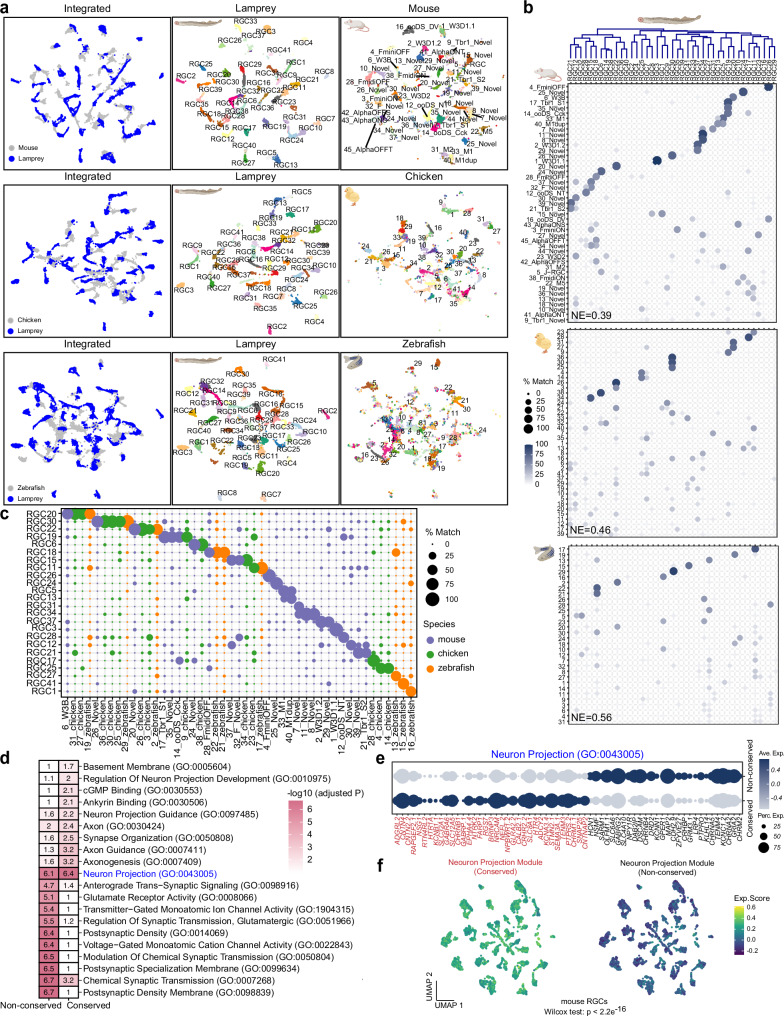
Comparative analysis between lamprey and jawed RGC types. **a** Integration of lamprey RGCs with those of mouse, chicken and zebrafish visualized with UMAP, with both integrated and species-specific clusters presented in separated UMAP plots. **b** Confusion matrix demonstrating transcriptomic correspondence of RGC types in mouse, chicken, or zebrafish to lamprey RGC types. Lamprey RGCs were used as the training dataset, while RGCs from jawed species were used as testing datasets. Mouse RGC types follow the nomenclature in Ref. ^52^. NE, normalized entropy, was calculated for each confusion matrix. See Source Data. **c** Dot plot summarizing the matched RGC types between lamprey and the jawed species of mouse, chicken, and zebrafish. See Source Data. **d** Enriched GO terms in conserved and non-conserved groups of lamprey RGCs. Hypergeometric tests are used. P-values adjusted by the false discovery rate are shown. **e** Distinct gene expression patterns in the GO term: Neuron Projection between the conserved and non-conserved groups. See Source Data. **f** Mouse RGCs showed a significantly higher expression score when using the module genes from the conserved group compared to module genes from the non-conserved group. A one-sided Wilcoxon rank-sum test was used. See Source Data.

There were, however, 17 lamprey RGC types that lacked reliable matches with any jawed species (match percentage <50%). To investigate distinguishing features of these 17 types, we categorized them as the “non-conserved” group and the remaining 24 types as the “conserved” group. Differentially expressed genes (DEGs) enriched in these two groups are primarily associated with distinct biological pathways, except for genes involved in the Gene Ontology (GO) term: Neuron projection (Fig. 6d)^81,82^. Genes assigned to this term are broadly involved in axonal and dendritic targeting. We found that different gene sets within this GO term are enriched in the two groups, suggesting distinct targeting patterns (Fig. 6e). Interestingly, the gene set enriched in the conserved group showed a significantly higher expression score in mouse RGCs compared to the gene set in the non-conserved group (Fig. 6f). This finding implies that lamprey-specific RGC types might display divergent axonal and dendritic targeting patterns compared to conserved RGC types, which may more closely resemble those of jawed species.

Altogether, these results indicate that the level of diversification of RGCs in the lamprey is similar to that in jawed species; however, over 40% of lamprey RGC types do not share a common origin with jawed species, suggesting extensive separate evolution in visual processing at the level of the ganglion cell.

### Ancient origin of genetic regulators in differentiating retinal cell classes

The sharing of retinal cell classes across significant phylogenetic distances suggests that gene regulatory programs specifying these classes are also ancient, already emerging in vertebrate ancestors. To explore these ancient genetic regulators, we applied network-based regulon inference and protein activity analysis to compare the activities of essential regulators between the lamprey and three jawed species: chicken, mouse, and macaque (Supplementary Table 1)^19,30,34^. These regulators comprise transcription factors (TFs) and coTFs that drive the expression of cascades of downstream genes to specify the fate of cell classes^83,84^. Essential regulators also include signaling molecules and membrane proteins that influence molecular and physiological features of cell classes^5,85,86^.

We used the Algorithm for the Reconstruction of Accurate Cellular Networks implemented with an Adaptive Partitioning strategy (ARACNe-AP) to infer the regulatory networks of candidate regulators^87^. We then developed Regulon Structure-based Activity inference (ROSA) to calculate their protein activities and infer essential regulators (Fig. 7a, see “Methods”)^88^. Through this analytical framework, we identified all potential regulators in lamprey, chicken, mouse, and macaque datasets^19,30,34^. Based on the activities of these regulators, cells from each species were grouped into clusters, each corresponding to one of the six cell classes (Fig. 7b). We further identified highly active regulators specific to each cell class in each species (Supplementary Fig. 10). Many of these regulators, such as *ONECUT1*, *ONECUT2, VSX2*, and *SOX9*, have been shown to play a crucial role in the differentiation of retinal cell classes (Supplementary Fig. 10)^54,89–91^. These results demonstrated the precision of protein activity inference and confirmed the specificity of essential regulators for individual cell classes in these examined species.

**Fig. 7:**
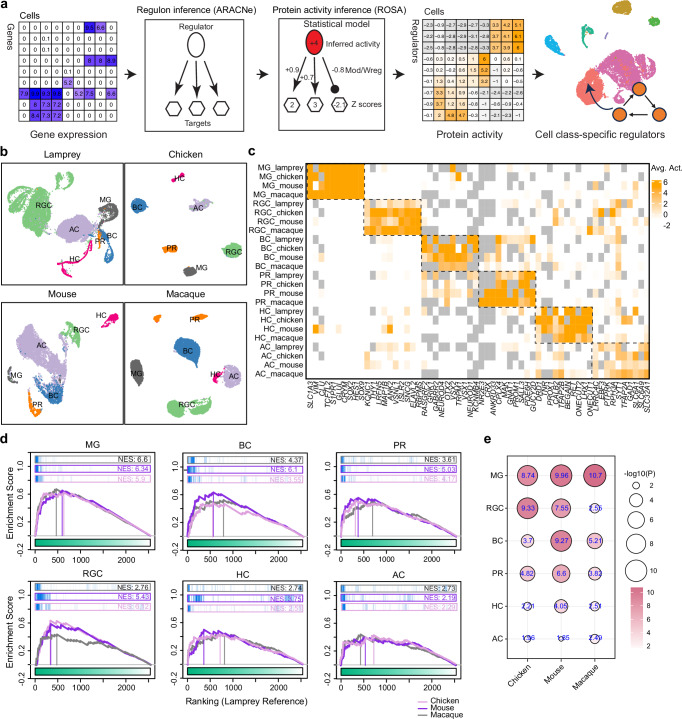
Identification and comparison of protein activities of class-specific master regulators between lamprey and three jawed species. **a** Analysis framework for network-based master regulator and protein activity inference. First, the gene regulatory network was reverse-engineered from the gene expression profile with ARACNe-AP. ROSA was then used to infer protein activity based on the regulon structure and gene expression status of the targets. Dimension-reduction analysis was conducted, and essential regulators, including TF, coTF, and surface/signaling proteins, were inferred from protein activity. See Methods. **b** Cells from lamprey, chicken, mouse, and macaque were clustered based on protein activities of master regulators and visualized with UMAP. Six cell classes, defined by the scRNA-seq analysis, were also separated in the UMAP. **c** Heatmap showing the protein activities of class-specific master regulators shared among lamprey, chicken, mouse, and macaque. **d** GSEA plots showing comparisons of top active regulators between lamprey and each of the three jawed species in individual cell classes. Inferred top 50 regulators in each jawed species are used as the query gene set. The ranked cell-class signatures in the lamprey are used. Normalized Enrichment Score (NES) is calculated for each comparison. A higher NES indicates a higher degree of conservation. See Source Data. **e** Dot plot showing statistical p-values for each comparison between the lamprey and each jawed species in individual cell classes. The p-values were calculated based on a null model by permuting the samples uniformly at random 100,000 times. Two-sided tests were used. A higher -log_10_(p values) indicates a higher degree of significant conservation. All p values are smaller than 0.05 (-log_10_0.05 = 1.3). See Source Data.

We next compared active regulators present in individual cell classes between lamprey and each jawed species, assessing their levels of conserved usage between the two lineages. We first ranked these regulators based on their specificities in lamprey cell classes. We found that many essential regulators are also top active regulators in the corresponding cell classes in jawed species (Supplementary Fig. 11). Moreover, we identified multiple common regulators shared across these vertebrates (Fig. 7c). These regulators likely represent some of the most ancient genetic programs, possibly defining original cell classes in our vertebrate ancestors. We then inferred the level of conservation of cell classes between the lamprey and each jawed species by assessing the usage of conserved factors. Our criteria were based on the extent to which a similar set of essential regulators is shared with a similar usage between the lamprey and any jawed species. We used gene set enrichment analysis (GSEA) for this purpose and selected the top 50 regulators specific to each cell class in a jawed species as a gene set of interest. We calculated normalized enrichment scores (NES) and statistical p-values of this gene set referred to the lamprey cell-class signature (Fig. 7d) (see “Methods”). A higher enrichment score indicates a higher level of conservation, signifying that a similar set of essential regulators is shared between the two species. Our results showed that all cell classes demonstrated significant conservation, as highlighted by their p-values, with MG displaying the highest conservation and ACs the lowest (Fig. 7e). The relative lack of conservation of genetic regulators in ACs indicated considerable diversification between jawless and jawed lineages.

## Discussion

Considerable effort has recently been given to understanding the genetic characterization of different cell types in the nervous system. Our study compared neuronal cell types between cyclostomes and other vertebrates, groups that diverged from one another in the late Cambrian over 500 million years ago^92^. We have shown that certain retinal cell types were clearly established in vertebrate progenitors at the time of the separation of cyclostomes, including rod and cone photoreceptors and certain retinal interneurons (such as starburst amacrine cells). Mechanisms of developmental regulation also appear to have emerged very early in the evolution of the retina.

A previously underestimated aspect of the lamprey retina is its rich variety of cell types, challenging the traditional understanding that early vertebrates possessed simpler nervous systems. We identified 74 different cell types, a number comparable to that in primates^30,93^. The molecular characteristics of these cell types and their parallels to jawed species highlight an impressive correspondence between lamprey and other vertebrates. There were, however, also some important differences. Lamprey retina has fewer amacrine cell types than mammals, and our results suggest that single types of lamprey amacrine cells are related to several types in mammals. Moreover, we found much less correspondence of ganglion cell types between lamprey and mammals than for the other cell classes. Our study has shown that retinal types during evolution were in some cases remarkably stable but in other cases underwent considerable divergence, probably reflecting the different behavioral and environmental constraints imposed on different species. Our work suggests that evolution proceeded opportunistically, preserving cells and circuits that maintained their usefulness, losing other cells and circuits that were no longer relevant, and inventing new mechanisms as these became adaptive.

### The origin of rod bipolar cells

Our work provides insights into the origin of the rod pathway^94,95^. A duplex retina denotes a retina consisting of rods and cones, which together mediate scotopic and photopic vision^38,39^. In the mammalian retina, a designated rod pathway emerged for transducing rod signals^96^. In this pathway, rods primarily contact a single type of rod bipolar cell (RBC). RBCs do not synapse directly with RGCs but instead terminate on a unique AC type, the AII AC^97^. Such an adaptation is believed to enhance vision in low-light conditions by allowing rod signals to be filtered and pooled when few rods absorb photons, and by then integrating these signals into cone pathways^98^. The AII ACs form gap junctions and inhibitory synapses with ON and OFF CBCs, which in turn connect to RGCs^57,99^. This indirect mechanism of rod signaling was once thought to be exclusive to mammals, but recent molecular and connectivity characterizations of the rod pathway in zebrafish have indicated that at least some lower vertebrates may also process rod signals in this fashion^35^.

Our findings suggest that some mechanisms of rod signaling may have originated before the split of cyclostomes from other vertebrate ancestors. We have shown that rods are transcriptomically different from cones and that they use distinct phototransduction gene sets (Fig. 2a, b). Our research has also identified RBCs in the lamprey retina (Fig. 3). Lamprey RBCs express the marker genes *PRKCA/PRKACA* and *GRAMD1B* and bear a morphological resemblance to mammalian RBCs (Fig. 3b, d). Interestingly, transcriptomic mapping via XGBoost indicates that there are two ON RBC types in the lamprey closely correlated to RBCs found in zebrafish, chicken and mouse (Fig. 3f–i)^35^. Lastly, a critical component of the mammalian rod pathway, the AII-AC, is closely aligned to lamprey AC8 (Fig. 5c), though the AC8 cells do not express gap junction genes (Supplementary Fig. 6c).

These findings suggest that lamprey have a more primitive pathway for rod signaling, instead of or in addition to the AII-amacrine pathway now utilized by mammals. Rods appeared during vertebrate evolution after cones^100^ and may have initially utilized bipolar cells of both ON and OFF types similar to ON and OFF cone bipolar cells, directly contacting ganglion cells. It is significant in this regard that lamprey has been shown to have a purely rod bipolar cell which is OFF or hyperpolarizing^56^. Our observations also indicate that there is an OFF-BC type, BC7, which expresses the RBC marker *GRAMD1B* and may be the OFF RBC previously identified^56^. Moreover, OFF RBCs have been detected in the retinas of dogfish and amphibians^101–104^. These findings suggest that ON and OFF rod bipolar cells were present in lamprey progenitors before the split of cyclostomes from other vertebrate lineages. OFF RBCs may then have slowly disappeared in some lineages during evolution, as this earlier direct bipolar-to-ganglion cell pathway was replaced by the AII pathway now found in mammals and some other vertebrate species^95^. Future investigation into the morphology, physiology, and connectivity of lamprey bipolar and amacrine cells will be crucial for exploring these hypotheses and determining how rod pathways in lamprey resemble or differ from those in other vertebrates.

### ON and OFF pathways

Another notable feature of the lamprey retina is the presence of ON and OFF pathways, which discern the increment and decrement of light. The distinction between ON and OFF begins at synaptic connections between photoreceptors and bipolar cells in the outer plexiform layer (Fig. 1b), where BCs can be categorized into ON and OFF subclasses^105^. This functional differentiation is due to opposing responses to glutamate. In the dark, glutamate released by PRs depolarizes OFF BCs by activating their ionotropic glutamate receptors^50^. In contrast, photoreceptors hyperpolarize ON BCs via metabotropic glutamate receptors, which close non-selective cation channels now known to be transient-receptor-potential melastatin (TRPM) channels^106^. In mouse retina, OFF BCs can express the kainate receptor *Grik1*, while ON BCs typically express *Grm6* and *Trpm1*^107^. A previous study using physiological recordings demonstrated the presence of ON and OFF BC types in the lamprey^108^. This study showed that the light responses of ON BC are sensitive to AP4, suggesting that lamprey ON BCs express group III metabotropic glutamate receptors. Our results align with this functional result and have further revealed that lamprey ON BCs express *GRM8.2* (Fig. 3b, Supplementary Fig. 4a). Furthermore, it seems that *GRM8.2* associates with *TRPM3.1* in lamprey ON BCs (Fig. 3b, Supplementary Fig. 4a). Notably, *GRM8.2* and *TRPM3.1* are the orthologous genes of *Grm6* and *Trpm1* expressed by bipolar cells in jawed species (Supplementary Fig. 4e, f, Supplementary Data 2). Additionally, lamprey OFF BCs express *GRIK2*, an ortholog of the OFF BC gene *Girk1* in jawed species (Supplementary Fig. 4d). Thus, our results have confirmed that BCs in the lamprey retina differentiate into ON and OFF subclasses and have also identified the conserved usage of glutamate receptor genes in ON and OFF pathways.

An ON/OFF distinction extends into the inner plexiform layer (IPL) via specific synaptic interactions between presynaptic ON/OFF BCs and postsynaptic ON/OFF types of amacrine cells and retinal ganglion cells. Starburst amacrine cells (SACs) are among the earliest cell types to stratify their dendrites in the IPL and can be classified into ON and OFF types^109^. ON and OFF SACs have been shown to offer scaffolding for the innervation of respective BC types and have a pivotal role in organizing ON and OFF circuitry in the mouse retina^109,110^. Our study not only detected ON and OFF SACs in the lamprey retina but also observed similar gene expression patterns to those in mouse (Fig. 4g–i). Specifically, *FEZF2* is expressed by lamprey ON SACs, echoing the expression pattern of its mouse paralog, *Fezf1*, which determines the fate choice of ON versus OFF SACs (Fig. 4i)^32^. Intriguingly, transmembrane proteins such as *TENM3* are also expressed differentially between lamprey ON and OFF SACs (Fig. 4l). These results suggest that a potentially analogous molecular mechanism governs ON and OFF laminations in the lamprey IPL. Additionally, *MEGF10*, which regulates the spatial arrangement of SACs in the mouse retina, is also present in lamprey SACs^68^. Altogether, the existence and division of SACs into ON and OFF subgroups seems to be a primitive and conserved trait across all vertebrates.

### Novel features of the lamprey retina and evolutionary modifications

The lamprey retina possesses several novel and distinguishing features. First, four types of horizontal cells (HCs) identified in the sea lamprey retina are localized at two distinct layers between the outer and inner nuclear layers (Fig. 4b)^40,41^. Although these cells are related to Type I and II HCs in chicken, their somatic positions are different from chicken HCs. As HCs are known to provide inhibitory feedback to rods and cones^111,112^, the circuit connectivity and physiological function of these diverse HC types in lamprey merits future exploration.

Second, nearly all lamprey AC types express both GABAergic and glycinergic transporters, suggesting that lamprey ACs can utilize both of these inhibitory transmitters (Supplementary Fig. 6a, b). This is unlike other vertebrates, where most AC types have been shown to be either GABAergic or glycinergic but not both^34,113^. Lamprey AC types can be further distinguished by the expression of one or two different glycinergic transporters (Supplementary Fig. 6b). Moreover, each lamprey AC type corresponds to multiple types of mouse or chicken ACs (Fig. 5c, d). These results may be explained by the theory of “apomere” evolution of new cell types via module divergence^26^. In this theory, ancestral AC types could be multifunctional with multiple modules, and the diversification of AC types in jawed species may have occurred through the segregation of functions or modules into distinct sister AC varieties^26,114^.

Lastly, RGCs in the lamprey retina feature the greatest diversity among all the cell classes, with 41 distinct types. This count is comparable to the number of RGC types in mouse or chicken retina. However, there is a stark contrast in terms of conserved RGC types between lamprey and jawed species, which may reflect a major difference in the localization of the somatic and axonal layer of lamprey RGCs compared to jawed species (Fig. 1b). Jones et al.^72^ and Fletcher et al.^73^ identified six morphological RGC groups in lampreys: two inner ganglion cell (IGC) groups, IGCa and IGCb; three outer ganglion cell (OGC) groups, OGCa, OGCb, and OGCc; and one bipolar ganglion cell group, BPGC. Of these, four (IGCa, IGCb, OGCa, OGCb) are homologous to RGCs in other vertebrates. These cells stratify their dendrites in the IPL and project to the tectum, directing eye, head, and body movements. Intriguingly, our results show that a couple of RGC types in the lamprey align with several direction-selective ganglion cells (DSGCs) including ON-OFF DGSCs and local motion detector W3 cells in the mouse retina (Fig. 6a–c)^53,80^. These results support the role of lamprey RGCs in mediating phototaxis^115^. Moreover, since DSGCs connect with SACs, these correspondences may reflect conserved synaptic partnerships with SACs. Direction-selective circuits for motion detection may have been one of the earliest design features of the vertebrate camera eye, enabling gaze stabilization and object tracking^66^. Additionally, the correspondence of ipRGCs between lamprey and mouse suggests a Cambrian origin of ipRGCs and of the pupillary light reflex among vertebrates^116^. The remaining two subtypes (BPGC and OGCc) extend their dendrites into the OPL, directly contacting PRs and projecting to the pretectum, potentially regulating dorsal light and visual-escape responses. Our results identified a group of RGC types (which we called ‘non-conserved’), which do not have a correspondence to ganglion cells in zebrafish, chicken, and mouse and may be peculiar to cyclostomes (Fig. 6). Interestingly, this subgroup might use distinct genes for axonal and dendritic targeting compared to the conserved RGCs shared with jawed species (Fig. 6d). It remains interesting to speculate whether this non-conserved subgroup of RGCs types was uniquely acquired by cyclostomes or was inherited from a vertebrate ancestor but lost in the evolutionary transition to jawed species. It is also possible that these ganglion cells evolved independently in lamprey as later adaptations to the visual behavior of this species.

In this study, we also emphasize a method of inferring regulatory protein activity from scRNA-seq datasets. While scRNA-seq provides a genome-wide profiling of gene expression in individual cells, the expression level of a gene may not always correspond to its protein activity due to post-translational modification^117^. Moreover, transcription factors involved in cell-type specification during development may have reduced expression in adult cells. Given the pleiotropic nature of transcriptional regulation and the evolutionary changes in the co-regulatory complex of transcription factors^26^, we used network-based methods (Fig. 7). These methods consider the regulatory structure–that is, the relationship between gene expression of regulators and their targets, as well as the expression status of target genes to infer the activity of master regulators. With this approach, our method identified ancient regulators that might have originated in common vertebrate ancestors. Our study also suggests that the class specification of ACs may be the least conserved among all retinal classes between lamprey and jawed species (Fig. 7d, e). This finding, combined with the fewer number of AC types in the lamprey, could highlight a distinction in the generation and diversification of ACs between cyclostomes and other vertebrates.

### Limitations of our study

Despite the great diversity of cell types identified in this study, additional cell types could likely be revealed with the sequencing of more cells, including additional types among bipolar cells. Our characterization of cell types in the lamprey is primarily based on transcriptomic distinctions. Many of the cell types identified in this manner warrant future histological and function validation. In particular, the identification of a wide range of RGC types, along with future clarification of their localization, dendritic projections, physiological responses, and brain innervation, will provide important insight into understanding the diversification of RGC types in vertebrates.

From the improved gene annotation of the lamprey genome, we were able to project the best corresponding cell types between lamprey and jawed species using integration and transcriptomic mapping via XGBoost methods. The purpose of this survey is to provide a preliminary examination of ancestral cell types that might have emerged before the divergence of the cyclostomes from other vertebrate lineages. However, differences in the quality of genome annotation and the complexity of published scRNA-seq datasets might limit our findings.

## Methods

### Tissue procurement

Lamprey tissue collection was carried out in accordance with the recommendations of the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health, USA, and was approved by the University of California, Los Angeles, Animal Research Committee. Sea lamprey, *Petromyzon marinus* Linnaeus 1758, were provided by the Hammond Bay Biological Station of the United States Geological Survey (USGS), Millersburg, MI, USA. They were kept in a large fresh-water aquarium at 4 °C on a 12 h:12 h light:dark cycle. The lampreys used in the study were adults, which were post-metamorphic and sexually mature. Lampreys were deeply anesthetized with 400 mg/L tricaine methanesulfonate (MS-222; E10521, Sigma–Aldrich, St. Louis, MO) and decapitated. After dissecting out eyes, the anterior chamber and the vitreous were removed by rapid hemisection. The posterior eyecup was immersed in room-temperature Ames’ medium (Sigma), equilibrated with 95% O_2_/5% CO_2_ for at least 20 minutes for cell dissociation, or immediately fixed with 4% PFA for immunohistochemical experiments or fluorescence in situ hybridization.

### Fluorescence in situ hybridization (FISH) validations

After isolation of the tissue, the posterior poles containing the retina were fixed with 4% PFA for 1 hour at 4 °C, rinsed with PBS and immersed in 30% sucrose at 4 °C overnight, and then embedded with Tissue Freezing Medium. The tissue was sectioned at 20-μm thickness and stored at −80 °C for long-term storage. Fluorescence in situ probes against specific lamprey genes were generated with previously described methods^30^. Briefly, total RNA was extracted from lamprey retinas and converted to cDNA libraries through reverse transcription with the AzuraQuant cDNA synthesis kit. Antisense probe templates for individual target genes were PCR-amplified from the cDNA libraries with a reverse primer having a T7 sequence adapter to permit in vitro transcription. DIG rUTP (Roche) and Fluorescein rUTP (Roche) were used to synthesize probes for single or double FISH experiments. Retinal sections were thawed, treated with 1.5 μg/mL of proteinase K (NEB) for 5 minutes, post-fixed with PFA for 5 minutes, and deacetylated with acetic anhydride for 10 minutes. After blocking, the retinal sections were incubated with one or two probes overnight. For single probe detection, the retinal section was incubated with anti-DIG HRP (1:1000, Roche) or anti-Fluorescein POD antibody (1:1000, Roche) overnight and fluorescent color then developed with tyramide signal amplification (TSA)^118^. A sequential probe detection procedure was applied for double fluorescence in situ hybridization. Here, after incubation with anti-DIG HRP antibody overnight and the completion of TSA for developing the first fluorescence color for the first probe, the HRP activity was quenched with 3% H_2_O_2_ for 30 minutes at room temperature. The section was then incubated overnight with anti-Fluorescein POD antibody for the second probe and followed with TSA reaction to develop a second fluorescence color. All RNA probes used in the study have been summarized in Supplementary Table 2.

### Immunohistochemistry

Tissue was fixed and prepared as described above. Mouse anti-PKCa (1:2000, Abcam # ab31, MC5) antibody was used in this study. Donkey anti-mouse secondary antibody, Alexa Fluor 488 (Jackson Immunoresearch #715-545-150) was used at 1:1000. Nuclei were labeled with DAPI (1:1000, Invitrogen #D1306). Sections were mounted in ProLong Gold Antifade (Invitrogen #P36930).

### Image acquisition, processing, and analysis

Images were acquired on an Olympus FluoView^TM^ FV1000 confocal microscope with 405, 488, and 599 nm lasers and scanned with a 40X or 60X oil objective at a resolution of 1024×1024 pixels, a step size of 1 μm, and an 80 µm pinhole size. Maximum intensity projections were generated with ImageJ^119^ (NIH) software, and brightness and contrast adjustments were made with Adobe Photoshop.

### Construction of a retina-specific transcriptome for *Petromyzon marinus*

Lamprey retinas were separated from the choroid and the rest of the eye cup and were immediately placed in RNA*later*™ Stabilization Solution. RNA was extracted from the stabilized retinal tissues with RNeasy Plus Universal Mini kit (QIAGEN) by following the manufacturer’s instructions. We obtained high quality total RNA from lamprey retinal tissue [RNA Integrity Number (RIN) score: 9.8] and prepared strand-specific libraries with the TruSeq strand-specific Total RNA kit (Illumina Inc.). The resulting RNA was sequenced on the NextSeq 500 system to obtain 50 million 100 bp paired end reads. We merged TruSeq bam files of samples S1 and S2 by “samtools merge”^120^ and generated a merged fastq file with “samtools bam2fq”. We then updated the gtf file of NCBI genome assembly kPetMar1.pri (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_010993605.1/) of sea lamprey (*Petromyzon marinus*) according to the following steps. (1) We used HISAT2^121^ for reads alignment. We used the hisat2_extract_splice_sites.py and hisat2_extract_exons.py scripts to extract splicing sites and exons. We then used “hisat2-build” to create hisat2 index. The final bam file was then generated by hisat2. (2) We used StringTie^122^ for transcript assembly and quantification. The gtf file was updated by stringtie by using the HISAT2 bam file. The stringtie gtf and the reference gtf were compared with gffcompare^123^ and merged with "stringtie–merge". Transcript abundances were estimated with stringtie (with arguments -e -B). After the update, the NCBI+TruSeq reference transcriptome had 15,070 genes updated by StringTie with MSTRG Number. We used the updated transcriptome for aligning scRNA-seq reads (see below).

The NCBI reference genome of the sea lamprey (kPetMar1.pri) has over 60% of its genes assigned with a LOC number, indicating that these genes have uncertain functions. To facilitate cell type classification using canonical retina markers, we further annotated these genes based on the homologous relationship of their protein sequences with those of human and other species. Specifically, the following steps were undertaken. First, we converted the LOC gene IDs to RefSeq protein IDs using bioDBnet (https://biodbnet-abcc.ncifcrf.gov/db/db2db.php). We then retrieved the corresponding fasta sequences in batch using efetch (Entrez Direct E-utilities). Next, we used the command line version of blastp from BLAST+ to find their target sequences in humans, using the arguments ‘-remote -db nr -entrez_query “Homo sapiens [organism]”.’ We then retrieved the top aligned human RefSeq protein ID for each query sequence and converted it to the corresponding human gene symbols using Entrez Direct E-utilities (esearch, elink, esummary and xtract). Following this, we annotated 8984 LOC genes with the format for human gene symbols, which are written entirely in uppercase. For 274 LOC genes without a significant match in humans, we used a similar strategy using blastp to search for matches in other species. These genes were annotated in lowercase. We also labeled genes sharing the same protein by adding a suffix to the gene name (Supplementary Data 1). With this method, we improved the proportion of annotated genes in the reference transcriptome from 35.86% to 68.92% (Supplementary Fig. 1c).

### Single cell RNA-sequencing library preparation

Adult lamprey retinas were dissected by separating them from the choroid and the rest of the eye cup. The retinas were digested with papain (40 U) at 37 °C for 15 minutes and then dissociated into a single-cell suspension for single-cell RNA sequencing (scRNA-seq) with a targeted cell number of 10,000 cells using the Chromium™ Next GEM Single Cell, 3’ Kit v3.1 (10X Genomics). cDNA was amplified with 11 cycles, and Libraries were sequenced on the Illumina NovaSeq S4 platform.

### Single-cell RNA-seq data analysis

#### Read alignment and generation of count matrices

We used the updated “NCBI+TruSeq” transcriptome to align scRNA-seq reads with Cellranger (10x Genomics, version 7.0.1)^124^. We first constructed a reference transcriptome with “cellranger mkref”. We then mapped scRNA-seq reads with “cellranger count”. The resulting count matrices have gene IDs from the TruSeq update with MSTRG number or LOC number. We further updated count matrices by replacing gene IDs, which were either MSTRG or LOC numbers, with annotated gene symbols following Supplementary Data 1.

#### Data pre-processing, normalization, dimension reduction, and clustering analysis

The raw filtered count matrices were used for further analysis with the Seurat R package (version 4.3.0)^125^. We first removed low-quality cells (gene counts < 500 and feature counts < 330) and putative doublets (feature counts > 8950) by examining the distributions of numbers of expressed genes and RNA counts detected in individual cells. Data normalization and identification of highly variable genes (HVGs) were performed with the SCTransform() function. A Gamma-Poisson generalized linear regression (glmGamPoi) model was used for the normalization^126^. We then performed principal component analysis (PCA) with HVGs and further eliminated batch effects with Harmony^127^. After Harmony correction of the top 50 PCs, a K-nearest neighbor (KNN) graph was constructed with Harmony components, and cells were clustered with the Louvain algorithm. The uniform manifold approximation and projection (UMAP) dimension reduction was used for visualization.

#### Retinal cell-class annotation

We annotated lamprey retinal cell clusters into distinct classes with the reference-based method SingleR^128^. First, we generated the reference dataset by selecting a small subset of clusters, each of which showed strong specific expression of canonical marker genes for certain cell classes. The remaining clusters were designated as a query dataset. Then we used the log_2_(CPM + 1) transformed data as input for SingleR to make predictions, where CPM stands for counts per million. We assessed annotation by conducting a detailed examination of class-specific markers for each cluster. We also evaluated the clustering patterns of these classes in the UMAP space generated by changing the number of Harmony components used. We observed that when using the top 5 Harmony components, cells from the same class predominantly clustered together in the UMAP, indicating the accuracy of the final annotation.

#### Cell-type classification within each class

To resolve cellular heterogeneity at a higher resolution, we divided cells into individual classes and further clustered cell types within each class. We performed data normalization with SCTransform(), PCA analysis, batch correlation with Harmony, and clustering as described above. We constructed the KNN graph using the first 50 Harmony components with the function FindNeighbors() and performed modularity optimization with the FindClusters() function. We visualized the separated cluster patterns using UMAP to ensure consistency with the assigned clusters, confirming that no over-clustering or under-clustering occurred. After initial clustering, we assessed cluster quality by evaluating the number of expressed genes, RNA counts, percentages of mitochondrial genes, and the expression level of cell-class marker genes. Low-quality cells and clusters with contaminated cells were removed, and a repeat round of clustering analysis was performed until every cluster contained high-quality cells. Parameters for filtering out low-quality cells are provided in Supplementary Table 3.

### Hierarchical clustering analysis

The correlation distance is defined as

1 $${Dist}=\frac{1}{2}(1-{cor}),$$

where *Dist* refers to distance and *cor* refers to the Pearson correlation. To generate the dendrogram, the hclust() function in the stats R package with centroid agglomeration was used. We also used the neighbor-joining (NJ) method to generate the phylogenetic tree for all cell types across six classes. Bootstrap was performed by using ape^129^ with 100 replicates generated. The CompexHeatmap^130^ R package was used for the heatmap visualization of the correlation coefficients.

### Ortholog inference with OrthoFinder

We determined orthogroups and orthologous genes with OrthoFinder^131^, a tool that uses a tree-based phylogenetic approach. Peptide sequences for lamprey, chicken, and macaque were retrieved from NCBI, while those for zebrafish, mouse, and human were retrieved from Ensembl (http://www.ensembl.org/). To remove redundancy in the NCBI peptide sequence files, we used a custom-written R script to select the longest peptide per gene for further analysis. For sequences downloaded from Ensembl, we used the Python script (“primary_transcript.py”) built into the OrthoFinder to extract the longest transcript per gene. Subsequently, OrthoFinder was run on these non-redundant peptides. Phylogenetic trees of interested ortholog groups, such as *GRIK*, *GRM*, and *TRPM*, were visualized via MEGA^132^.

### Cross-species integration of the retinal cell classes

#### Selection of most informative orthologous genes

Before integrating cells between two species, we constructed ortholog groups between two compared species. Non-one-to-one (one-to-many, many-to-one, and many-to-many) orthologous relationships often arise due to various gene duplication events in evolution^62^. To address this complexity, we developed the Most Informative Orthologous Gene (MIOG) selection method (Supplementary Fig. 4c (ii)). After inferring the orthologous genes using OrthoFinder, we selected the MIOG from each ortholog group for each species. To do this, we first performed log normalization to standardize counts against the sequencing depth. We then calculated the standard deviations of the orthologous genes within the same orthologous group and selected the one with the highest values as the MIOG for integration.

#### CCA integration

We used canonical correlation integration (CCA) in Seurat^125,133^ for cross-species integration. First, we normalized samples from each species by fitting the Gamma-Poisson generalized linear regression model implemented in the SCTransform() function. We then selected conserved HVGs with the SelectIntegrationFeatures() function. After finding anchors with the FindIntegrationAnchors() function with parameter dims=1:50, the datasets were integrated by using IntegrateData() with parameter dims=1:50. After integrating the data, we performed dimension reduction and clustering analysis with the top 50 principal components (PCs). To ensure a balanced representation across the diverse cell types, we downsampled cells from these groups. For lamprey and mouse RGC integration, we used the intersection method to select integration features. First, we identified mouse and lamprey HVGs by running the SelectIntegrationFeatures() function for each species. Then, we identified the shared conserved HVGs for these two species by intersecting the mouse HVGs and lamprey HVGs. After that, the datasets from the two species were integrated with IntegrateData(), followed by dimension reduction and clustering. The published datasets and detailed parameters for the cross-species CCA integration are summarized in Supplementary Table 1 and Supplementary Table 4, respectively.

#### RPCA integration

Seurat CCA may lead to over-integration when proportional cell types are not shared between species. To mitigate this, we also employed RPCA, which particularly has advantages when cell types differ substantially between datasets. Additionally, we fine-tuned the k.anchor parameter to enhance the integration strength, specifically addressing the challenges posed by gene expression shift. The integration procedures are the same as the CCA integration described above with the intersection method used to select integration features. The published datasets and detailed parameters for the cross-species RPCA integration are summarized in Supplementary Table 1 and Supplementary Table 4, respectively.

### Transcriptomic mapping via XGBoost

To identify the correspondence of cell types across species, we performed a supervised multi-class classification using XGBoost^36^ (R version), a scalable machine learning algorithm that uses the gradient tree boosting technique. Implementation comprised two steps: First, a predictive model was built from a training dataset from one species with labeled cell types; Second, the model was used for testing the dataset from another species to predict the corresponding cell-type label. The analysis details are outlined as follows. We first identified the common HVGs between species in the integrated assay with the SelectIntegrationFeatures() function in Seurat, and we used these genes as features in XGBoost. We constructed a predictive model using 67% of the cells from each cluster in the training dataset (with a maximum of 300 cells per cluster if the cluster contained more cells), and we used the remaining cells to evaluate the model’s prediction performance. After the model achieved high performance, we applied the testing dataset to it. Finally, we used a confusion matrix to demonstrate the correspondence of cell types between species. A higher matched percentage indicates a higher similarity between cell types.

### Integration performance comparison using entropy analysis

We evaluated the performance of different integration methods from the confusion matrix, which is the matrix of predicted probabilities or classifications from the model. To do this, we used normalized entropy, a measure that quantifies the uncertainty of the prediction. Fewer random predictions result in smaller normalized entropy values. For a discrete random variable $${X}$$ with probability mass function $$p(x)$$, the entropy $$H$$ is defined as

2 $$H\left(X\right)=-{\sum }_{i=1}^{n}{p}_{i}\log {p}_{i}$$

We calculated entropy for each cell-type prediction and aggregated these values for each confusion matrix. The normalized entropy of the confusion matrix, ranging from 0 to 1, is given by

3 $${H}_{{norm}}\left(X\right)=\frac{{\sum }_{j=1}^{m}{H(X)}_{j}}{{\sum }_{j}{H}_{j}^{max }}=\frac{-{\sum }_{j=1}^{m}{\sum }_{i=1}^{n}{p}_{{ij}} log {p}_{{ij}}}{{mlog}(n)}$$

where n and m represent the numbers of cell types in the training dataset and prediction dataset, respectively. Base e was used in the calculation.

### Detection of conserved markers across species and across samples

First, differentially expressed genes (DEGs) within individual species or samples were identified with the Wilcoxon test, as implemented by the “FindAllMarkers” function in Seurat. To eliminate batch effects from different species or samples, we selected the conserved makers with the Stouffer’s integration method^134^. The individual p-values from the DEG tests were transformed into Z scores. Subsequently, these Z scores were combined by using the formula below:

4 $${Z}_{{Stouffer}}=\frac{{\sum }_{i}^{n}{Z}_{i}}{\sqrt{n}}$$

where $$i$$ is the species or sample index.

Furthermore, the Stouffer-integrated Z scores were converted into p-values under the assumption of a standard normal distribution, and they were then adjusted with the False Discovery Rate (FDR) method. To avoid infinity of Z scores, p values equal to 0 were replaced by the smallest positive double-precision number in R during conversion.

### Gene ontology enrichment analysis

We identified significantly enriched Gene Ontology (GO) terms among different sets of differentially expressed genes (DEGs) across different cell types or groups. Gene set enrichment analysis was conducted using the enrichr() function from the “enrichR” R package^135^. We used the databases “GO Molecular Function 2023”, “GO Cellular Component 2023”, and “GO Biological Process 2023“^135^. The module score of the genes in the enriched GO terms was calculated via the AddModuleScore() function in Seurat.

### Inferring protein activity of genetic regulators

#### TF, coTF, and surface/surface signaling gene assignment

We used GO annotations for human transcription factors (TFs), transcription cofactors (coTFs), and surface/surface signaling genes to curate a list of candidate regulators. The list of potential regulators comprises 1,430 transcription factors (TFs), 2744 coTFs, and 2717 surface and surface-signaling genes. The GO terms associated with these genes are listed as follow. TFs: “DNA-binding transcription factor activity” (GO:0003700)^136^. coTF (co-Transcription Factors and chromatin remodeling enzymes): “transcription coregulator activity” (GO:0003712); “DNA binding” (GO:0003677); “transcription factor binding” (GO:0008134); “regulation of transcription; DNA-templated” (GO:0006355); “histone binding” (GO:0042393), and “chromatin organization” (GO:0000790) [10]. Overlapped genes belonging to the TFs were removed. Surface proteins and surface-signaling proteins: “surface proteins” (GO:0009986); cell-cell signaling “GO:0007267” and cell-surface receptor signaling pathway “GO:000716”. Redundant genes across categories were removed.

We determined orthologous relationships between lamprey and human genes from two sources: NCBI annotation, where orthologous genes share the same gene symbols; and OrthoFinder results, including one-to-one, many-to-one, and many-to-many matched genes within orthoGroups. Lamprey TFs, coTFs, and surface/surface signaling genes were annotated based on the GO terms of their human orthologs. For TF, coTFs and surface/surface signaling genes in chicken, mouse and macaque, we converted gene symbols to their human orthologs using ENSEMBL orthologous relationships and selected candidate regulators based on the human reference list.

#### Reverse engineering the gene regulatory networks

The TF, coTF and surface/signaling proteins selected from each species were used to generate their regulatory networks. Regulatory networks were reverse-engineered with ARACNe-AP^87^. ARACNe-AP was run with default settings: bootstrap n = 200, mutual information threshold “P < 10^−8^” and DPI (data processing inequality; enable=yes). We generated networks for individual samples to avoid batch effects. To handle the imbalance of the dataset, we used the downsampling technique to ensure that a substantial number of cells was included from classes with a small cell population. The downsampling parameters are provided in Supplementary Table 5. We further used the VIPER^88^ R package to refine regulons from the networks by pruning the regulons up to size 50 (up to 50 targets for each candidate regulator) or removing the regulons whose size was smaller than 20 for downstream protein-activity analysis.

#### Regulon structure-based activity inference

Protein activities were inferred using a newly developed algorithm, Regulon Structure-based Activity inference (ROSA, https://github.com/JunqiangWang/Rosa). ROSA is an algorithm to perform regulon structure-based activity analysis using a statistical model. ROSA calculates a normalized enrichment score (NES) representing the relative protein activities of the candidate regulators.

First, the enrichment score (ES) of the regulator is calculated by

5 $${ES}=\, {\sum }_{i}{{mod}}_{{reg}}^{i}.{w}_{{reg}}^{i}.{Z}^{i}\,$$

where $$i$$ indicates the$$\,{i}^{{th}}$$ target of the regulator, $${{{\mathrm{mod}}}}_{{reg}}$$ is the regulation mode, indicating positive or negative regulation, $${w}_{{reg}}$$ is the weight of the regulatory strength, and $$Z$$ is the adjusted $$Z$$ score of gene expression based on a coarse-grained approach (see below).

Based on the null hypothesis that Z scores follow the standard normal distribution, we can derive that ES also follows a normal distribution with mean of 0 and variance equal to $${\sum }_{i}{({{{\mathrm{mod}}}}_{{reg}}^{i}.{w}_{{reg}}^{i})}^{2}$$.

The NES is then calculated by normalizing the ES as follows:

6 $${NES}=\frac{{ES}}{{{SD}}_{{ES}}}=\frac{{\sum }_{i}{{mod}}_{{reg}}^{i}.{w}_{{reg}}^{i}{.Z}^{i}\,}{\sqrt{{\sum }_{i}{({{mod}}_{{reg}}^{i}.{w}_{{reg}}^{i})}^{2}}}$$

#### A coarse-grained approach to adjust Z scores in ROSA

Z scores from scaled log_2_(CPM + 1) or regression residuals can have extreme positive or negative values. To avoid the effects of extreme values, a coarse-grained adjustment is performed. We generated a sequential set of Z scores $$\{{Z}_{1},\,{Z}_{2},\,\ldots,{Z}_{q}\}$$ which are the q-quantiles $$\{1/q,2/q,\,\ldots,(q-1)/q\}$$ of the random variables from a standard normal distribution. Thus,

7 $$\Pr \left[Z \, < \, {Z}_{i}\right]=\frac{{q}_{i}}{q}$$

For an unadjusted Z score, the adjusted Z score is given by

8 $${Z}_{{adjusted}}=\left\{\begin{array}{c}\min \left\{{Z}_{i},|,{Z}_{i}\ge Z\right\} \, {if\; Z} < 0\\ \max \left\{{Z}_{i},|,{Z}_{i}\le Z\right\} \, {if\; Z}\ge 0\end{array}\right.$$

The adjusted Z scores were used to calculate ES and NES.

### Clustering analysis of protein activity and differential activity analysis

We performed dimension reduction and clustering analysis of protein activities. We calculated standard deviations of protein activities and selected the top 700 proteins with the highest standard deviations as the features for PCA analysis. Then we performed PCA, batch correction with Harmony, and UMAP dimension reduction based on the top 50 PCs. Further, we performed differential protein-activity analysis with the Student’s *t*-test to infer class-specific regulators. Customized R scripts were used to perform the analysis by implementing functions in Seurat.

### Gene set enrichment analysis (GSEA)

Gene set enrichment analysis was performed to estimate the conservation of essential regulators across species. Class-specific differential signatures were generated by calculating the mean difference of the protein’s activity scores between one class and all the rest of classes for each species. Rank signatures were derived from differential signatures using rank transformation. The top 50 highly activated proteins in the signature for each jawed cell class were used to query how these proteins are distributed in the lamprey class-specific ranked signatures. The NESs and p-values were calculated based on a null model by permuting the samples uniformly and at random for 100,000 times^137^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The raw TruSeq data have been deposited to the Sequence Read Archive (SRA) with accession numbers SRX26477354 and SRX26477355. The scRNA-Seq data generated in the study have been deposited to the Gene Expression Omnibus (GEO) under accession ID GSE236005. Previously published data utilized in this paper were downloaded from GEO repositories with the following accession numbers: GSE135406 (mouse PR), GSE81905 (mouse BC), GSE159107 (chicken), GSE237214 (zebrafish BC), GSE132555 (mouse SAC), GSE149715 (mouse AC), GSE137400 (mouse RGC), GSE152842 (zebrafish RGC), GSE118480 (macaque). This information is also summarized in Supplementary Table 1. The genome annotation files have been deposited to Zenodo (10.5281/zenodo.13975013)^138^. The analyzed objects for the lamprey and other species in this study have been deposited to Zenodo (10.5281/zenodo.14032062)^139^. Fluorescence in situ images and immunohistology images have been deposited to Zenodo (10.5281/zenodo.13988889)^140^. Icons for species in the Figs. 3, 5, 6 were obtained from BioRender.com (https://BioRender.com/m51n417)^141^. Source data are provided as a Source Data file. Source data are provided with this paper.

# Supplementary material for: Molecular characterization of the sea lamprey retina illuminates the evolutionary origin of retinal cell types
**Source:** Nat Commun. 2024 Dec 30;15:10761. doi: 10.1038/s41467-024-55019-x
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Supplementary Figure 1-11**

**Supplementary Table 1-5**

**Supplementary Figure 1. Assembly and annotation of the retina-specific transcriptome.**

(a) Bar plots showing mapping percentages of scRNA-seq reads to “Transcriptome,” “Exon,” and “Genome” from two biological replicates (S1 and S2) with Ensembl (Pmarinus\_7.0), NCBI (kPetMar1.pri), or the updated NCBI+TruSeq transcriptome reference. See Source Data.

(b) Improved gene-body definition for the *red-opsin* gene in the NCBI+TruSeq transcriptome. The alignment of scRNA-seq (top panel) and TruSeq (bottom panel) reads to the “*red-opsin*” locus was visualized with the Integrated Genomics Viewer (IGV). Red arrowhead indicates a newly identified exon region of the *red-opsin* gene.

(c) Pie charts showing the proportions of genes annotated with LOC numbers, MSTRG numbers, or gene symbols in the raw count matrices. Three different gtf files are compared: the NCBI gtf, the NCBI+TruSeq gtf, and the NCBI+TruSeq gtf with updated gene annotation. The NCBI+TruSeq gtf file contains more genes than the NCBI gtf file due to the inclusion of newly identified transcripts following the TruSeq update. Most unassigned genes are mitochondrial tRNAs. See Source Data.

(d) Dot plot showing the expression patterns of canonical markers for retinal cell classes and non-neuronal cell classes, such as retinal pigmented epithelium, ependymal cells, astrocyte, etc. See Source Data.

## Figure S2

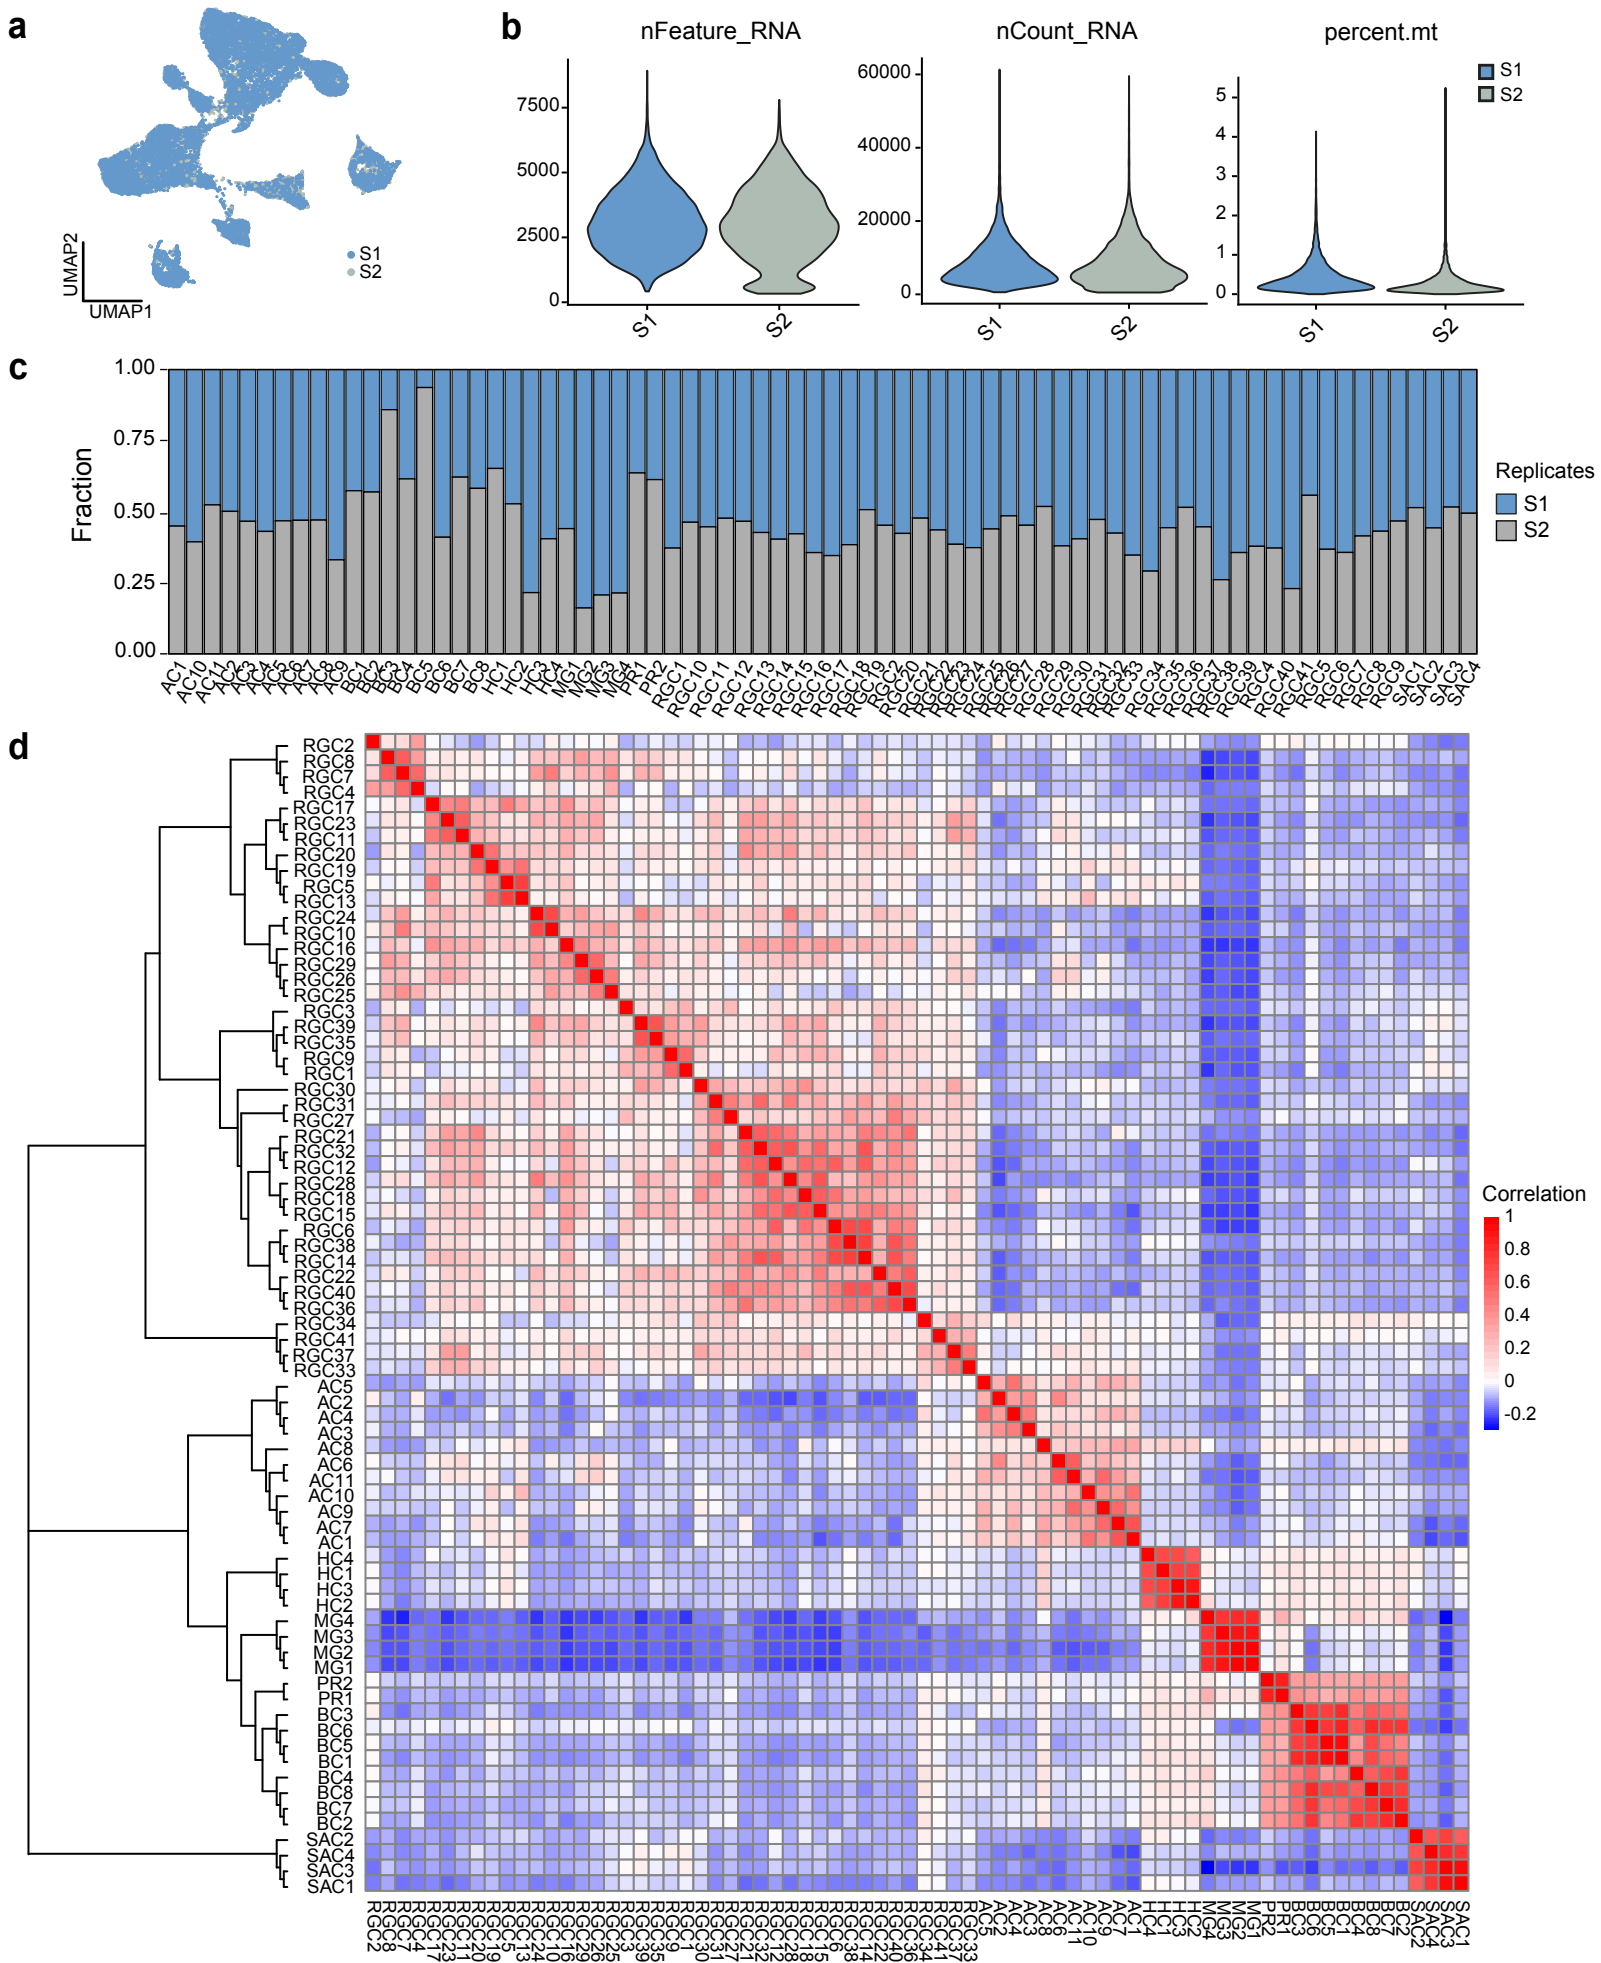

**Supplementary Figure 2. Quality metrics of lamprey scRNA-seq data and cell type hierarchical relationships.**

- (a) UMAP visualization of all lamprey cells, as depicted in Figure 1c, but here colored by distinct replicates to demonstrate lack of bias associated with different replicates.
- (b) Violin plots showing distributions of the number of expressed genes (nFeature\_RNA), RNA counts, and percentages of mitochondrial genes (percent.mt) detected in each replicate.
- (c) Bar plot displaying fractions of cells from each replicate across individual cell types. See Source Data.
- (d) Hierarchical clustering and heatmap showing the Pearson correlation coefficients calculated for each pair of cell types, using the top 3,000 highly variable genes. See Source Data.

**a**

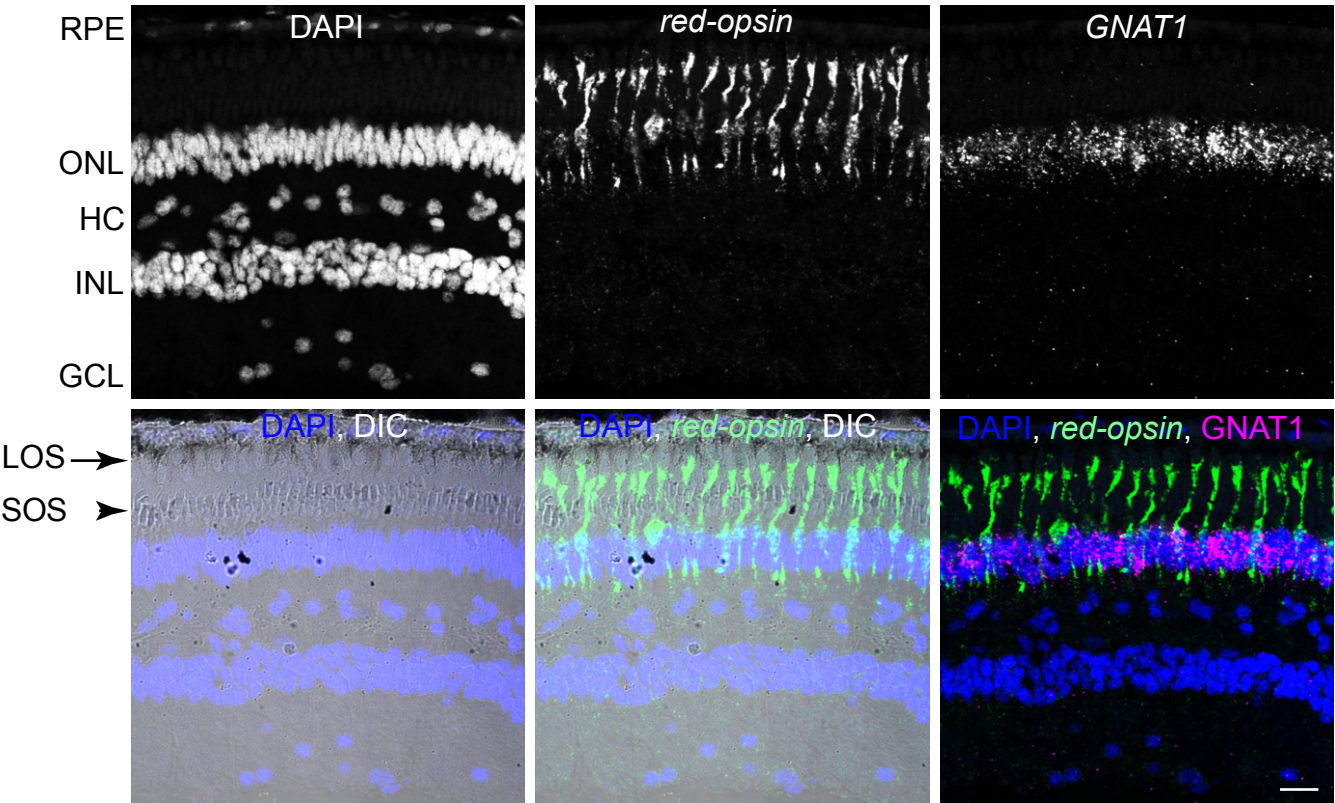

**b**

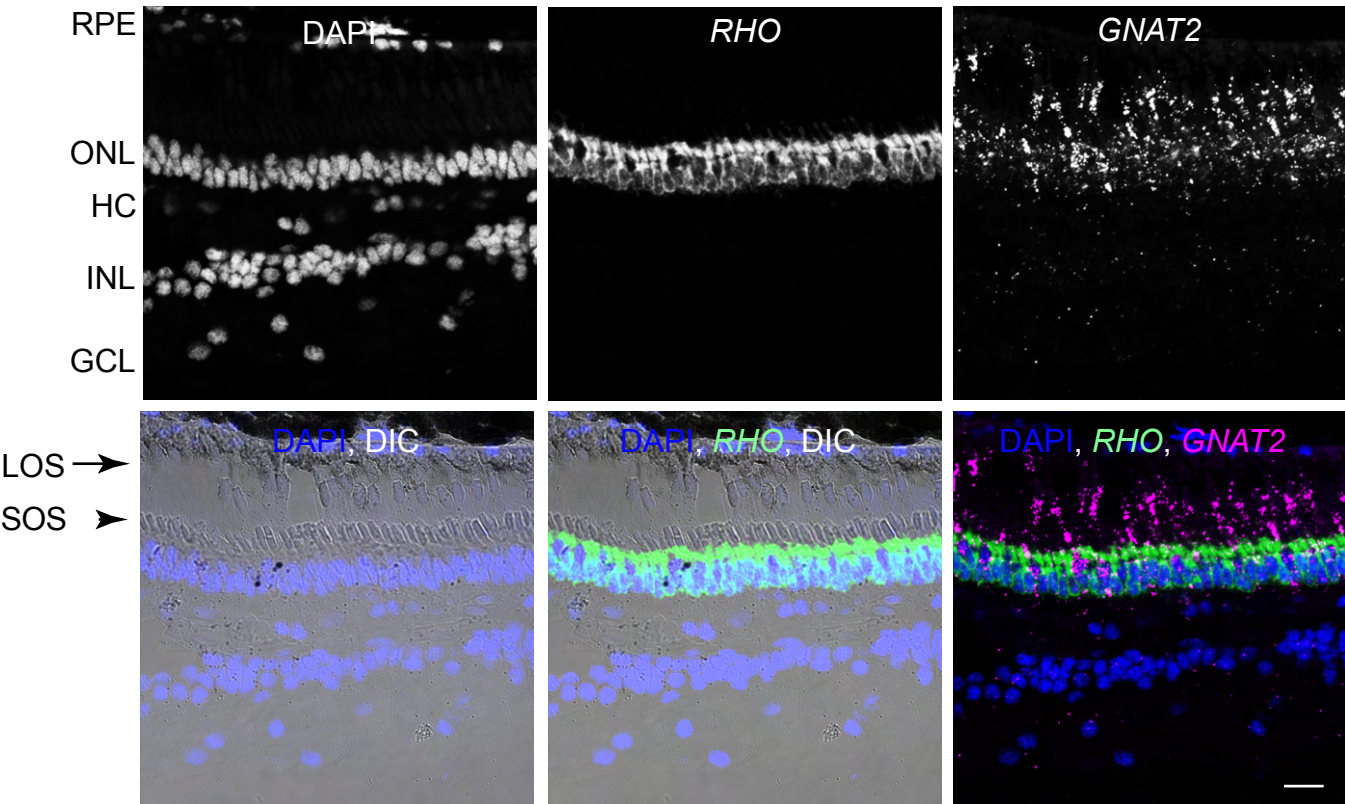

**Supplementary Figure 3. Fluorescence in situ validation of marker genes for lamprey PR types**

(a) Fluorescence in situ hybridization (FISH) validations confirming exclusive expression patterns of *red-opsin* and *GNAT1* in PR2 and PR1. *Red-opsin* (green in the merged image) is expressed by PRs with long outer segments (LOS, indicated by the arrow); while *GNAT1* (magenta in the merged image) is expressed by PRs with short outer segments (SOS, indicated by the arrowhead). The LOS and SOS structures are more clearly visualized in the differential interference contrast (DIC) image.

(b) FISH validation showing the exclusive expression of *rhodopsin* (*RHO*) and *GNAT2* in PR1 and PR2. *RHO* (green in the merged image) is expressed by PRs with short outer segments (SOS, arrowhead); while *GNAT2* (magenta in the merged image) is expressed by PRs with long outer segments (LOS, arrow).

Nuclei stained with DAPI are in blue. Scale bar, 20  $\mu\text{m}$ .

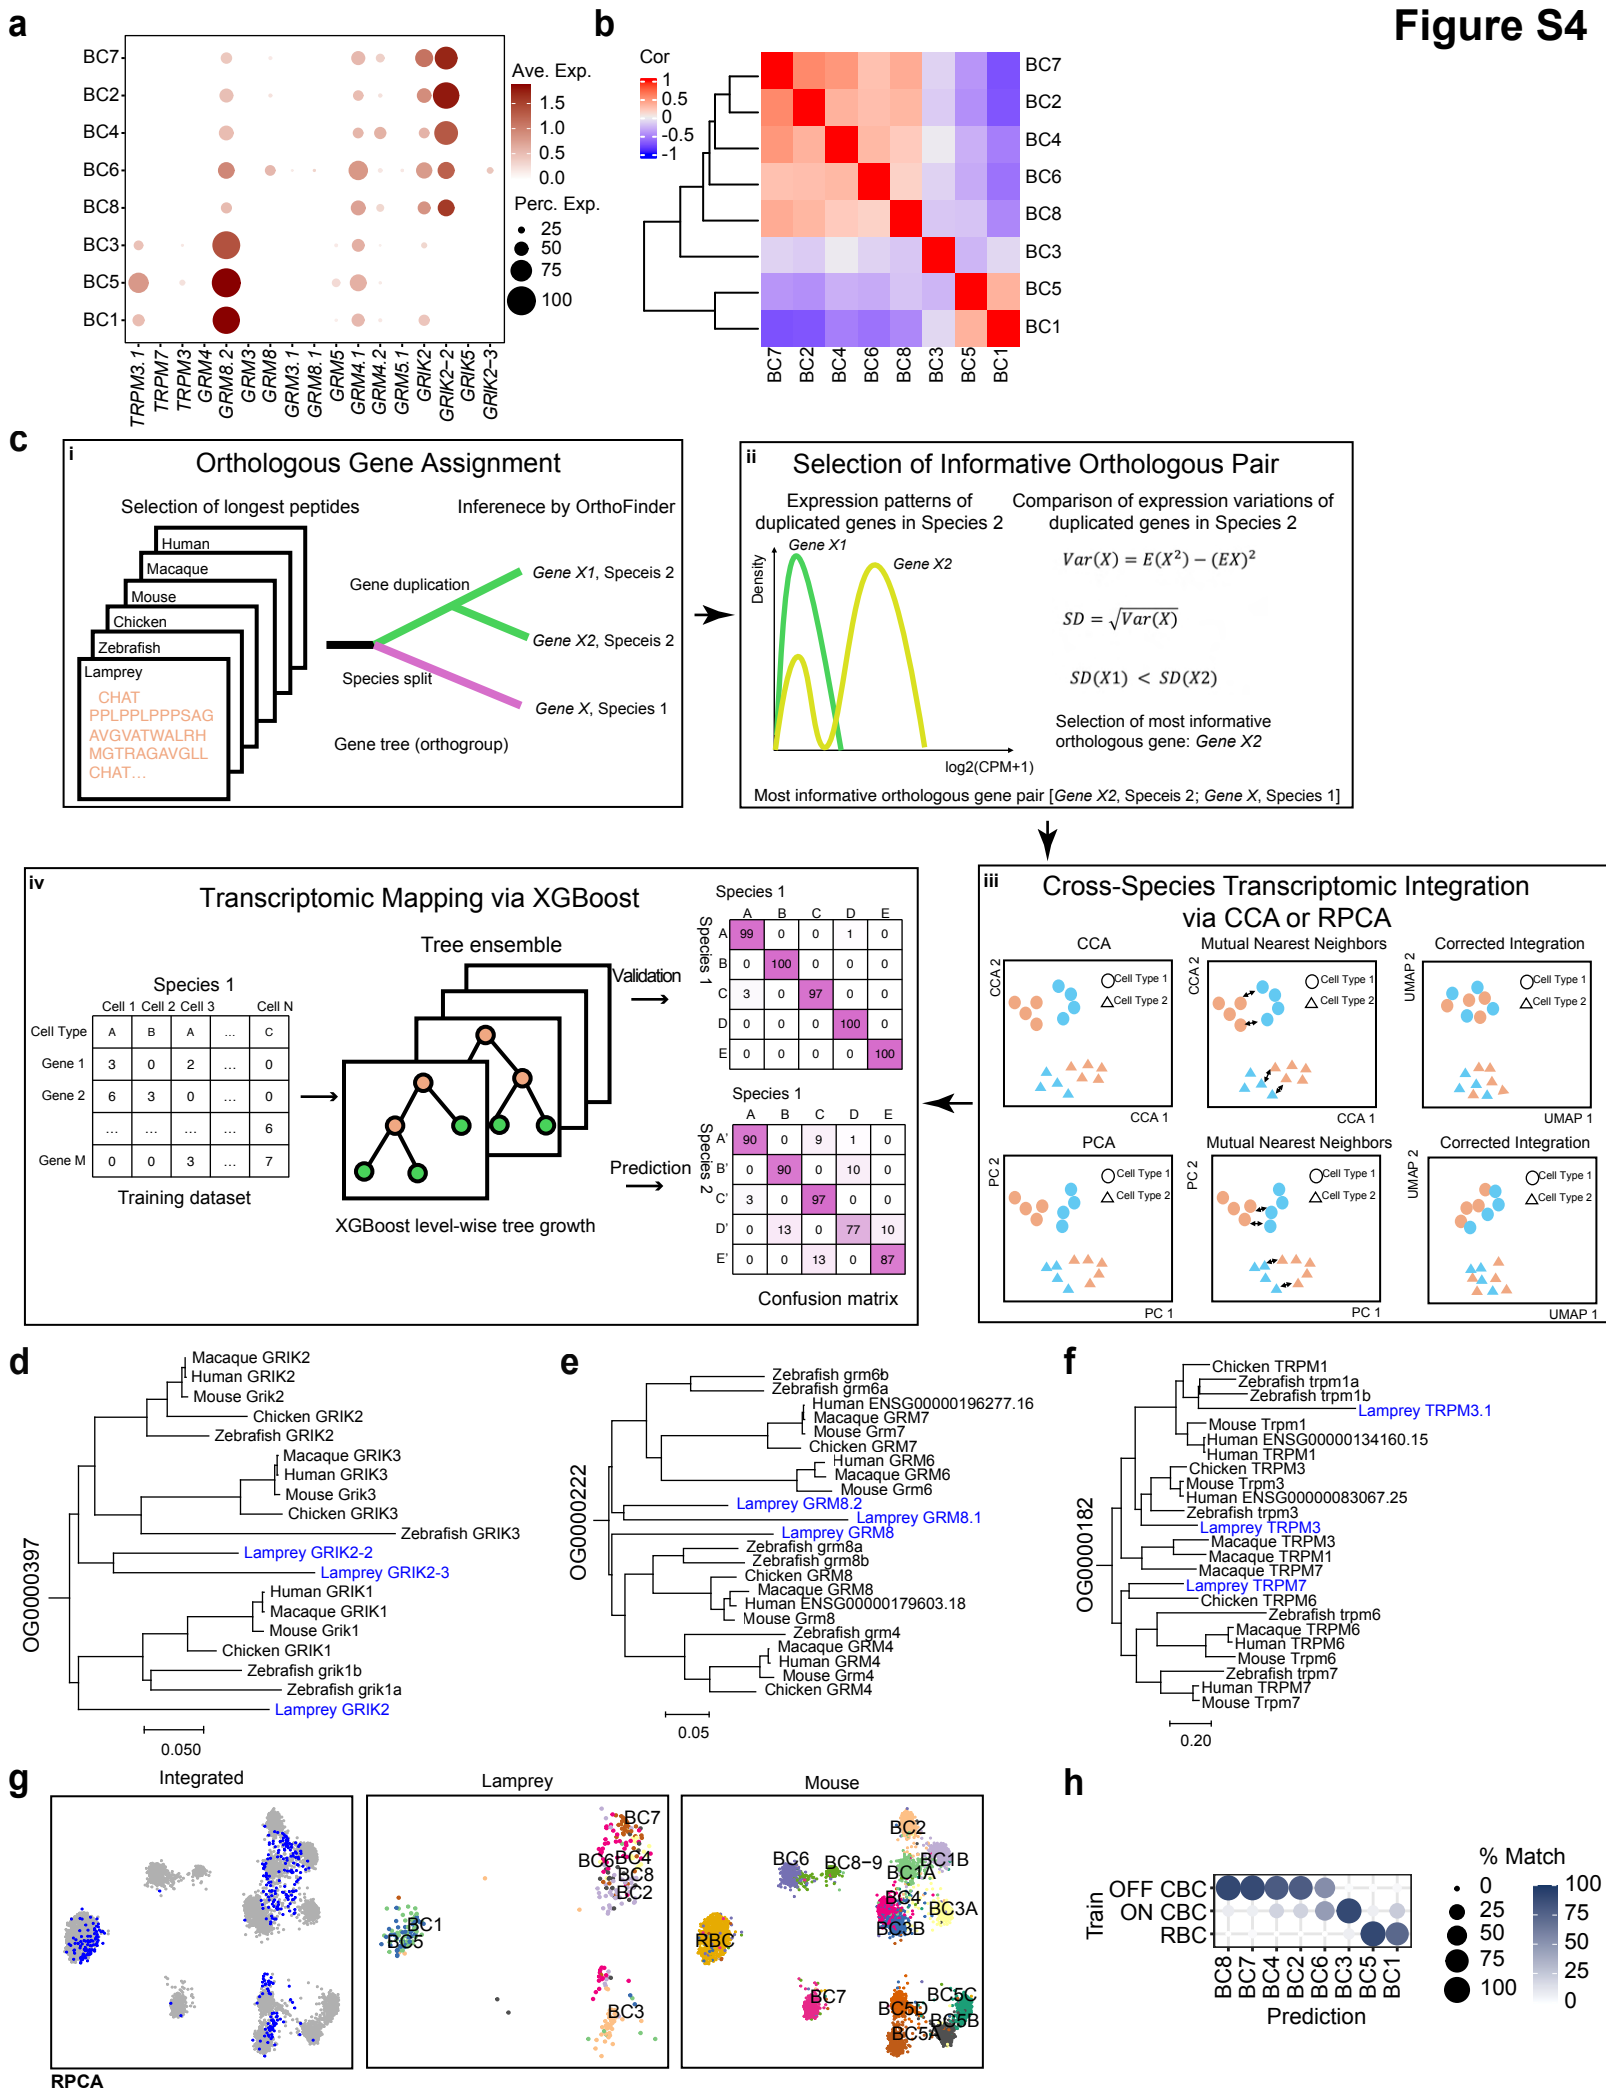

**Supplementary Figure 4. Gene expression in lamprey BC types and cross-species integration of BC types.**

- (a) Dot plot showing the expression patterns of genes from the *TRPM*, *GRM*, and *GRIK* families across lamprey BC types. See Source Data.
- (b) Hierarchical clustering and heatmap displaying Pearson correlation coefficients calculated between each pair of BC types using the top 3000 highly variable genes. The dendrogram on the left shows their hierarchical relationships, constructed from agglomerative hierarchical clustering based on correlation distance. See Source Data.
- (c) The analysis workflow for cross-species comparison of cell types. i) Identification of orthologous relationships of genes across lamprey, zebrafish, chicken, mouse, macaque, and human via OrthoFinder. ii) Identification of the most informative orthologous genes when multiple orthologous genes are present in the dataset. iii) Transcriptomic integration via CCA or RPCA. iv) Transcriptomic mapping via XGBoost.
- (d) Phylogenetic tree of ionotropic glutamate receptor genes among the selected five species, inferred from OrthoFinder. Scale bar refers to a phylogenetic distance of 0.05 substitutions per site. The orthogroup name is shown on the left.
- (e) Phylogenetic tree of metabolic glutamate receptor genes among the five species.
- (f) Phylogenetic tree of transient receptor potential TRPM genes among the five species.
- (g) Transcriptomic integration of lamprey and mouse BC types via RPCA.
- (h) Confusion matrix of the correspondence of lamprey BC types to mouse BC subclasses. Mouse BC subclasses were used as the training dataset. See Source Data.

**Figure S5**

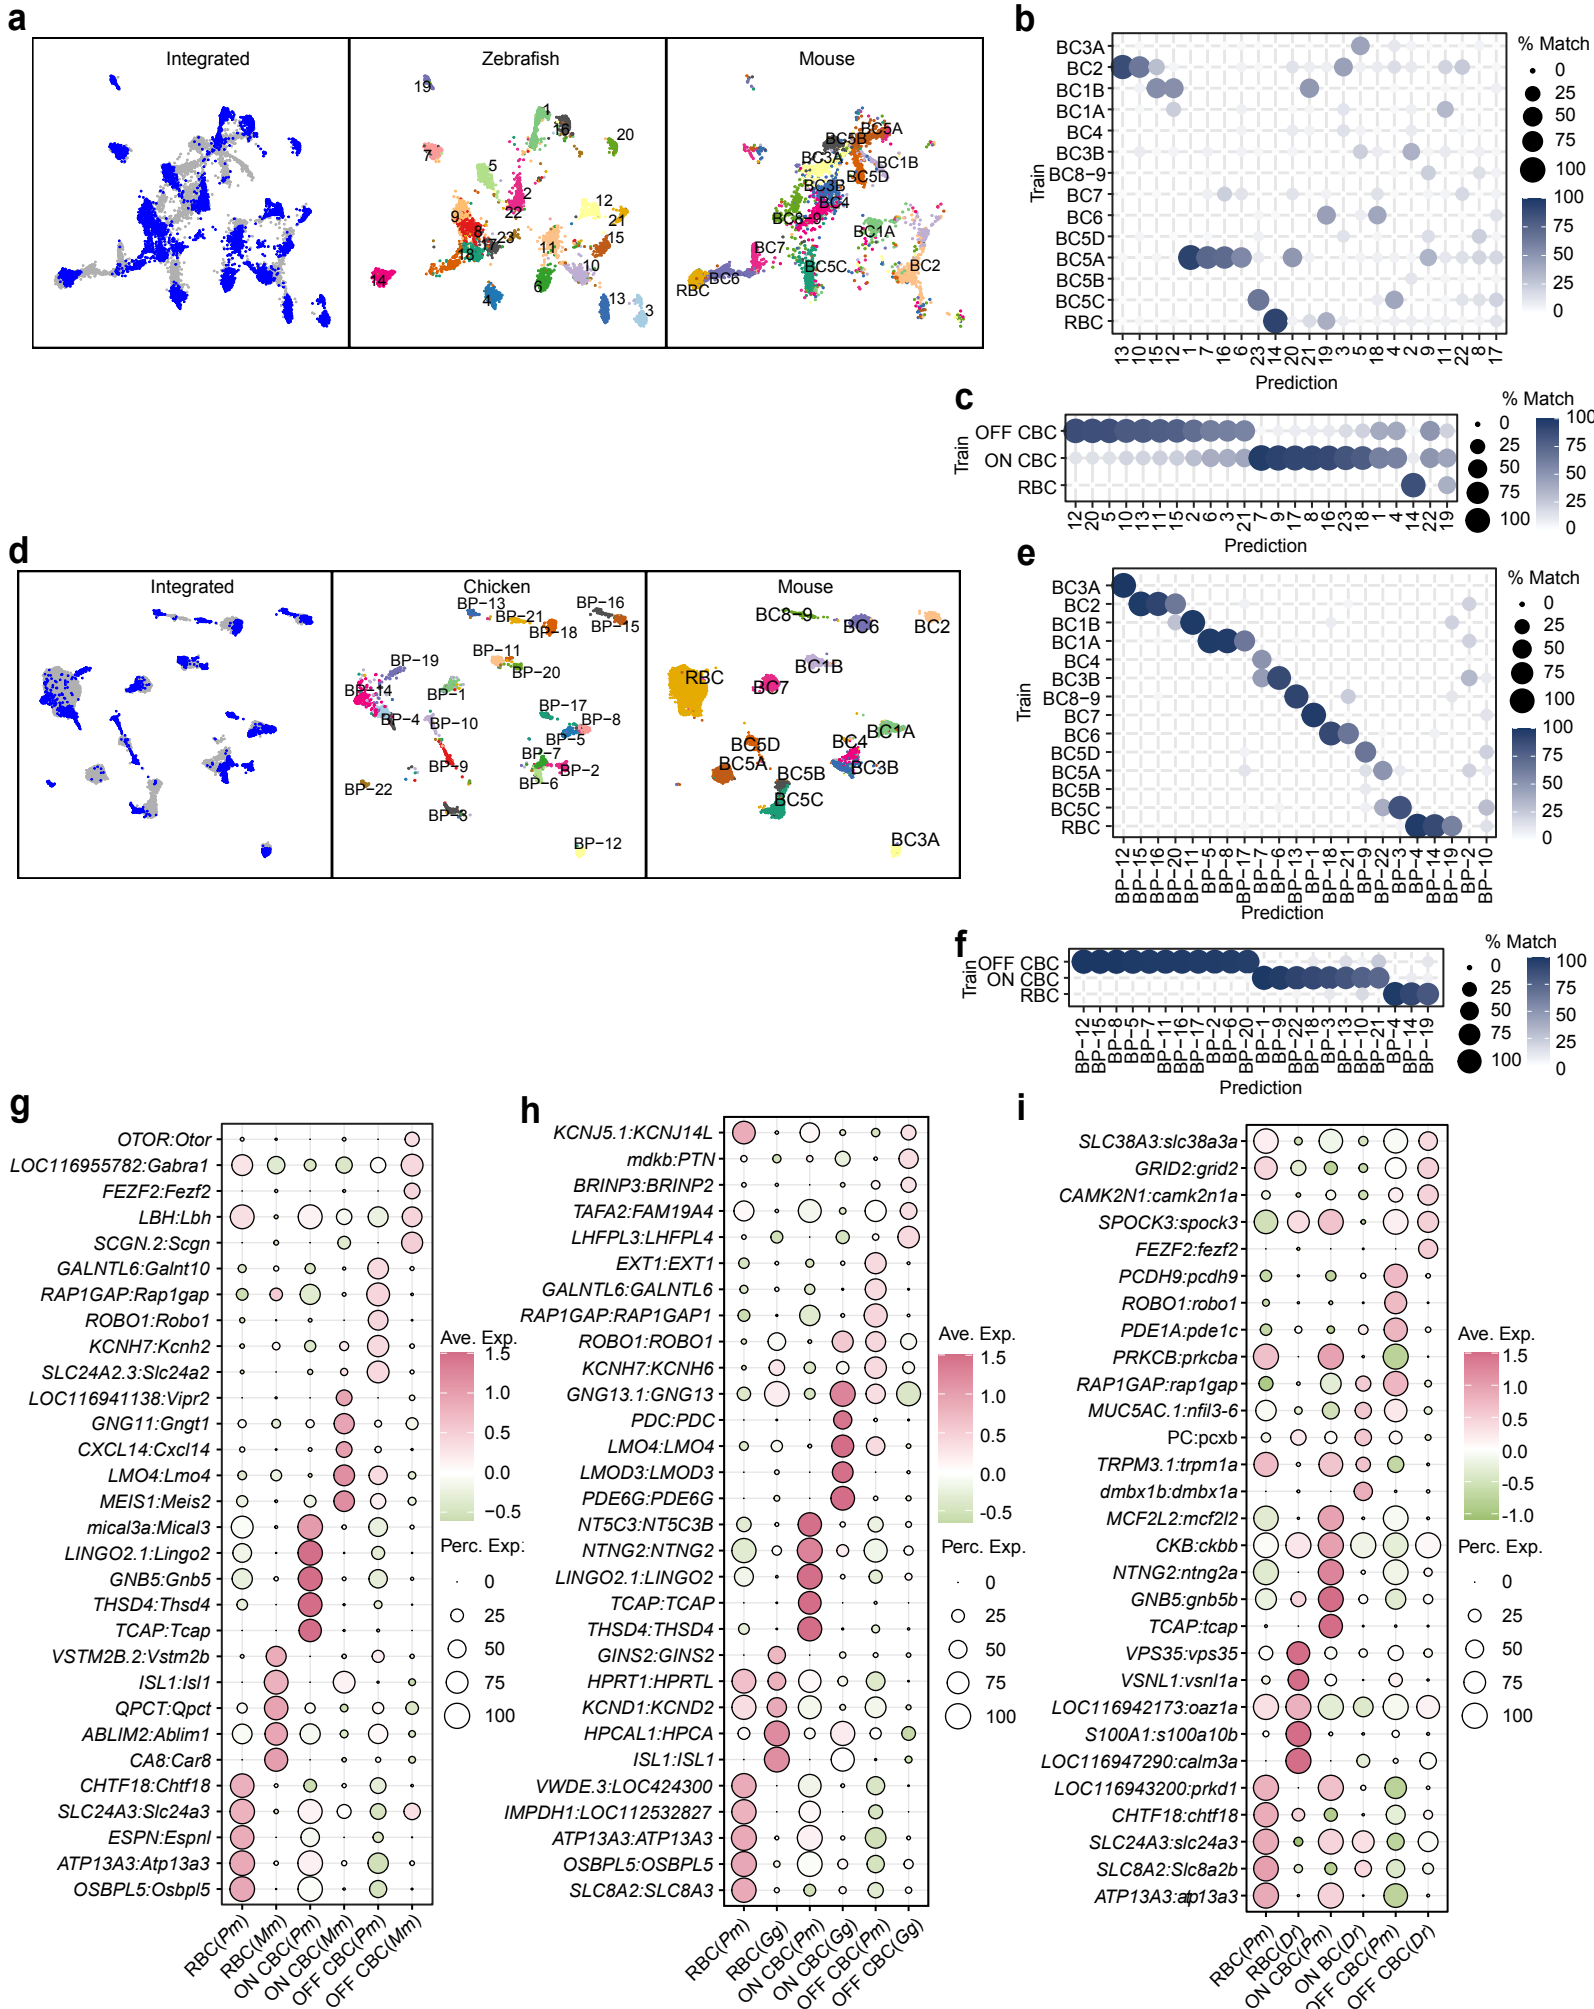

**Supplementary Figure 5. Cross-species comparison of BC types.**

- (a) Transcriptomic integration of zebrafish and mouse BC types via RPCA.
- (b) Confusion matrix of the correspondence of zebrafish BC types to mouse BC types. Mouse BC types were used as a training dataset. See Source Data.
- (c) Confusion matrix of the correspondence of zebrafish BC types to mouse BC subclasses. Mouse BC subclasses were used as a training dataset. See Source Data.
- (d) Transcriptomic integration of chicken and mouse BC types via RPCA.
- (e) Confusion matrix of the correspondence of chicken BC types to mouse BC types. Mouse BC types were used as a training dataset. See Source Data.
- (f) Confusion matrix of the correspondence of chicken BC types to mouse BC subclasses. Mouse BC subclasses were used as a training dataset. See Source Data.
- (g-i) Dot plots showing species-specific markers of BC subclasses between lamprey and mouse (g), lamprey and chicken (h), and lamprey and zebrafish (i). See Source Data.

Figure S6

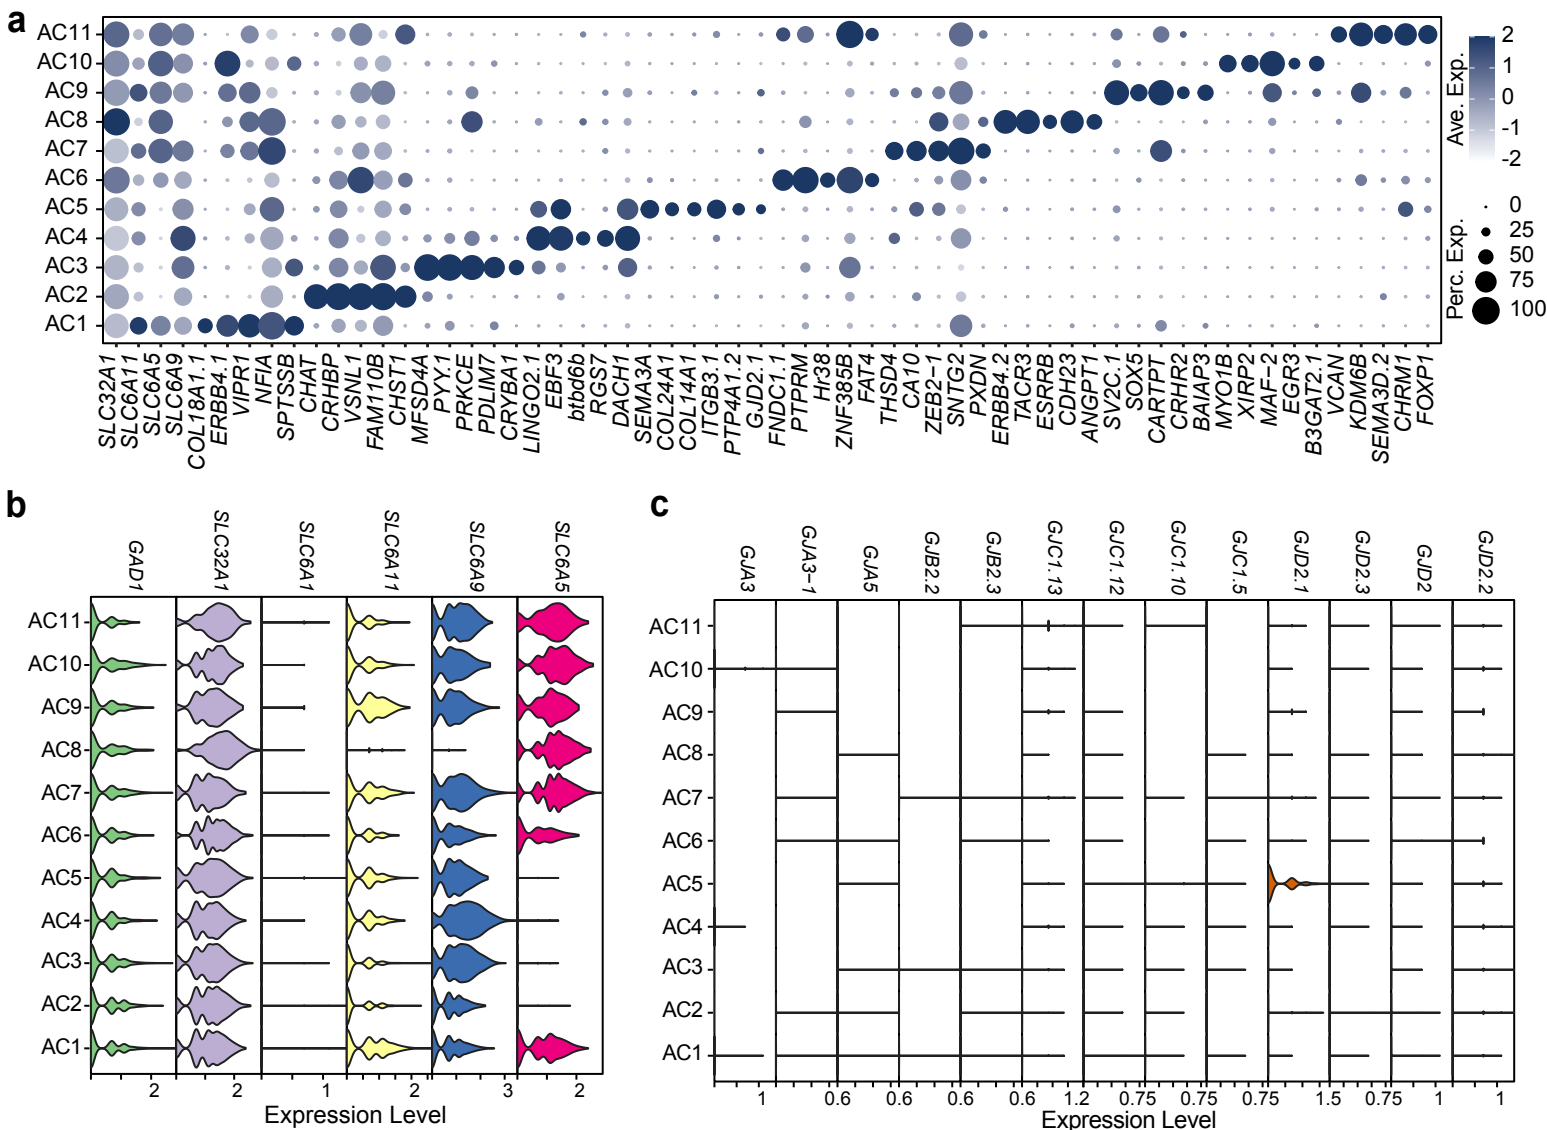

**Supplementary Figure 6. Gene expression in lamprey AC types**

(a) Dot plot showing the expression of genes for GABA transporters (*SLC32A1* and *SLC6A11*) and glycine transporters (*SLC6A5* and *SLC6A9*) together with marker genes for individual AC clusters. See Source Data.

(b) Stacked violin plot showing the expression patterns of all GABA and glycine transporters in lamprey AC types.

(c) Stacked violin plot showing the expression patterns of all gap junction genes in lamprey AC types.

Figure S7

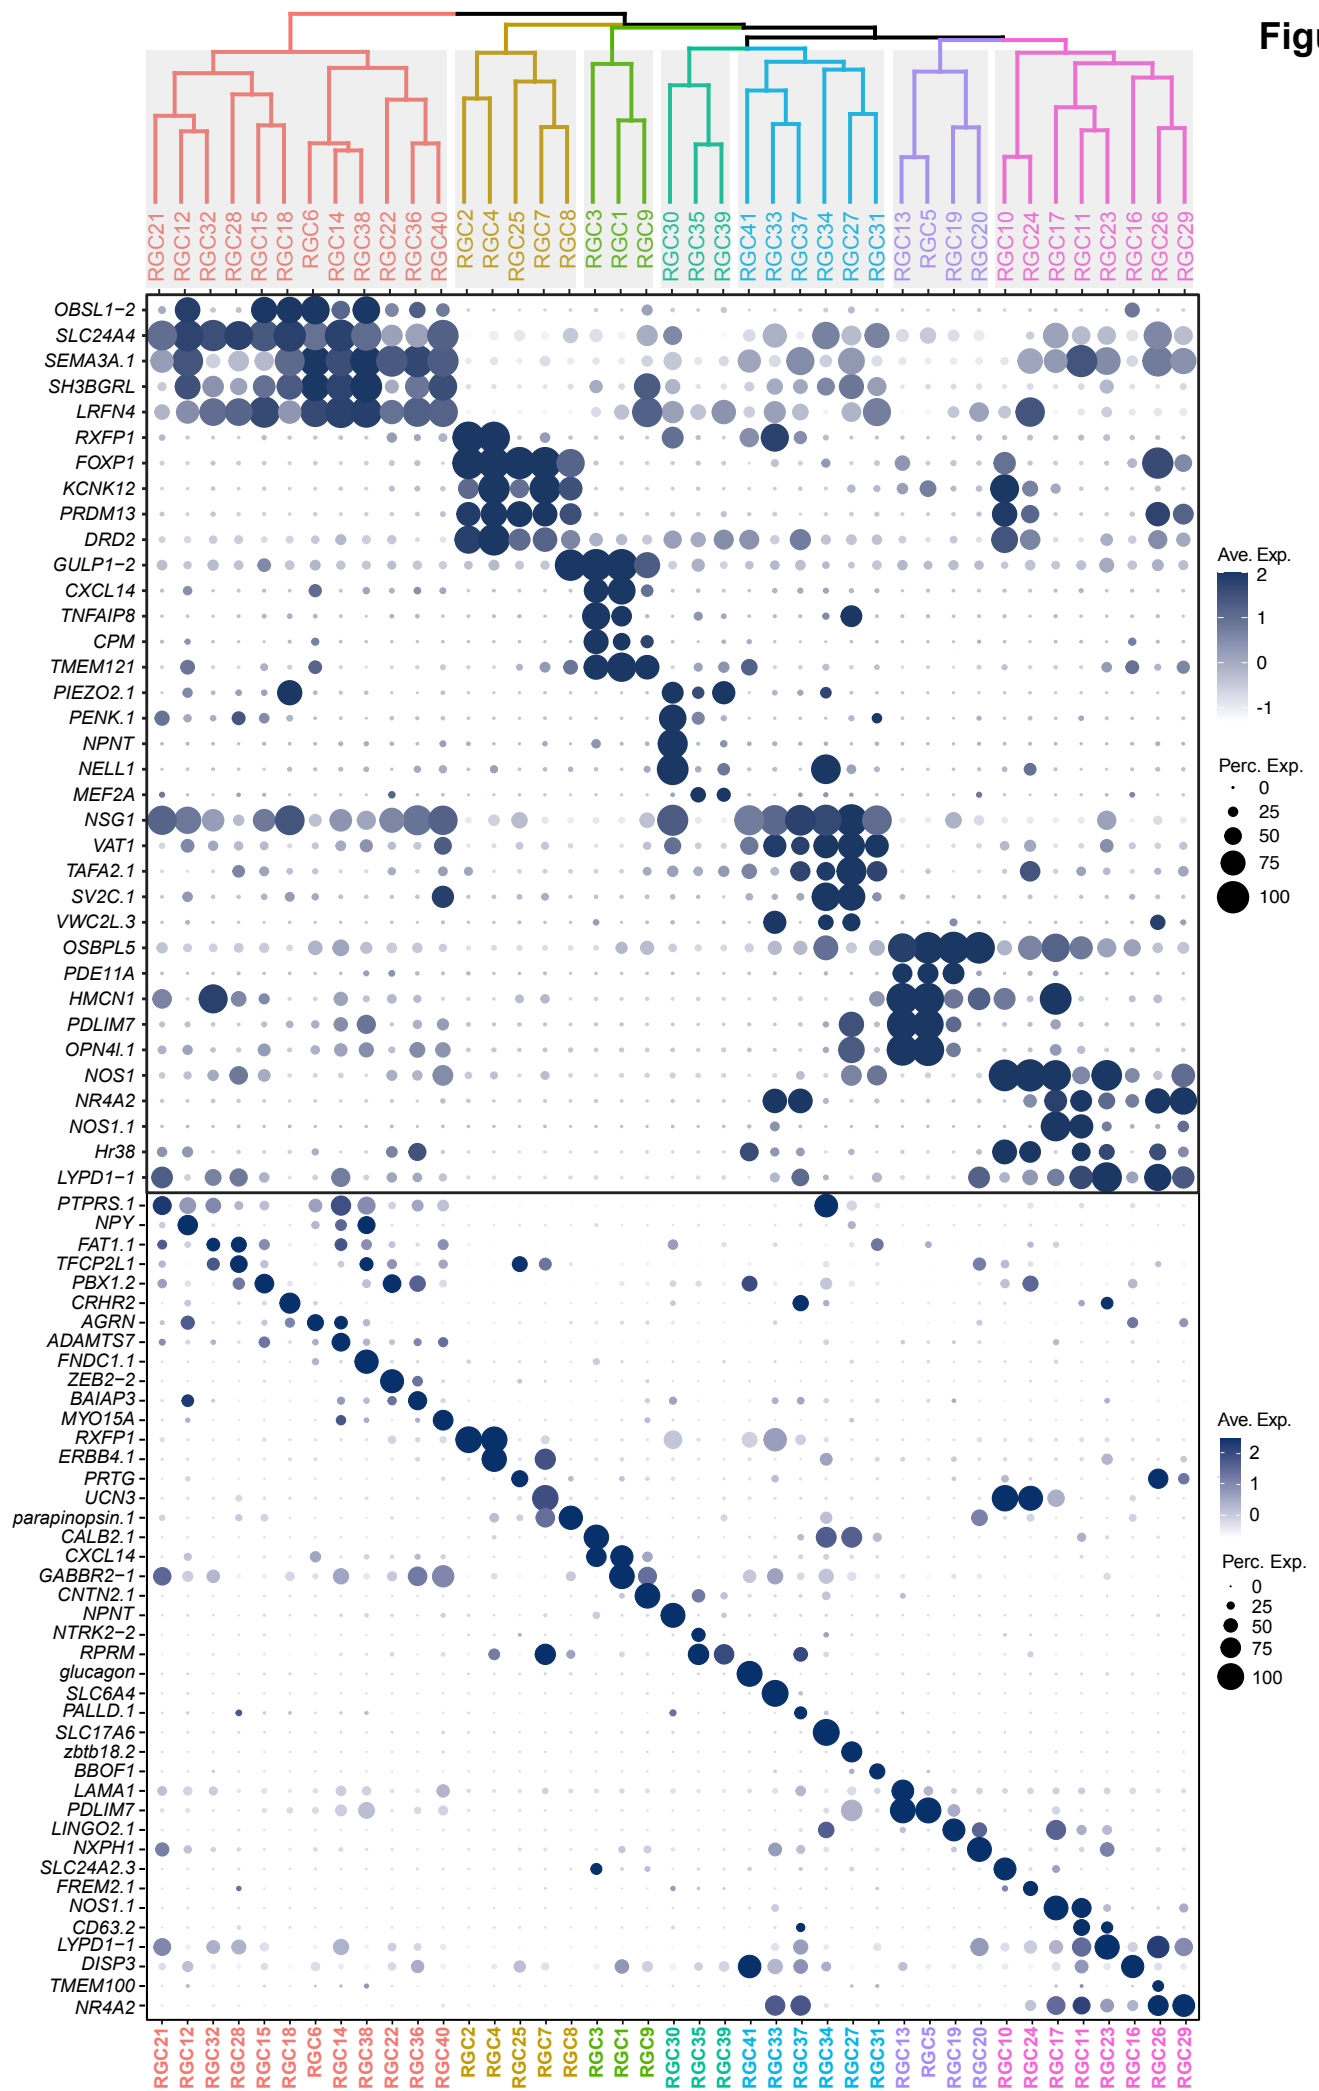

**Supplementary Figure 7. Expression patterns of marker genes for RGC subgroups and types.**

The dendrogram at the top shows the hierarchical relationships among RGC types, constructed from agglomerative hierarchical clustering based on correlation distance. RGC types are grouped into seven subgroups based on Pearson correlation coefficients calculated between each pair of RGC types from the top 3,000 highly variable genes. These seven RGC subgroups are visually distinguished by different colors and enclosed within shadow boxes. Subgroup-specific markers are shown in the top dot plot, while the expression patterns of markers for individual RGC types are presented in the bottom dot plot. See Source Data.

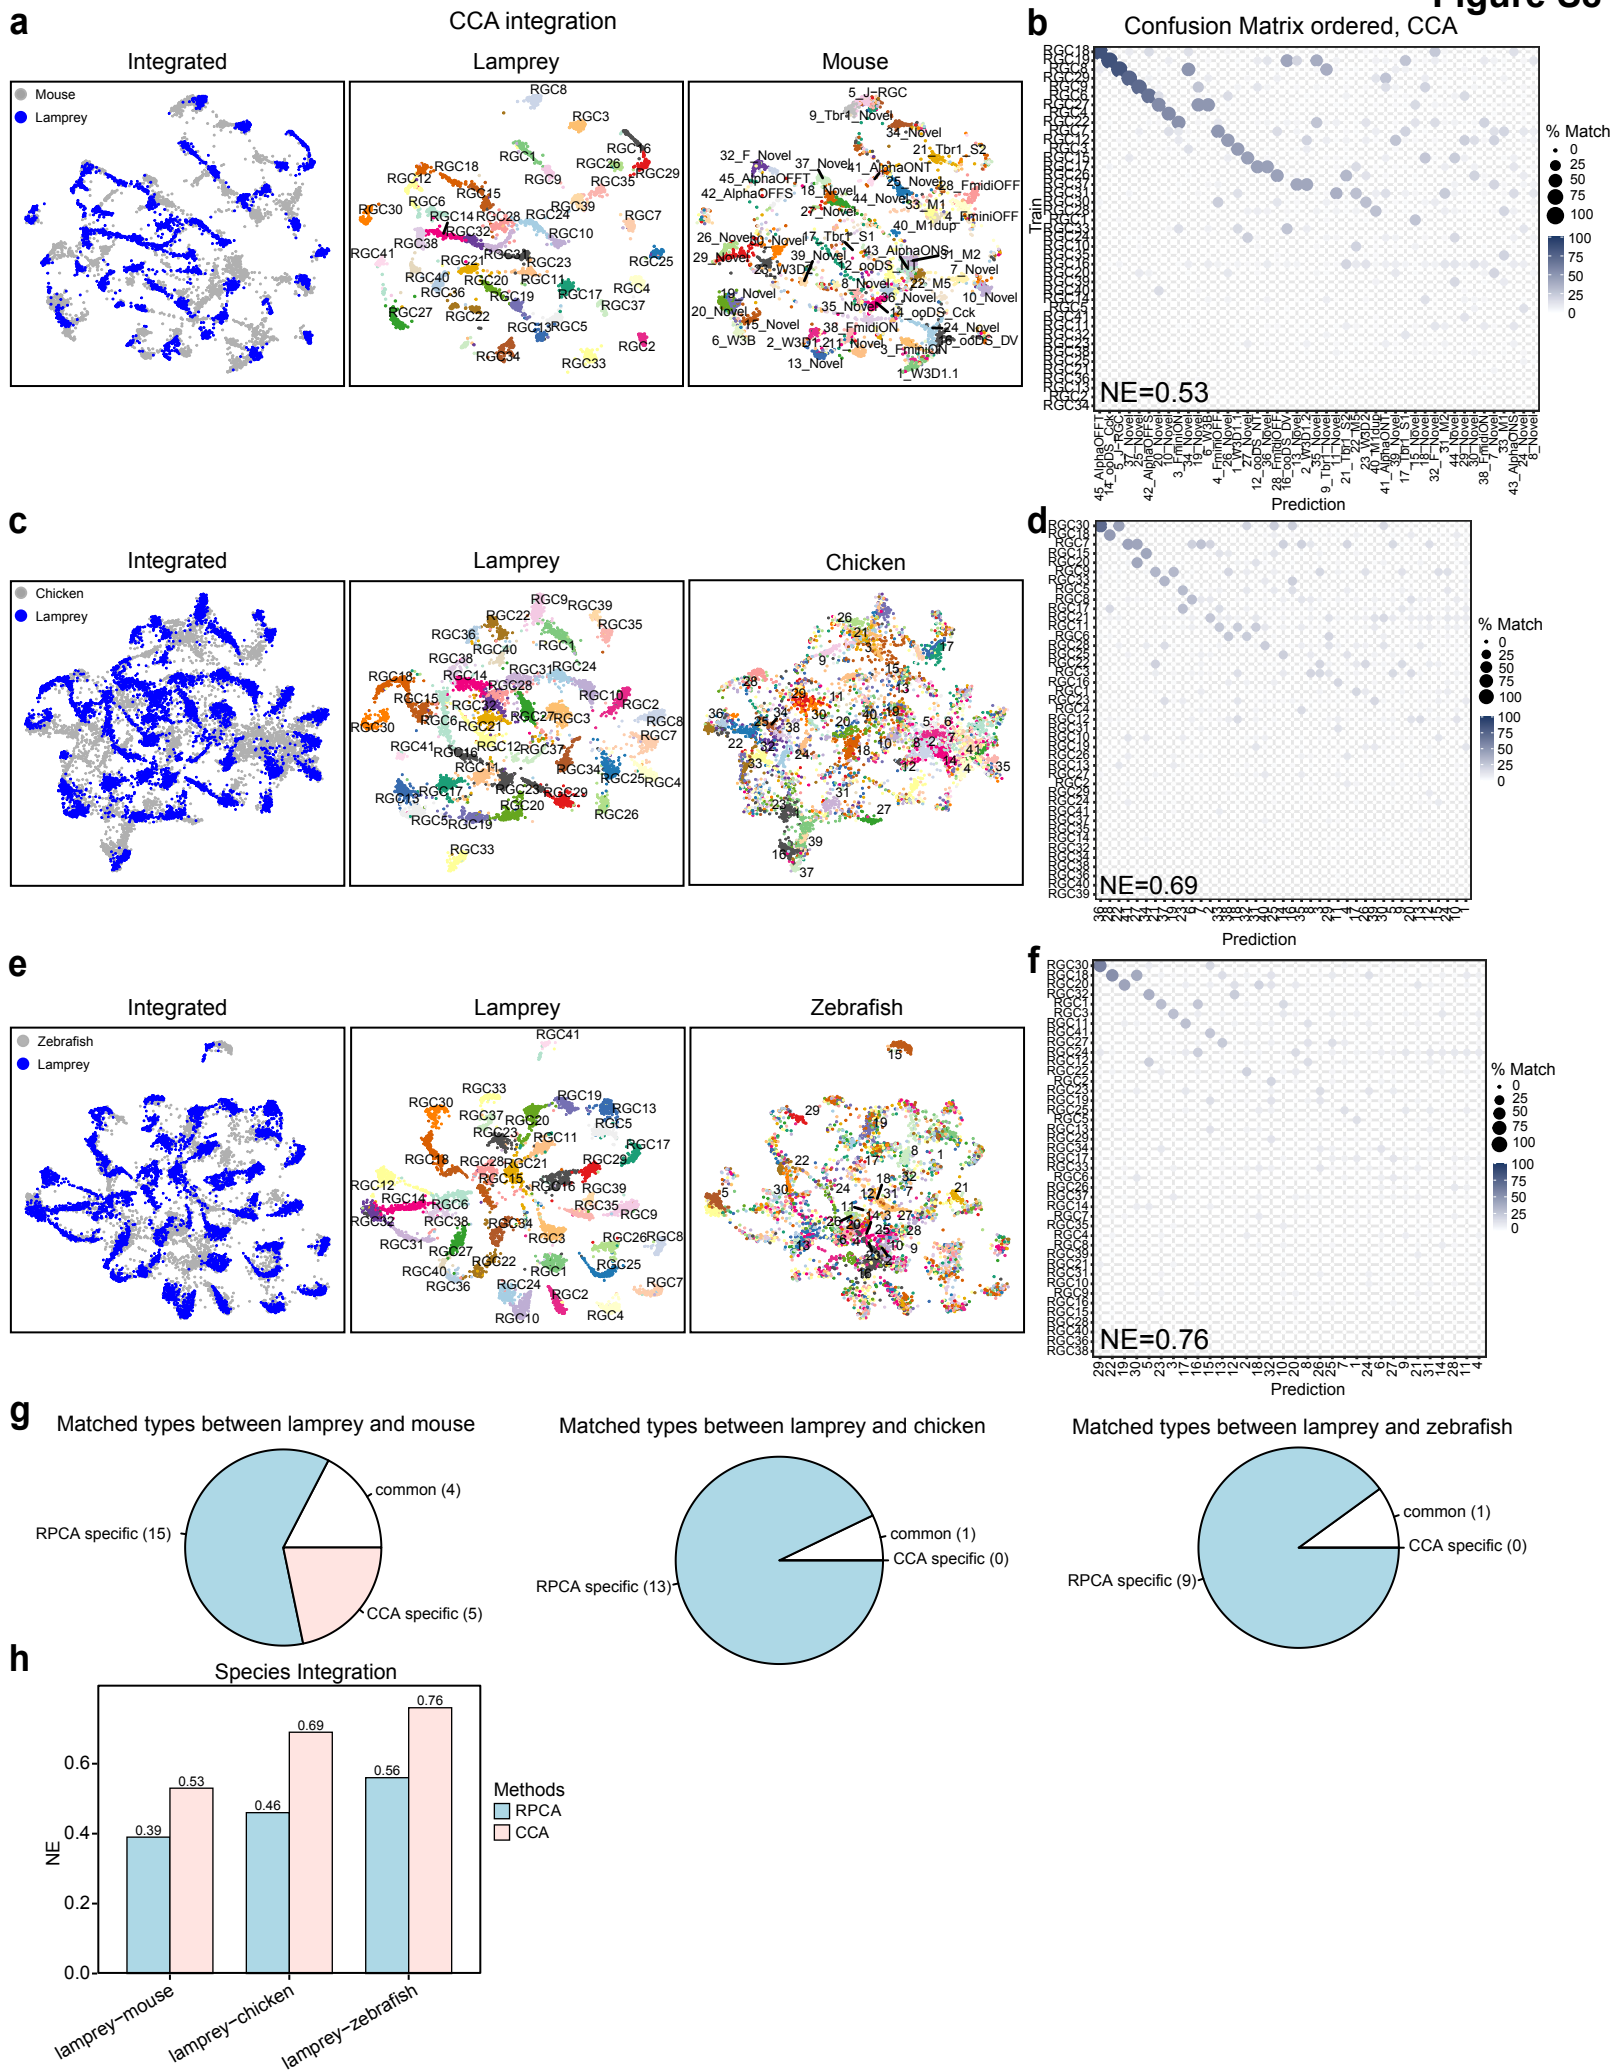

**Supplementary Figure 8. Cross-species integration of RGC types.**

- (a) Transcriptomic integration of lamprey and mouse RGC types via CCA, with both integrated and species-specific clusters presented in separated UMAP plots.
- (b) Confusion matrix of the correspondence of mouse RGC types to lamprey ones. Lamprey RGC types were used as a training dataset. NE, Normalized Entropy. See Source Data.
- (c) Transcriptomic integration of lamprey and chicken RGC types via CCA, with both integrated and species-specific clusters presented in separated UMAP plots.
- (d) Confusion matrix of the correspondence of chicken RGC types to lamprey ones. Lamprey RGC types were used as a training dataset. See Source Data.
- (e) Transcriptomic integration of lamprey and zebrafish RGC types via CCA, with both integrated and species-specific clusters presented in separated UMAP plots.
- (f) Confusion matrix of the correspondence of zebrafish RGC types to lamprey ones. Lamprey RGC types were used as a training dataset. See Source Data.
- (g) Pie charts showing the comparison of matched cell type numbers between CCA and RPCA methods. See Source Data.
- (h) Bar plot showing the comparison of NE values between CCA and RPCA. A lower NE value indicates higher prediction confidence. See Source Data.

**a**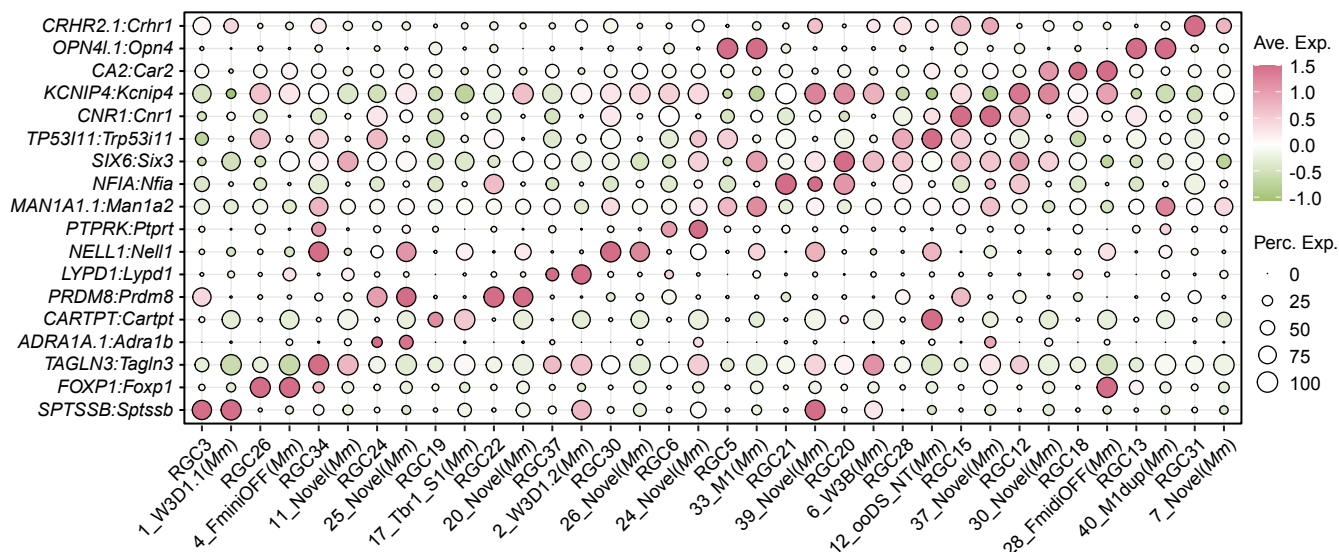**b**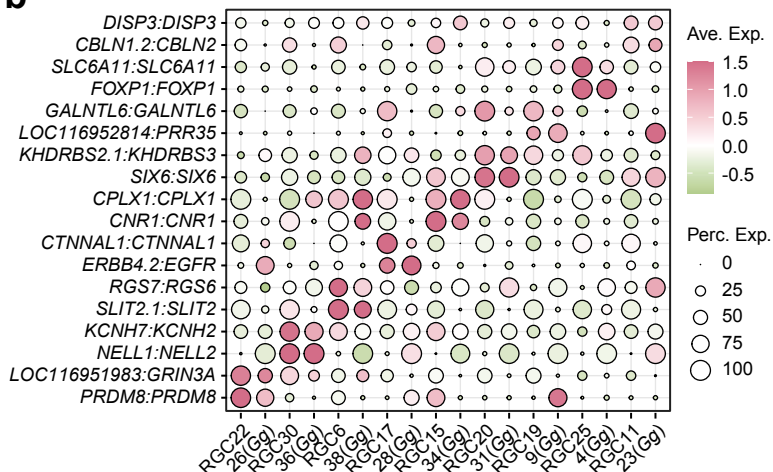**c**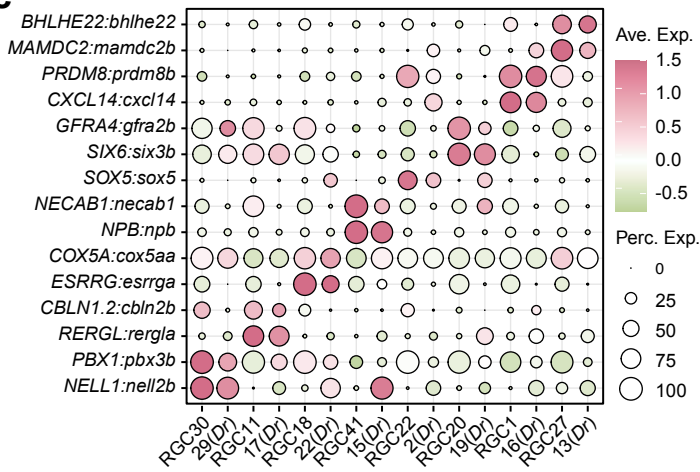

**Supplementary Figure 9. Conserved markers showed conserved RGC types between species.**

- (a) Dot plot showing conserved markers between matched lamprey and mouse RGC types.
  - (b) Dot plot showing conserved markers between matched lamprey and chicken RGC types.
  - (c) Dot plot showing conserved markers between matched lamprey and zebrafish RGC types.
- See Source Data.

Figure S10

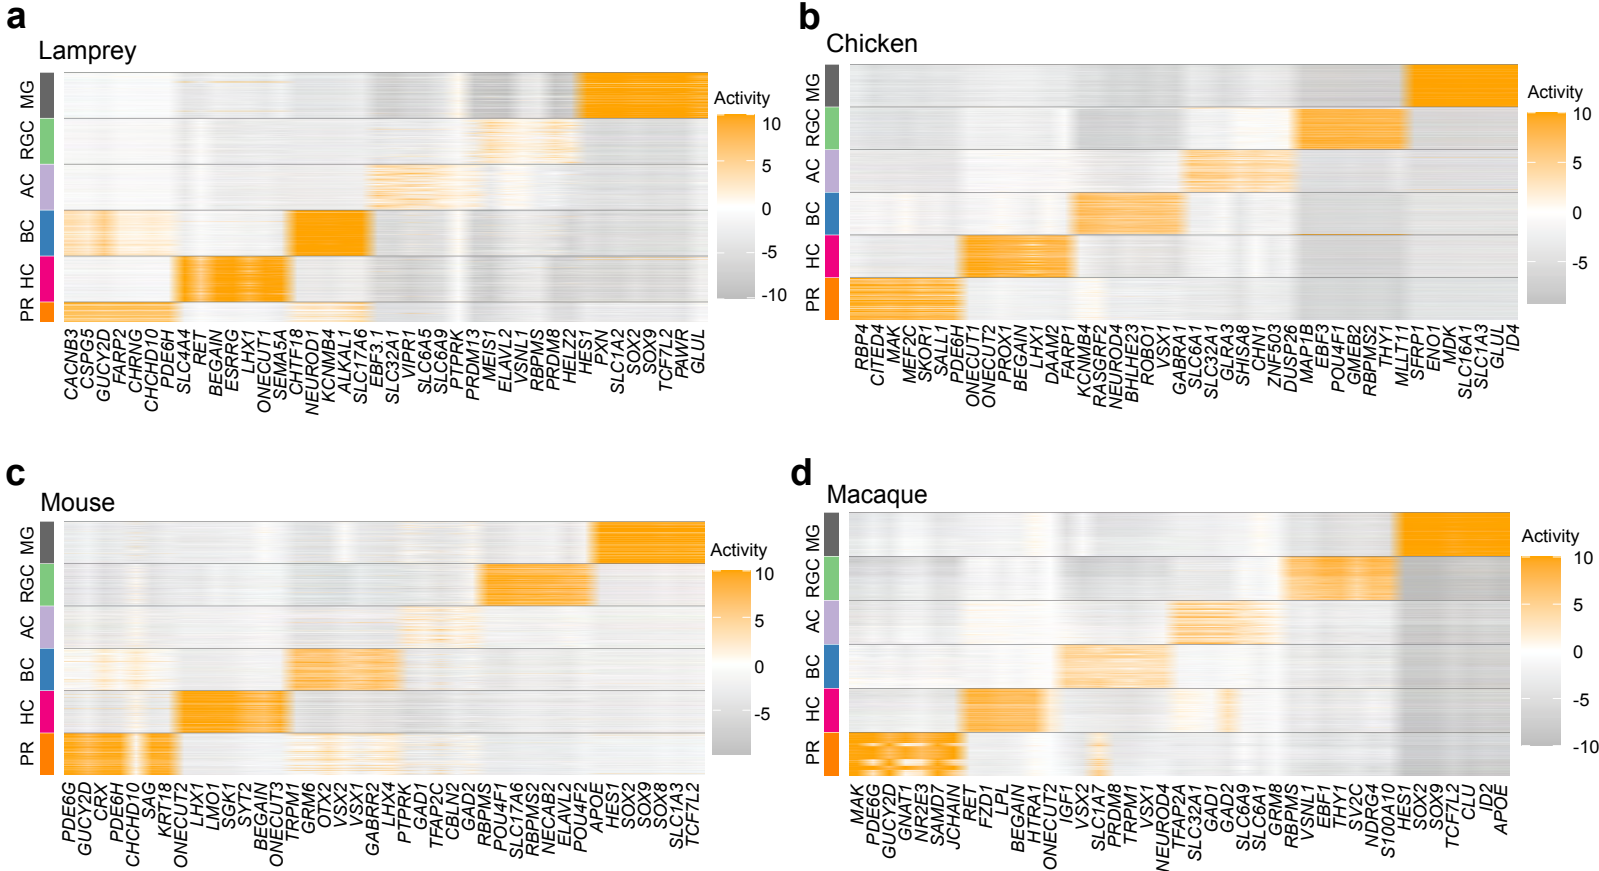

**Supplementary Figure 10. Identification of class-specific regulators in four vertebrate species.**

- (a) Heatmap showing activities of class-specific regulators in lamprey.
- (b) Heatmap showing activities of class-specific regulators in chicken.
- (c) Heatmap showing activities of class-specific regulators in mouse.
- (d) Heatmap showing activities of class-specific regulators in macaque.

Figure S11

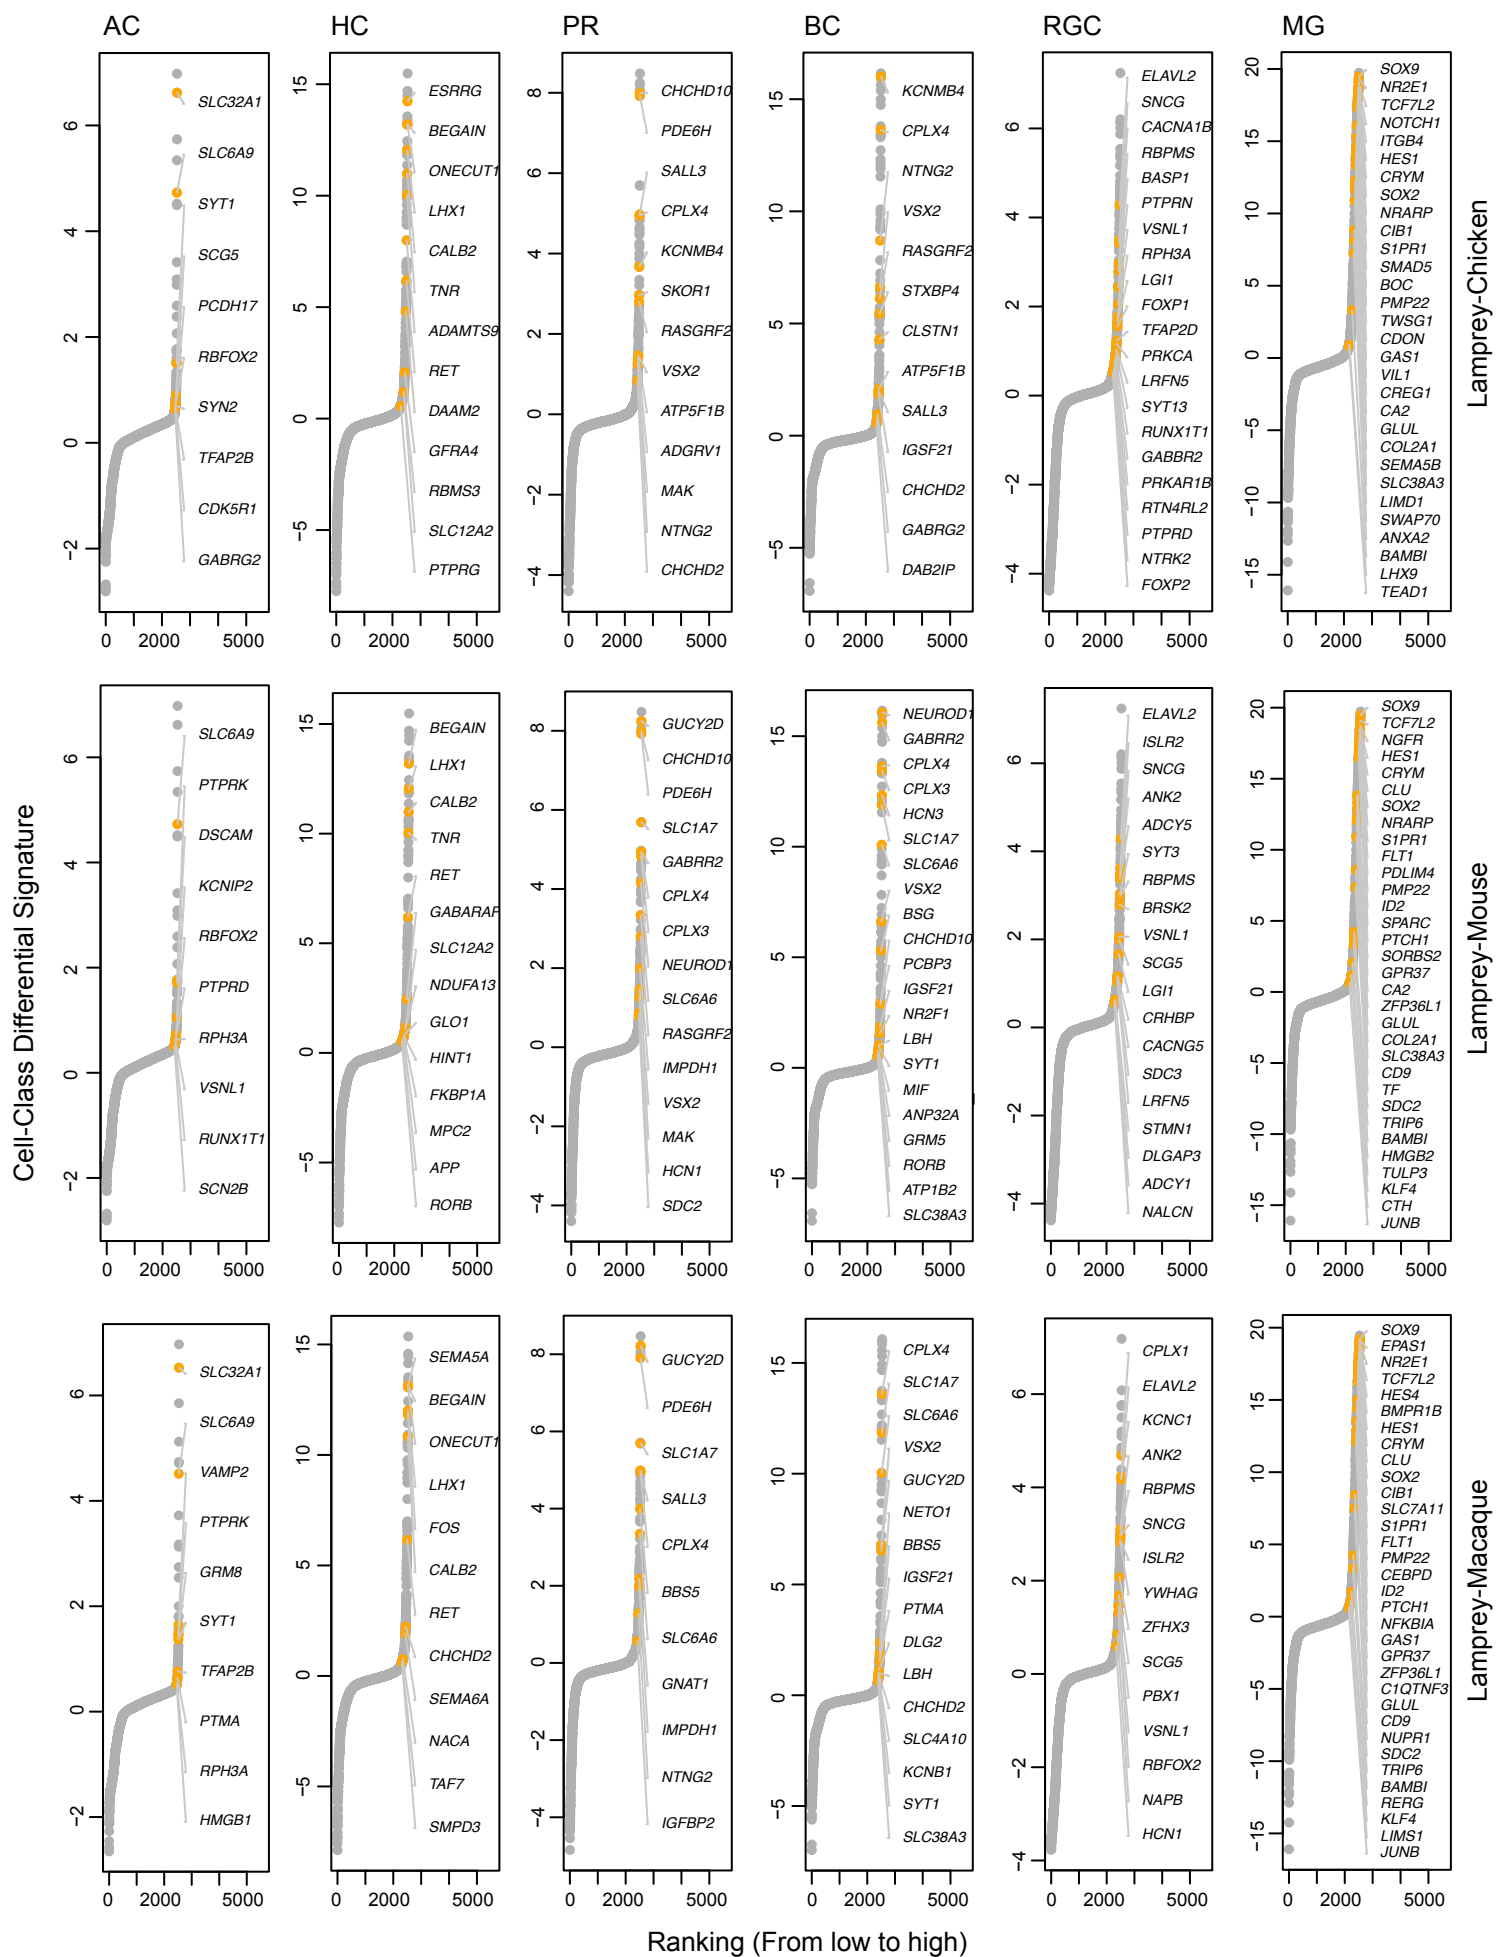

**Supplementary Figure 11. Comparison of class-specific regulators between the lamprey and three jawed species.**

Waterfall plots depicting all inferred proteins in the lamprey, ranked by their cell-class specificity. Top active regulators in the lamprey that are also activated in chicken (top), mouse (middle), and macaque (bottom) are highlighted in yellow and shown with the gene name.

**Supplementary Table 1. Published Datasets Used in This Study**

| <b>Dataset</b> | <b>GEO</b> | <b>Dataset URL</b>                                                                                                                                                                                                                                                                              | <b>Usage</b>              | <b>Reference</b>                  |
|----------------|------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------|-----------------------------------|
| Mouse PR       | GSE135406  | <a href="https://github.com/jiewang/Single-cell-retinal-regeneration">https://github.com/jiewang/Single-cell-retinal-regeneration</a>                                                                                                                                                           | Cross-Species Integration | Hoang et al. ( <i>Ref 31</i> )    |
| Mouse BC       | GSE81905   | <a href="https://singlecell.broadinstitute.org/single_cell/study/SCP3/retinal-bipolar-neuron-drop-seq">https://singlecell.broadinstitute.org/single_cell/study/SCP3/retinal-bipolar-neuron-drop-seq</a>                                                                                         | Cross-Species Integration | Shekhar et al. ( <i>Ref 33</i> )  |
| Chicken BC     | GSE159107  | <a href="https://singlecell.broadinstitute.org/single_cell/study/SCP1159/a-cell-atlas-of-the-chick-retina-based-on-single-cell-transcriptomics">https://singlecell.broadinstitute.org/single_cell/study/SCP1159/a-cell-atlas-of-the-chick-retina-based-on-single-cell-transcriptomics</a>       | Cross-Species Integration | Yamagata et al. ( <i>Ref 19</i> ) |
| Zebrafish BC   | GSE237214  | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237214">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237214</a>                                                                                                                                                         | Cross-Species Integration | Hellevik et al. ( <i>Ref 35</i> ) |
| Chicken HC     | GSE159107  | <a href="https://singlecell.broadinstitute.org/single_cell/study/SCP1159/a-cell-atlas-of-the-chick-retina-based-on-single-cell-transcriptomics">https://singlecell.broadinstitute.org/single_cell/study/SCP1159/a-cell-atlas-of-the-chick-retina-based-on-single-cell-transcriptomics</a>       | Cross-Species Integration | Yamagata et al. ( <i>Ref 19</i> ) |
| Mouse SAC      | GSE132555  | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM3872341">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM3872341</a>                                                                                                                                                       | Cross-Species Integration | Peng et al. ( <i>Ref 30</i> )     |
| Mouse AC       | GSE149715  | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149715">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149715</a>                                                                                                                                                         | Cross-Species Integration | Yan et al. ( <i>Ref 34</i> )      |
| Chicken AC     | GSE159107  | <a href="https://singlecell.broadinstitute.org/single_cell/study/SCP1159/a-cell-atlas-of-the-chick-retina-based-on-single-cell-transcriptomics">https://singlecell.broadinstitute.org/single_cell/study/SCP1159/a-cell-atlas-of-the-chick-retina-based-on-single-cell-transcriptomics</a>       | Cross-Species Integration | Yamagata et al. ( <i>Ref 19</i> ) |
| Mouse RGC      | GSE137400  | <a href="https://singlecell.broadinstitute.org/single_cell/study/SCP509/mouse-retinal-ganglion-cell-adult-atlas-and-optic-nerve-crush-time-series">https://singlecell.broadinstitute.org/single_cell/study/SCP509/mouse-retinal-ganglion-cell-adult-atlas-and-optic-nerve-crush-time-series</a> | Cross-Species Integration | Tran et al. ( <i>Ref 52</i> )     |

|               |           |                                                                                                                                                                                                                                                                                           |                           |                          |
|---------------|-----------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------|--------------------------|
| Chicken RGC   | GSE159107 | <a href="https://singlecell.broadinstitute.org/single_cell/study/SCP1159/a-cell-atlas-of-the-chick-retina-based-on-single-cell-transcriptomics">https://singlecell.broadinstitute.org/single_cell/study/SCP1159/a-cell-atlas-of-the-chick-retina-based-on-single-cell-transcriptomics</a> | Cross-Species Integration | Yamagata et al. (Ref 19) |
| Zebrafish RGC | GSE152842 | <a href="https://drive.google.com/drive/folders/1baRKtDkD4d8-6tG8P9v8VcjtUDpWeq5m">https://drive.google.com/drive/folders/1baRKtDkD4d8-6tG8P9v8VcjtUDpWeq5m</a>                                                                                                                           | Cross-Species Integration | Kolsch et al. (Ref 74)   |
| Mouse         | GSE149715 | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149715">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149715</a>                                                                                                                                                   | Protein Activity Analysis | Yan et al. (Ref 34)      |
| Chicken       | GSE159107 | <a href="https://singlecell.broadinstitute.org/single_cell/study/SCP1159/a-cell-atlas-of-the-chick-retina-based-on-single-cell-transcriptomics">https://singlecell.broadinstitute.org/single_cell/study/SCP1159/a-cell-atlas-of-the-chick-retina-based-on-single-cell-transcriptomics</a> | Protein Activity Analysis | Yamagata et al. (Ref 19) |
| Macaque       | GSE118480 | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118480">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118480</a>                                                                                                                                                   | Protein Activity Analysis | Peng et al. (Ref 30)     |

The Dataset URL links to the processed dataset if it is used.

For the raw dataset, we preprocessed the data following the Seurat guided clustering tutorial ([https://satijalab.org/seurat/articles/pbm3k\\_tutorial](https://satijalab.org/seurat/articles/pbm3k_tutorial)).

**Supplementary Table 2: The Information of RNA Probes**

| Target Genes     | Primers (The T7 promoter sequences are placed in the reverse primer and indicated with lower cases) | Probe Length (bp) | Tag        | Sequence Reference |
|------------------|-----------------------------------------------------------------------------------------------------|-------------------|------------|--------------------|
| <i>NEUROD1</i>   | Forward: GGAAGTGCAGTCTCAACACG; reverse: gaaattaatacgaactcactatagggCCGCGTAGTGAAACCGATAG              | 1037              | DIG        | XM_032946356.1     |
| <i>SLC32A1</i>   | Forward: CAATTCTCTCGTCATCGGCTA; reverse: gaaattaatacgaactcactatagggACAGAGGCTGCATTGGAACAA            | 1074              | DIG        | XM_032952818       |
| <i>GLUL</i>      | Forward: GTTCGGGAAGCACTCTCTCC; reverse: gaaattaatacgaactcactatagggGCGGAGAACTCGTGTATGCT              | 1020              | DIG        | XM_032973232.1     |
| <i>RHO</i>       | Forward: TGAACGGCACAGAGGGAGAA; reverse: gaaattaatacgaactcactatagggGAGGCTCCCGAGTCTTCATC              | 1006              | DIG<br>Flu | XM_032971488.1     |
| <i>Red-opsin</i> | Forward: GGCAGGGGGCGATGTTC; reverse: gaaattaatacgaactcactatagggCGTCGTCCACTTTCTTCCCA                 | 1014              | DIG<br>Flu | XM_032971650.1     |
| <i>GNAT1</i>     | Forward: AACGTCAAGTTCGTGTTTCGAC; reverse: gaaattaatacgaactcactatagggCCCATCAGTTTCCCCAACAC            | 1018              | DIG<br>Flu | XM_032954230       |
| <i>GNAT2</i>     | Forward: AGAAGAAGCTCGCCGAAGATG; reverse: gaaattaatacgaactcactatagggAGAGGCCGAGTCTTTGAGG              | 1002              | DIG<br>Flu | XM_032971636       |
| <i>SLC17A6</i>   | Forward: GCGAGCTGACTGCAATGTTT; reverse: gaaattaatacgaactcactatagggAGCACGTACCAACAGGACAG              | 1041              | DIG        | XM_032960051.1     |
| <i>OPN4L1</i>    | Forward: ATGGTCTCCCTCTCGCAGAT; reverse: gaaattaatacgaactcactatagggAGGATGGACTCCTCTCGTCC              | 1126              | DIG        | XM_032944209.1     |
| <i>CHAT</i>      | Forward: TCCCCCACTTCGAGTGTAGT; reverse: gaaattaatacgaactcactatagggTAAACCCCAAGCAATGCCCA              | 1041              | DIG        | XM_032959092.1     |
| <i>MEGF10</i>    | Forward: TTCTGTGAGGAGGTTTGCCC; reverse: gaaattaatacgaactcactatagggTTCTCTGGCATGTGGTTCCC              | 1183              | DIG        | XM_032953473.1     |

DIG: Digoxigenin; Flu: Fluorescein

**Supplementary Table 3. Parameters for Removing Low-quality Cells in Lamprey Cell Classes.**

| <b>Class</b> | <b>nFeature_RNA</b> | <b>nCount_RNA</b> |
|--------------|---------------------|-------------------|
| AC           | >700 & <5000        | >950 & <15000     |
| BC           | >300 & <7000        | >500 & <32000     |
| HC           | >1500 & <7200       | >2500 & <40000    |
| MG           | >330 & <9000        | >500 & <61500     |
| PR           | >350 & <4350        | >500 & <14800     |
| RGC          | >1000 & <6000       | >1400 & <29500    |

**Supplementary Table 4. Cross-species Integration Parameters and Hyperparameters**

| Integration                                   | Integration method | Down-sample Parameter (# cells per type)     | k. anchor |
|-----------------------------------------------|--------------------|----------------------------------------------|-----------|
| Lamprey-mouse PR (Fig. 2d)                    | CCA                | NA                                           | Default   |
| Lamprey-mouse BC (Fig. 3f)                    | CCA                | NA                                           | Default   |
| Lamprey-mouse BC (Supplementary Fig. 4g)      | RPCA               | Lamprey 50;<br>Mouse nonRBC 300,<br>RBC 800  | 10        |
| Lamprey-mouse BC (Fig. 3h)                    | RPCA               | Lamprey 50;<br>Mouse nonRBC 300,<br>RBC 1000 | 20        |
| Lamprey-chicken BC (Fig. 3h)                  | RPCA               | Lamprey 50;<br>Chicken 200                   | 20        |
| Lamprey-zebrafish BC (Fig. 3h)                | RPCA               | Lamprey 300*;<br>Zebrafish 200               | 20        |
| Mouse-chicken BC (Supplementary Fig. 5d)      | RPCA               | Mouse NA;<br>Chicken 200                     | 20        |
| Mouse-zebrafish BC (Supplementary Fig. 5a)    | RPCA               | Lamprey 300;<br>Zebrafish 300                | 20        |
| Lamprey-chicken HC (Fig. 4d)                  | CCA                | NA                                           | Default   |
| Lamprey-mouse SAC (Fig. 4j)                   | CCA                | NA                                           | Default   |
| Lamprey-mouse AC (Fig. 5a)                    | CCA                | Lamprey NA;<br>Mouse 200                     | Default   |
| Lamprey-chicken AC (Fig. 5b)                  | CCA                | Lamprey 100;<br>Chicken 100                  | Default   |
| Lamprey-mouse RGC (Fig. 6a)                   | RPCA               | Lamprey 200;<br>Mouse 200                    | 20        |
| Lamprey-chicken RGC (Fig. 6a)                 | RPCA               | Lamprey 200;<br>Chicken 200                  | 20        |
| Lamprey-zebrafish RGC (Fig. 6a)               | RPCA               | Lamprey 200;<br>Zebrafish 200                | 20        |
| Lamprey-mouse RGC (Supplementary Fig. 8a)     | CCA                | Lamprey 100;<br>Mouse 100                    | Default   |
| Lamprey-chicken RGC (Supplementary Fig. 8c)   | CCA                | Lamprey 200;<br>Chicken 200                  | Default   |
| Lamprey-zebrafish RGC (Supplementary Fig. 8e) | CCA                | Lamprey 200;<br>Zebrafish 200                | Default   |

NA, Not Applicable. All the cells were used.

\* The number of cells per subclass.

**Supplementary Table 5. Downsampling Parameters for Generating the ARACNe-AP Network.**

| Species | Down-sampled Cell Number per Class per Sample | Number of Sample |
|---------|-----------------------------------------------|------------------|
| Lamprey | NonRGC 200; RGC 400                           | 2                |
| Chicken | 150                                           | 1                |
| Mouse   | 100                                           | 1                |
| Macaque | 200                                           | 3                |

# Supplementary material for: Molecular characterization of the sea lamprey retina illuminates the evolutionary origin of retinal cell types
**Source:** Nat Commun. 2024 Dec 30;15:10761. doi: 10.1038/s41467-024-55019-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Supplementary Data 1**: Correspondence of Gene Names Across GTF Files and Count Matrix.

**Supplementary Data 2**: Orthologous Gene Relationships Across Lamprey, Zebrafish, Chicken, Mouse, Macaque, and Human.

2a) Orthologous Genes Across Lamprey, Zebrafish, Chicken, Mouse, Macaque, and Human.

2b) Orthologous Genes between Lamprey and Zebrafish.

2c) Orthologous Genes between Lamprey and Chicken.

2d) Orthologous Genes between Lamprey and Mouse.

2e) Orthologous Genes between Lamprey and Mouse.

2f) Orthologous Genes between Lamprey and Human.

# Supplementary material for: Molecular characterization of the sea lamprey retina illuminates the evolutionary origin of retinal cell types
**Source:** Nat Commun. 2024 Dec 30;15:10761. doi: 10.1038/s41467-024-55019-x
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Libraries of single-cell and single nuclei RNAseq were sequenced on the Illumina NovaSeq S4 platform. TruSeq libraries were sequenced on the Illumina NextSeq 500 platform.                                                                                                                                                                                                                                                                                            |
| Data analysis   | Tru-Seq data were analyzed with SAMtools (v1.9), StringTie2 (v2.1.4), and HiSat2 (v2.2.0). ScRNA-seq data were analyzed with Cell Ranger (10X Genomics), Seurat R package (v4.3.0), Harmony (v0.1.1), singleR(v2.2.0), XGBoost (v1.7.3.1), OrthoFinder (v2.4.0), ARACNe-AP, and VIPER (v1.34.0). Customized analysis tools were deposited to <a href="https://github.com/PengYRLab/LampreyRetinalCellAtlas">https://github.com/PengYRLab/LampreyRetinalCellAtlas</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw TruSeq data have been deposited to the Sequence Read Archive (SRA) with accession numbers SRX26477354 and SRX26477355. The scRNA-Seq data

generated in the study have been deposited to the Gene Expression Omnibus (GEO) under accession ID GSE236005. Previously published data utilized in this paper were downloaded from GEO repositories with the following accession numbers: GSE135406 (mouse PR), GSE81905 (mouse BC), GSE159107 (chicken), GSE237214 (zebrafish BC), GSE132555 (mouse SAC), GSE149715 (mouse AC), GSE137400 (mouse RGC), GSE152842 (zebrafish RGC), GSE118480 (macaque). This information is also summarized in Supplementary Table 1. The genome annotation files have been deposited to Zenodo (<https://doi.org/10.5281/zenodo.13975013>). Fluorescence in situ images and immunohistological images have been deposited to Zenodo (<https://doi.org/10.5281/zenodo.13988889>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

NA

Reporting on race, ethnicity, or other socially relevant groupings

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

To capture all the cell types in the retina, a total of 21,474 cells were included in this study

Data exclusions

Data was filtered out based on a minimum of 400 expressed genes per cell and a minimum of 10 cells with detected expression per gene, and a high percentage of mitochondrial and ribosomal gene expression.

Replication

Retinal cells from at least two animals were used for this study.

Randomization

All the sequencing data were mixed from different animal and batches.

Blinding

The investigators were blind to groups.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- |                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

- |                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Mouse anti-PKCa (1:2000, Abcam # ab31, MC5) antibody was used. Donkey anti-mouse secondary antibody, Alexa Fluor 488 (Jackson ImmunoResearch #715-545-150) was used at 1:1000. |
| Validation      | The primary antibody is a commercial antibody and validated by the company.                                                                                                    |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                               |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | NA                                                                                                                                                                                                                                                                            |
| Wild animals            | Sea lamprey, <i>Petromyzon marinus</i> Linnaeus 1758, were provided by the Hammond Bay Biological Station of the United States Geological Survey (USGS), Millersburg, MI, USA.                                                                                                |
| Reporting on sex        | NA                                                                                                                                                                                                                                                                            |
| Field-collected samples | NA                                                                                                                                                                                                                                                                            |
| Ethics oversight        | Lamprey tissue collection was carried out in accordance with the recommendations of the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health, USA, and was approved by the University of California, Los Angeles, Animal Research Committee. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |    |
|-----------------------|----|
| Seed stocks           | NA |
| Novel plant genotypes | NA |
| Authentication        | NA |

How the deposited data were processed for this re-analysis (not part of the article)

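The retina of adult sea lampreys was measured by droplet-based single-cell RNA-seq in 2 biological replicates, each with 1 library and no other condition. The authors aligned the reads with Cell Ranger to the NCBI+TruSeq reference and deposited, for each library, the count of UMIs per gene and cell barcode for the barcodes that Cell Ranger called as cells. The deposited counts are whole numbers, without normalization, and they precede the cell filters and the cell type assignment. The sample labels name an earlier version of the library kit than the paper's methods and a cell sorting step that the methods do not describe. The paper gives cell numbers for each replicate without naming them and calls the replicates S1 and S2 in its supplement, and the labels tie neither to replicates 1 and 2.

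Replicate 1 held 12933 barcodes and 87882951 UMIs, and replicate 2 held 15958 barcodes and 117426390 UMIs. Barcodes with under 500 UMIs, under 330 genes or over 8950 genes were removed, as the methods say. Of the limits, the lower limit on genes removed 30 and 22 barcodes, and the others removed 0. The Reporting Summary gives a minimum of 400 genes, which was tried as an alternative. It also names a high percentage of mitochondrial and ribosomal expression, without a value, and no such limit was applied. The limits per cell class in Supplementary Table 3 were applied to the groups of clusters described below.

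The deposited gene list gives names from before the authors' renaming, so genes were matched to names through the first 1998 of the 24978 entries of Supplementary Data 1, then the symbols in the list, then the RefSeq table of another assembly (UKy_Petmar_22M1.pri1.0), which was used for names only. The 3 sources named 1998, 5432 and 559 genes. For 30 LOC genes named in both the paper's table and the RefSeq table, 27 had the same symbol. The other 16990 of 24979 genes have no name here, and what the paper reports for them was not analysed here. Of the lamprey genes named for the claims examined, 4 of 25 for photoreceptors, 2 of 8 for bipolar cells, 2 of 14 for horizontal cells, 2 of 15 for starburst cells, 5 of 20 for other amacrine cells, 4 of 14 for ganglion cells and 10 of 13 for the classes were found.

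Clustering used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5 and igraph 0.11.9. Counts were turned into Pearson residuals of a negative binomial model with an overdispersion parameter of 100. The 3000 genes of largest residual variance gave 50 principal components. The components were aligned between the libraries with an own implementation of Harmony (theta 2, sigma 0.1, 10 rounds). A graph of shared nearest neighbours over 20 neighbours was partitioned with the Louvain algorithm at resolution 0.8, the best of 3 seeded starts. The paper's text names Seurat and these steps but not the resolution. The cell type markers and every named gene of the paper were left out of the variable genes, so that a cluster's share of such a gene does not follow from its own use in the clustering. Groups of fewer than 60 cells were not divided further, and the authors' repeated removal of clusters of low quality or contamination was not repeated.

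A cluster of all cells was given the name of a cell type, with "-like", where at least 3 markers of that type, and fewer of any other type, were raised. A marker was raised with UMIs in at least 10% of the cluster's cells and a 2-fold level over the other cells, with 20 CPM added to both. Most markers have no named gene. Of the clusters of all cells, the result for the RCVRN group is given, and results for some markers of other groups are not reported here. The clusters were placed in 8 groups by 1 gene each, in the order RCVRN, CHTF18, HES1, POU4F2 (at least 10% of a cluster's cells with a UMI), BEGAIN, SLC5A7, SLC32A1 and GAD1 (at least 70%). The genes, thresholds and the class limits matched to each group were chosen after the values were seen. BEGAIN and GAD1 are on the list of amacrine markers, so the match of their groups to horizontal and ganglion cells is uncertain. The lowest share of its gene in a cluster of the GAD1 group was 90.0%, and the highest share of SLC32A1 in a cluster below the threshold and in no group was 60.2%.

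For the tests, the UMIs of all cells of a library and cluster were summed where every library had at least 5 cells of the cluster. Sums were normalized by TMM and compared with edgeR 4.0.16 in R 4.3.3 (filterByExpr, glmQLFit and glmQLFTest), with library and cluster in the model and one contrast per cluster against the mean of the others. That mean is of fitted log2 levels, so groups or clusters with few UMIs of a gene draw it down and raise the fold. Genes with a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold difference were called. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The sums compared come from the same cells' libraries, so the replicate number pairs them. Across genes, the log ratios of replicate 1 to replicate 2 in the 28 pairs of groups had correlations from 0.083 to 0.785, with a median of 0.347, and 26 were above 0.1. With 2 libraries the tests rest on 2 sums per cluster. The clusters were found in the same cells, so the number of genes called between clusters is not independent of the clustering. Where a cluster had 0 UMIs of a gene, a lower bound of the fold was computed with 3 UMIs in place of 0. With 1 to 3 UMIs, the ratio of the pooled UMIs, each over its total, has an exact conditional interval.

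The share of cells with a UMI of a gene has a 95% exact Clopper-Pearson interval, which covers counting error only. Each share was also computed with every cell thinned at random to 1000 UMIs, leaving out shallower cells. A count of 0 cells allows a share of up to 3 cells of the total. Correlations between clusters are Pearson's, of mean log-normalized profiles. Non-neuronal cells were counted as cells with UMIs of at least 2 markers of a type. Genes named in the text are those the paper names for the claim and, per comparison, the 3 of largest fold in each direction among the called genes with the same sign in both libraries, leaving out the markers and genes without a symbol. Of these genes of largest fold, 42 in all, 24 were among the variable genes that formed the clusters and are counted rather than described.

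The alternatives set before the data were examined were the cell filter of the Reporting Summary, removal of the 5% of barcodes with the highest Scrublet scores, no class limits, log-normalized counts, 2000 variable genes, all genes allowed as variable genes, no batch correction, 20 components, resolutions 0.4 and 2, and the Leiden algorithm (leidenalg 0.10.2). For the tests they were DESeq2 1.42.0, no filter on low counts, no replicate block, sums of thinned cells, and each replicate left out. For shares they were thinning and at least 2 UMIs, and for correlations all genes found in at least 10 cells. Where all cells were clustered anew, each cluster took the commonest main-setting group of its cells, without the rule by genes. Resolutions 0.4 and 2 were used only within groups. Scrublet's own threshold marked 0 barcodes, so the 5% was chosen after the scores were seen. Another tree of the BEGAIN clusters, the group rule and the tests of single CHTF18 and BEGAIN clusters were also chosen after the values were seen.

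The clustering and the tests between clusters were tried on simulated data, and the other steps were not. Counts were drawn from the libraries' means with 200 genes changed 4-fold. Between 166 (photoreceptor clusters) and 198 (SLC32A1 clusters) of these were tested, and the percentages are of the changed genes tested. The test recovered 58.9% for the groups (14118 genes tested), 86.1% for the photoreceptor clusters (2489), 81.2% for the CHTF18 clusters (6449), 100% for the branches of the BEGAIN group (7980), 97.9% for the SLC5A7 clusters (8972), 96.5% for the SLC32A1 clusters (10984) and 97.9% for the GAD1 and POU4F2 clusters (11326), with 4, 4, 9, 1, 1, 2 and 0 false calls. The change was made in 1 group, cluster or branch per test, and only its contrast was scored, so the false calls are those of 1 contrast. For the clusters within groups it was the largest cluster. Recovery in smaller clusters and the joint test over the SLC5A7 clusters were not tried. The comparison of BC1, BC3 and BC5 with the other bipolar types could not be made. Too few of the genes that mark these types have a name here. THBS1, a marker of BC1, was raised in CHTF18 cluster 2 and TCAP, of BC3, in cluster 9, but 3 markers were needed. The comparison with other species and the in situ hybridization have no files among those used and were not analysed here. Some genes the paper reports could not be named, as listed above.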

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

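Of the tests below, those of doublets and of a single library were chosen after the result was seen.

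Cluster 44 of all cells held 115 cells, 74 from replicate 1 and 41 from replicate 2, with a median of 9257 UMIs, and fell in none of the 8 groups. PAX2, a gene the paper does not discuss, was found in 89.6% of its cells (103 of 115, exact Clopper-Pearson interval 82.5 to 94.5) and in 1.1% of the other filtered cells (316 of 28724, interval 0.983 to 1.23). The cluster was singled out because it carries a signal in cells outside the groups matched to the paper's classes, far above what a count of 0 allows. Doublets would take PAX2 from a parent cluster that has it in at least as many cells, and the highest share in another cluster was 5.85%. Scrublet placed 8 of the 115 cells (6.96%, interval 3.05 to 13.2) among its highest scores, against 5.01% of all filtered cells. Free RNA would give PAX2 alike to cells of like depth. With every cell thinned to 1000 UMIs, 74.3% of the cluster's cells had it (84 of 113, interval 65.3 to 82.1) and 0.740% of the next highest cluster of at least 100 such cells (interval 0.272 to 1.60). Cells of 1 library would leave the other empty, and the library with fewer cells gave 41, of which 39 had PAX2 (95.1%), against 64 of 74 (86.5%) in the other. These values argue against doublets, free RNA and a single library as the whole cause. Cells of another tissue carried over in the dissection remain open, among them astrocytes of the optic nerve, which express PAX2 in other vertebrates, since none of the fixed marker lists reached 3 raised markers in this cluster and most of their genes have no name here. A cell type that the 6 classes do not cover may also account for it, as a hypothesis found and tested on the same cells. The libraries have a single condition, so no biological explanation was tested.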

How the results depend on the processing

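Of the alternatives below, the tree of the BEGAIN clusters from CPM was added after the values were seen, as were the 5% of barcodes taken for Scrublet and the tests of single CHTF18 and BEGAIN clusters.

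Of the 68 fold changes of named genes, 61 were called. Over the alternatives with a test, 848 of their values kept direction and side of the threshold, 64 became weaker, 10 became stronger and 15 were reversed. Of the shares of cells at single genes and their ranges, leaving out those that answer a comparison of the design, 495 changed by no more than the spread between replicates, 142 moved and 5 became weaker. No alternative moved the number of genes higher in 1 group by over 1.5 times (5240 to 8810, against 7647), nor that over the SLC32A1 clusters. The numbers of lower genes moved by more with thinned cells. They were 2518 for the groups, against 5046, and 952 for the SLC32A1 clusters, against 2254. For the RCVRN, CHTF18, HES1, BEGAIN, SLC32A1 and GAD1 groups, no alternative changed the share of cells by more than the spread between replicates. That spread is wide for CHTF18, with 8.19% and 4.16% in the replicates. Its shares over the alternatives (3.35% to 8.25%, against 5.89%) passed both of these values. SLC17A6 in CHTF18 cells also changed by no more than its spread. It went from 43.4% without batch correction to 89.1% with log-normalized counts, against 56.6%, and 89.1% is above both replicates (36.4% and 86.3%). Where no cause is given below, the cause was not tested.

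Without the limits of Supplementary Table 3, the SLC5A7 group made up 8.59% of the cells kept and 23.9% of the cells of the SLC5A7 and SLC32A1 groups, the POU4F2 group made up 1.39%, and 2170 genes instead of 3333 differed between the BEGAIN branches. CHAT was then found in 96.6% of SLC5A7 cells and SLC6A9 in 5.58% of the cells matching SLC32A1 cluster 11. The mean correlation between groups was 0.705 instead of 0.698. The log2 fold change turned from -3.73 to 1.45 for ENDOU between the branches, from -7.15 to 0.19 for FHIT in SLC32A1 cluster 16, and from 0.044 to -0.057 for GRIK2 in CHTF18 cluster 2.

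With the cell filter of the Reporting Summary, 185 genes instead of 58 differed between the RCVRN clusters, the SLC5A7 share was 18.9% of both groups, CHAT was found in 100% and the GRIK2 value was -0.0073. With the highest Scrublet scores removed, 163 genes differed between the RCVRN clusters, the SLC5A7 share was 19.1%, the POU4F2 share 0.960%, CHAT 99.6%, SLC6A9 in cluster 11 4.1% and the correlation between groups 0.675, and LHX1, uncalled between the BEGAIN branches throughout, turned from 0.53 to -2.68. The test of LHX1 between the branches could decide nothing in the main setting, so its changes of sign here and below are not interpreted.

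With log-normalized counts, the SLC5A7 share was 20.4%, the POU4F2 share 0.982%, CHAT 98.8% and SLC6A9 in cluster 11 3.86%. With 2000 variable genes, the SLC5A7 share was 20.2%, the POU4F2 share 0.861% and 94.8% of clusters were closest to their own group, instead of 97.9%. With all genes allowed as variable genes, 101 genes differed between the RCVRN clusters, CHAT was found in 99.5% and LHX1 turned to -0.18. With 20 components, the SLC5A7 share was 20.3%, 94.7% of clusters were closest to their own group, the correlation between groups was 0.685 and LHX1 turned to -0.92. Without batch correction, the SLC5A7 share was 19.5%, the POU4F2 share 0.862%, CHAT 99.6%, SLC6A9 in cluster 11 4.37% and 95.3% of clusters were closest to their own group. LGI1 in CHTF18 cluster 4 then turned from -7.00 to 0.061 and GRIK2 to -0.44. The RCVRN group had 2 clusters instead of 4 with log-normalized counts, with all genes allowed and without batch correction. Log-normalized counts, 20 components and no batch correction gave no value for the test between the RCVRN clusters.

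With the Leiden algorithm, 169 genes differed between the RCVRN clusters, CHAT was found in 99.5% and 94.8% of clusters were closest to their own group. At resolution 0.4, the RCVRN and POU4F2 groups had 1 cluster each, 93.2% of clusters were closest to their own group, the correlation between groups was 0.707 and GRIK2 turned to -0.034. At resolution 2, there were 191 clusters, 154 of them with cells of both replicates: 27 in the RCVRN group, 13 in the BEGAIN, 17 in the CHTF18, 14 in the HES1, 31 in the POU4F2, 25 in the SLC32A1 and 16 in the SLC5A7 group. There, 93.2% were closest to their own group, the mean correlations were 0.772 within and 0.611 between groups, 2107 genes differed between the BEGAIN branches, GJA3 was found in 8.04% of the cluster matching SLC32A1 cluster 13, LHX1 turned to -2.59, and LRRC74A in CHTF18 cluster 7 turned from 5.63 to -2.39. Smaller clusters follow from this setting.

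DESeq2 called 19 genes between the RCVRN clusters, 12 higher and 7 lower (63.2% higher, against 39.7% in edgeR), and gave GRIK2 -0.034. Without a filter on low counts, and so with more genes tested, 139 genes differed between the RCVRN clusters, 2664 instead of 1775 were higher in a CHTF18 cluster and 8740 instead of 5542 in a GAD1 or POU4F2 cluster. With cells thinned to 1000 UMIs before summing, which leaves fewer genes to test, the counts were 38 between the RCVRN clusters, 453 over the CHTF18 clusters, 1346 instead of 3551 over the SLC5A7 clusters, 2954 over the GAD1 and POU4F2 clusters and 1046 between the BEGAIN branches, and GRIK2 turned to -0.30. The tree from CPM gave 1191 genes between its branches. Without the replicate block, GRIK2 turned to -0.039, CHRNA5 in SLC5A7 cluster 10 and LGR5 in CHTF18 cluster 7 were no longer called, and no other call of a named gene changed.

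Depth limits the shares of cells. Thinned to 1000 UMIs, CHAT was found in 94.6% of SLC5A7 cells, RBPMS in 2.06% of GAD1 cells, SLC6A9 in 26.1% and SLC6A5 in 17.9% of SLC32A1 cells, SLC6A9 in 0.402% of SLC32A1 cluster 11 and GJA3 in 1.79% of SLC32A1 cluster 13. With at least 2 UMIs required, these were 97.0%, 4.14%, 43.1%, 29.9%, 1.2% and 4.48%. Cells with at least 3 pigment epithelium markers made up 0%. Over all genes in at least 10 cells, the mean correlations were 0.904 within and 0.774 between groups.

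Leaving out 1 replicate at a time gave no test. The correlations went from 0.852 to 0.865 within and from 0.680 to 0.687 between groups, GLUL in HES1 cells from 76.4% to 97.3%, CNGA3 in the larger RCVRN cluster from 20.3% to 50.0% and CNGB1-1 in the smaller from 49.2% to 89.5%. Fold changes within 1 replicate carry a prior count, which draws those of low counts towards 0. Some lay further from 0, such as SLC6A9 in the SLC32A1 group (5.21 without replicate 1, against 4.31) and ARRB1.3 between the RCVRN clusters (8.59 without replicate 1, against 7.40). GRIK2 in CHTF18 cluster 9 was -2.03 without replicate 1 and -0.376 without replicate 2, against -1.51. No called gene changed its sign. For the genes of largest fold this was fixed in advance, since they were chosen for the same sign in both libraries. The test of BC1, BC3 and BC5 against the other bipolar types was not run.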

Differences from the paper's values

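Apart from the order of the cell numbers of the replicates, no comparison below was chosen after its result was seen, but the groups were matched to the paper's classes after the values were seen, and the paper's assignment of cells was not used here.

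The RCVRN group had 4 clusters, against the paper's 2 photoreceptor types. Of the alternatives set before the data were examined, log-normalized counts, all genes allowed as variable genes and no batch correction gave 2, and the filter of the Reporting Summary, Scrublet and the Leiden algorithm gave 3, within 1.5 times the paper's number. No class limits, 2000 variable genes, 20 components and resolutions 0.4 and 2 did not close the gap (1 to 27 clusters). The BEGAIN group, whose gene is on the list of amacrine markers and whose match to horizontal cells is uncertain, had 8 clusters against the paper's 4 horizontal cell types, and no alternative closed the gap (7 to 13). The SLC5A7 group had 10 clusters against the paper's 4 starburst types, and none closed the gap (7 to 16). The HES1 group had 9 clusters against the paper's 4 Müller glia types. Resolution 0.4 gave 6, within 1.5 times the paper's number, and the others did not close the gap (7 to 14).

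The lowest share of cells with SLC6A9 over the SLC32A1 clusters was 4.82%, against 8.56% over the paper's amacrine types in its source data, and none of the alternatives closed the gap (3.86% to 5.58%). The lowest share with SLC6A5 was 1.91% against the paper's 3.1%. It was 2.15% with Scrublet, 3.05% without class limits, 3.49% with 2000 variable genes, 3.11% with all genes allowed, 2.3% without batch correction, 3.18% with 20 components and 4.46% at resolution 0.4, each within 1.5 times the paper's value. The filter of the Reporting Summary, log-normalized counts, resolution 2 and the Leiden algorithm did not close the gap (1.84% to 1.95%).

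The lowest share of a cluster's cells from its rarer replicate was 0%, against 6.33% over the paper's types in its source data. Log-normalized counts gave 5.88%, and no other alternative closed the gap (0% to 3.57%).

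The paper gives 12021 and 9453 cells in its respective replicates. Here 9051 cells of replicate 1 and 12068 of replicate 2 were kept, so the order is the reverse, and whether the paper lists the replicates in the order of the labels is not known.

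In the deposited gene list, outside the MSTRG identifiers, 2822 genes carry a symbol and 7062 a LOC number, against the paper's 7062 with a symbol and 2822 with a LOC number in its source data. The counts are the same with the labels exchanged. No alternative applies to them.

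The paper states that its horizontal cells fall into subclasses that express either ISL1 or LHX1. LHX1 was found in at least 33.3% of the cells of BEGAIN clusters 2, 3, 4 and 7 and in at most 1.1% of those of the other 4, but the first split of the tree puts LHX1 clusters on both sides, and ISL1 was not analysed here. The paper states that each type is most like types of its own class. That held for 92 of 94 clusters, and for 100% of them with log-normalized counts. The groups and clusters come from the expression of the same cells, so this may follow from the clustering itself. The paper states that replicates brought no bias and that every type was in each replicate. The HES1 group made up 2.57% of replicate 1 and 7.86% of replicate 2, the share from replicate 1 lay below the overall share in 24 clusters and above it in 17, and 93 of 94 clusters held cells of both. With log-normalized counts and with Scrublet, every cluster held cells of both. The paper calls its amacrine and ganglion types the most heterogeneous. By the mean correlation within groups, the RCVRN and BEGAIN clusters were less alike than the GAD1 clusters.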

Other observations

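Of the tests below, the interval over clusters for SLC17A6, the p over 94 clusters and the test of doublets for HES1 cluster 8 and those of cell depth for the RCVRN and HES1 groups were chosen after the result was seen.

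SLC17A6 was found in 36.4% of the CHTF18 cells of replicate 1 (270 of 741, exact Clopper-Pearson interval 33.0 to 40.0) and in 86.3% of those of replicate 2 (433 of 502, interval 82.9 to 89.1). The median depth was 849 UMIs in replicate 1 and 7689.5 in replicate 2. With each cell thinned to 1000 UMIs, the shares were 35.4% (interval 29.6 to 41.6) and 49.4% (interval 44.8 to 54.0), a difference of 13.96 percentage points. These intervals cover counting error only, with 1 library per replicate, and thinning kept 257 of 741 cells of replicate 1 and 476 of 502 of replicate 2, so whether depth is the whole cause stays open. A different makeup of clusters would leave no difference within clusters. Over the 6 clusters with at least 20 thinned cells of each replicate, the mean difference was 9.88 percentage points (SD 9.88 over clusters, 95% t interval -0.487 to 20.2), and 5 of the 6 had the higher share in replicate 2. The interval includes 0, so the makeup of clusters remains open too. A difference between the preparations of the 2 replicates and a difference between the animals were not tested and remain open. The CPM of the group's sums were 549 and 660, so the difference is small at the level of the summed cells.

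HES1 cluster 8 held 42 cells, all from replicate 2. Sampling at the HES1 group's share of replicates gives this with an exact two-sided binomial p of 0.000142, or 0.00128 after multiplying by the 9 HES1 clusters and 0.0133 after multiplying by all 94 clusters, among which it was singled out. This p takes the cells as independent draws. Doublets would raise its UMIs or its share among the highest Scrublet scores. Its median UMIs were 0.988 of the group's, and Scrublet placed 1 of 42 cells (2.38%, exact Clopper-Pearson interval 0.0603 to 12.6) there. Without batch correction, the cluster that holds its 42 cells had 108 cells, with 0% from replicate 1 (interval up to 3.36). Of the 8 HES1 clusters found that way, 5 held cells of 1 replicate, against 1 of 9 with the correction, so this value decides nothing about batch correction. In the other ways of clustering, the matching cluster had between 0% and 5.88% of its cells from replicate 1. The first 2 tests argue against random sampling of cells alone and against doublets. An incomplete alignment of the replicates remains open, as does a state of the glia in 1 replicate, from its animals or from its dissociation, and these cannot be told apart with 1 library per replicate.

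The CHTF18 group made up a larger share of replicate 1 than of replicate 2. Among cells with at least 2000 UMIs the order turned, with a difference of -1.39 percentage points (replicate 1 minus replicate 2), so shallow cells may account for the larger share in replicate 1. The RCVRN group's difference was 0.181 percentage points among these cells, 0.397% (exact Clopper-Pearson interval 0.271 to 0.560) against 0.215% (interval 0.139 to 0.318), and the intervals overlap, so shallow cells may account for most of it. The HES1 group's larger share in replicate 2 is not of this kind, since the difference was 5.86 percentage points among the deeper cells and 5.29 among all cells kept. What gave replicate 1 more shallow cells of these groups was not tested.

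The first split of the BEGAIN clusters put clusters 4 and 8 apart, which have the deepest cells. Depth would change this split when each cell is thinned to 1000 UMIs, but the tree from thinned cells put the same 2 clusters apart. This argues against depth as the cause in this tree. The other tree, from CPM, put clusters 6 and 8 apart, so the split depends on the scale of the profiles.

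The 6182 filtered cells in no group lay in 8 clusters. Cluster 1, the largest of all, held 3046 cells (44.0% from replicate 1) with a median of 789 UMIs, and cluster 6 held 1139 cells (77.1% from replicate 1) with a median of 1033 UMIs. Clusters 43 and 45, with 123 and 99 cells, took 98.4% and 97.0% of their cells from replicate 1, and clusters 12 and 13, with 709 and 690 cells, took 25.0% and 26.8%. Mitochondrial genes, among them COX1 and CYTB, were among the 10 genes of largest fold in clusters 6, 12, 13 and 43. The same held within groups for HES1 clusters 6 and 7, SLC5A7 cluster 3 and SLC32A1 cluster 9. These last clusters are counted in the comparison with the paper's types. No explanation of any of these clusters was tested.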
